# Response of Oral and Skin Keratinocytes to Oxidative Stress

**DOI:** 10.3390/cells15020097

**Published:** 2026-01-06

**Authors:** Yixuan Zhang, Chen Han, Heidi Yuan, Luisa A. DiPietro, Lin Chen

**Keywords:** oxidative stress, keratinocytes, skin, oral, reactive oxygen species, antioxidant defense

## Abstract

Oxidative stress caused by excessive reactive oxygen species (ROS) disrupts skin and oral epithelial homeostasis and contributes to skin aging, inflammation, periodontitis, and mucosal injury. As the principal defenders in both skin and oral mucosal tissues, keratinocytes are important responders to oxidative stress. However, most existing studies have examined skin or oral keratinocytes in isolation, with few comparative investigations of their tolerance, repair capacity, and antioxidant mechanisms under oxidative stress. In this study, we systematically compared immortalized oral keratinocytes (TIGK) and skin keratinocytes (HaCaT) under hydrogen peroxide (H_2_O_2_)-induced oxidative stress. Functional analyses, including cell survival, ROS accumulation, stress granule formation, in vitro wound healing, and proliferation recovery assays, were combined with transcriptomic profiling to evaluate differences in antioxidant and pro-oxidant systems. TIGK exhibited significantly higher survival rates, lower ROS accumulation, and superior migratory and proliferative recovery compared with HaCaT after oxidative insult. Transcriptomic analysis further revealed that TIGK consistently expressed higher levels of antioxidant genes and enzymes. In contrast, HaCaT showed greater ROS accumulation and relatively limited antioxidant defenses. The results show that oral and skin keratinocytes adopt distinct adaptive mechanisms under oxidative stress. The intrinsic redox advantage of oral keratinocytes provides new insights into their rapid wound-healing capacity and may inform strategies to enhance epithelial resilience.

## 1. Introduction

Response to oxidative stress is a central factor in maintaining epithelial health and tissue homeostasis. Excessive production of ROS beyond the antioxidant capacity of cells damages macromolecules, including DNA, proteins, and lipids, leading to dysfunction, inflammation, senescence, and even apoptosis [1,2,3,4,5]. In the skin, oxidative insults accelerate both intrinsic and extrinsic aging, aggravate chronic inflammation, increase carcinogenic potential, and weaken barrier function [6,7]. Similarly, oral epithelia are exposed to comparable oxidative challenges, as periodontitis and mucosal lesions such as ulcers and mucositis are closely linked to oxidative stress, resulting in epithelial disruption and delayed wound healing [2,8,9]. Keratinocytes are the fundamental cellular units of both skin and oral epithelia, forming the first line of defense against external insults and safeguarding barrier integrity [10,11]. Although they share similar protective roles, differences in local environment, phenotypic features, and functional demands require distinct characteristics and inflammatory adaptability at oral and skin sites [12,13]. Consequently, keratinocyte antioxidant responses to exogenous oxidative stress may exhibit site-specific divergence.

Recent studies have shown that skin keratinocytes rely on multilayered antioxidant defenses under oxidative stress. Enzymatic systems such as superoxide dismutase (SOD), catalase (CAT), and glutathione peroxidase (GPX), together with nonenzymatic antioxidants including glutathione (GSH), vitamin C, and vitamin E, act cooperatively to eliminate excess ROS and maintain redox homeostasis [14]. By contrast, the antioxidant responses of oral keratinocytes remain less well characterized, with only scattered reports suggesting antioxidant activation under conditions such as mucositis or exposure to tooth bleaching reagents [8,15]. However, most existing studies have focused separately on the oxidative stress responses of either skin or oral keratinocytes, with few comparative investigations of their tolerance, repair capacity, and antioxidant mechanisms under oxidative challenge.

This study provides the first systematic comparison between TIGK and HaCaT under H_2_O_2_-induced oxidative stress, encompassing functional parameters including cell survival, ROS accumulation, migratory repair, proliferative recovery, and so on, alongside transcriptomic profiling of antioxidant and pro-oxidant systems. TIGK displayed superior tolerance, repair capacity, and antioxidant enzyme activity compared with HaCaT, and exhibited an inherently more substantial antioxidant potential at the transcriptional level. By contrast, HaCaT showed increased ROS accumulation and relatively constrained antioxidant defenses. These findings reveal distinct adaptive mechanisms of oral and skin keratinocytes under oxidative stress and provide new cellular and molecular insights into their differential resistance to oxidative injury.

## 2. Materials and Methods

### 2.1. Cell Culture

The HaCaT cell line was obtained from AddexBio (San Diego, CA, USA), and the TIGK cell line was obtained from ATCC (Manassas, VA, USA). Both cell types were maintained in DermaLife K Keratinocyte Complete Medium (Lifeline Cell Technology, Frederick, MD, USA), supplemented with TGF-α (0.5 ng/mL), insulin (5 µg/mL), epinephrine (1 µM), L-glutamine (6 mM), pituitary extract (0.4%), apo-transferrin (5 µg/mL), D-glucose (6 mM), and hydrocortisone hemisuccinate (100 ng/mL). Cells were incubated at 37 °C in a humidified atmosphere containing 5% CO_2_. For the corresponding experiments, cells were seeded at densities of 4 × 10^5^ cells per well in 6-well plates, 2 × 10^5^ cells per well in 12-well plates, 3 × 10^4^ cells per well in 48-well plates or 1.5 × 10^4^ cells per well in 96-well plates, and cultured for use on the following day, unless otherwise stated.

### 2.2. Cell Viability and Proliferation Assay

For the cell viability assay, single-cell suspensions were prepared by detaching adherent cells from 12-well plates using TrypLE (Gibco, Waltham, MA, USA). Trypan blue was added to the cell suspension, and viable cells were quantified using a TC20 Automated Cell Counter (Bio-Rad, Hercules, CA, USA). Cells without H_2_O_2_ treatment served as the control group. N-acetylcysteine (NAC, 15 mM) (Sigma-Aldrich, St. Louis, MO, USA) was included to confirm that the observed cellular damage was specifically induced by H_2_O_2_ and to assess the recovery capacity of the two cell types following H_2_O_2_ exposure.

For the cell proliferation/cytotoxicity assay, cells were seeded into 96-well plates and treated with the corresponding concentrations of H_2_O_2_ in the medium. After treatment, 10 µL of MTS reagent (Abcam, Cambridge, UK) was added to each well containing 100 µL of culture medium, and cells were incubated at 37 °C for 2 h according to the manufacturer’s instructions. The absorbance at 490 nm was then measured using the SpectraMax Plus microplate reader (Molecular Devices, Sunnyvale, CA, USA). Results were normalized to the control group by dividing the optical density (OD) of treated samples by the OD of the control. For the detection of recovery proliferation, after one day of recovery following H_2_O_2_ treatment, cells were dissociated, reseeded in a 96-well plate, and then subjected to the MTS assay.

### 2.3. Assessment of Cellular Apoptosis

Apoptosis was evaluated using Annexin V staining. TIGK and HaCaT were seeded into 6-well plates and treated with the corresponding concentrations of H_2_O_2_ in serum-free medium for 3 h. Following treatment, cells were stained with Annexin V-FITC according to the manufacturer’s instructions of Annexin V-FITC Apoptosis Detection Kit (Biotium, Fremont, CA, USA). Briefly, without removing the culture medium, 1/10 volume of 10× Annexin V solution (final concentration: 0.25 µg/mL) was added directly to each well and mixed gently to avoid uneven staining. Cells were incubated in the dark at 37 °C for 30 min prior to imaging.

Fluorescence images were acquired using an inverted fluorescence microscope (Carl Zeiss Microscopy GmbH, Göttingen, Germany). For each cell type and time point, three replicate wells were analyzed. In each well, 3–5 random fields were imaged, and Annexin V-positive cells were manually counted. The apoptosis rate was determined by calculating the percentage of Annexin V-positive cells relative to the total number of cells in each field, and the mean value for each well was used for statistical analysis.

### 2.4. Detection of Intracellular Reactive Oxygen Species

Intracellular ROS levels were measured using CM-H_2_DCFDA (Thermo Fisher Scientific, Waltham, MA, USA). TIGK and HaCaT were seeded in 96-well black-wall plates and allowed to adhere overnight. The medium was then replaced, and cells were cultured under standard conditions until reaching 80% confluency. For ROS staining, cells were pre-incubated with 5 µM CM-H_2_DCFDA in the dark at 37 °C for 30 min in a humidified incubator. The cells were then treated with 5 mM H_2_O_2_, with or without NAC for 3 h at 37 °C. Fluorescence intensity was measured using the Synergy microplate reader (BioTek, Winooski, VT, USA) at an excitation/emission wavelength of 485/528 nm. In addition, stained cells were visualized and imaged using the inverted fluorescence microscope. Relative ROS levels were normalized to the control group (cells without H_2_O_2_ treatment).

### 2.5. Immunofluorescence Staining for Stress Granules (SG)

TIGK and HaCaT cells were seeded in 8-well chamber slides and cultured under standard conditions until reaching approximately 60–70% confluency. Cells were fixed with 4% paraformaldehyde (Electron Microscopy Sciences, Hatfield, PA, USA) for 15 min at room temperature and washed three times with 1× PBS. Permeabilization was performed with 0.15% Triton X-100 in PBS for 10 min, followed by blocking with 5% goat serum in PBS for 1 h at room temperature. Cells were incubated overnight at 4 °C with mouse anti-human G3BP1 antibody (Proteintech, 66486-1-Ig, Rosemont, IL, USA; 1:300). After washing with PBS, cells were incubated for 1 h at room temperature in the dark with Alexa Fluor 488-conjugated goat anti-mouse IgG (Invitrogen, Waltham, MA, USA; 1:1000). Nuclei were counterstained with DAPI (Thermo Fisher Scientific, Waltham, MA, USA). Fluorescence images were acquired using the Axioskop 40 fluorescent microscope (Carl Zeiss Microscopy GmbH). Each treatment group included three biological replicates.

For each well, images of three randomly selected fields were captured using a 40× objective. The percentage of SG-forming cells was calculated as the number of SG-positive cells divided by the total number of cells (DAPI-positive cells) in the field.

### 2.6. Hydrogen Peroxide Assay

TIGK and HaCaT were seeded into 6-well plates and cultured under the same conditions as described for the viability assay. Five mM H_2_O_2_ was added to the culture medium, and cells were incubated at 37 °C. At the indicated time points, 200 µL of culture supernatant was collected. To deproteinize the samples, a 10 kDa molecular weight cut-off spin column (MilliporeSigma, Burlington, MA, USA) was used by centrifugation at 14,000× *g* for 10 min. The concentration of H_2_O_2_ in the culture supernatant was determined using a Hydrogen Peroxide Assay Kit (Abcam, Cambridge, UK) following the manufacturer’s instructions. Fluorescence intensity was measured on the Synergy microplate reader (BioTek, Winooski, VT, USA) at an excitation/emission wavelength of 535/587 nm. Dilution factors (1/10 for wells with cells and 1/50 for wells without cells) were selected based on preliminary calibration to ensure that all values fell within the linear range of the standard curve.

### 2.7. Cell Migration Assay—In Vitro Wound Healing

Cell migration was assessed using an in vitro wound-healing assay. TIGK and HaCaT were seeded into 12-well plates and cultured until reaching confluency. Cells were pretreated with mitomycin-C (1 μg/mL, Sigma-Aldrich) for 1 h at 37 °C to inhibit proliferation prior to scratching. Cells were then treated with 5 mM H_2_O_2_ in the medium for 30 min at 37 °C. Following treatment, a linear scratch was made in each well using a sterile 200 µL pipette tip to create a wound across the cell monolayer. After scratching, wells were gently washed twice with PBS (Gibco, Waltham, MA, USA) to remove detached cells, and fresh growth medium was added. Images of the wound area were captured at 0, 24, 48, and 72 h after scratching. Images were captured at the same predefined position in each well to ensure consistent tracking of the wound area. The open wound areas were quantified using ImageJ software (v1.48v). The migration rate was calculated as the percentage of wound closure at each time point relative to the initial wound area.

### 2.8. Detection of Antioxidants

HaCaT and TIGK were cultured until reaching 90% confluency in 12-well plates. Cells were then treated with or without 5 mM H_2_O_2_ for 3 h. Cells collected after treatment underwent three cycles of freezing and thawing in cold PBS containing the protease inhibitor phenylmethylsulfonyl fluoride (1 mM; Sigma-Aldrich, St. Louis, MO, USA), followed by sonication. The supernatants were obtained from the cell lysates by centrifugation at 4 °C and 16,000× *g* for 15 min. Total protein concentration of the lysates was determined using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA) for normalization. The protein levels of Superoxide Dismutase 1 (SOD1), Glutathione S-Transferase Mu 3 (GSTM3), and Lactoperoxidase (LPO) were quantified using the Human SOD1 ELISA Kit (Abcam, Cambridge, UK), Human GSTM3 ELISA Kit (Thermo Fisher Scientific, Waltham, MA, USA), and Human LPO ELISA Kit (Biorbyt, Cambridge, UK), respectively, following the manufacturer’s protocols. Protein levels were calculated from the respective standard curves and then normalized to total protein according to the formula: C_Normalized protein_ = C_Target protein_/C_Total protein_.

In addition, Thioredoxin Reductase (TrxR) activity was measured using the TrxR Microplate Assay Kit (Biorbyt, Cambridge, UK) according to the manufacturer’s instructions. In the assay, TrxR catalyzes the reduction of 5, 5′-dithiobis (2-nitrobenzoic) acid (DTNB) with NADPH to 5-thio-2-nitrobenzoic acid (TNB2-). One unit of TrxR activity is defined as the amount of enzyme which produces 1 μmol of TNB per minute at 37 °C, which was calculated according to the formula provided in the manual: TrxR (U/mg) = 0.5 × (OD_Standard_ − OD_Blank_)/(OD_Sample_ − OD_Control_)/C_Total protein_.

According to the manufacturers, these kits are specifically designed for the quantification of each target and exhibit no significant cross-reactivity with related analogs.

### 2.9. Transcriptome Sequencing of Baseline and H_2_O_2_-Treated HaCaT and TIGK

Total RNA was extracted from HaCaT and TIGK in 6-well plates treated with 5 mM H_2_O_2_ for 3 h or left untreated (*n* = 3 per group) using TRIzol (Invitrogen, Waltham, MA, USA), purified with the RNA Clean and Concentrator-25 kit (Zymo, Tustin, CA, USA), and treated with DNase I (Thermo Fisher Scientific, Waltham, MA, USA). RNA integrity was assessed with the Agilent 2100 Bioanalyzer, and all samples had RNA integrity number values above 8.9. RNA-seq generated libraries were checked with Qubit and real-time (RT) PCR for quantification and bioanalyzer for size distribution detection. Quantified libraries were then sequenced on the Illumina platform by Novogene (Novogene America, Sacramento, CA, USA) using in-house perl scripts. Clean reads were mapped to the human reference genome (GRCh38/hg38) using Hisat2 (v2.0.5), and the mapped reads were assembled by StringTie (v1.3.3b) [16]. Raw counts of read numbers mapped to each gene were generated in R using the FeatureCounts package (v1.5.0-p3) [17]. Library preparation, genome mapping, and raw gene counts for mRNA-sequencing analysis were performed by Novogene (Novogene America). Correlation heatmaps were generated utilizing raw counts for each mapped gene.

Differentially expressed gene (DEG) analysis of the raw count data was performed using DESeq2 (v1.20.0) in R (v4.4.1) with Bioconductor v3.20 [18]. Genes with an average raw count ≥ 10 across all samples were included, and the false discovery rate (FDR) was controlled by Benjamini–Hochberg correction [18,19]. Genes with an adjusted *p* (*p*.adj) < 0.05 following FDR correction were assigned as being differentially expressed. Furthermore, raw count data underwent variance-stabilized transformation using the vst() function in DESeq2 for principal component analysis (PCA), which was visualized using each sample’s top 500 highly variable genes [18]. Normalized count values for the DEGs in each sample were also retrieved as part of our DESeq2 analysis for each of our comparisons [18]. This was performed by using the counts() function and adding the argument normalized = TRUE [18].

In this study, we assessed differentially regulated genes in HaCaT versus TIGK at baseline and after H_2_O_2_-treatment using the following parameters: *p*.adj < 0.01 and log (fold change) > 0 or log (foldchange) < 0. Genes with a negative log (foldchange) were considered upregulated in TIGK, while genes with a positive log(fold change) were considered upregulated in HaCaT. Differentially regulated genes in HaCaT or TIGK following H_2_O_2_-treatment relative to their own respective baseline were assessed by using the following parameters: *p*.adj < 0.01 and log (fold change) > 0 or log (foldchange) < 0. Genes with a negative log (fold change) were considered downregulated in HaCaT or TIGK following H_2_O_2_-treatment, while genes with a positive log (fold change) were considered upregulated in HaCaT or TIGK following H_2_O_2_-treatment. The gene sets for antioxidants and pro-oxidants were first obtained from the GeneCards database (https://www.genecards.org/) and then curated based on previous literature [20,21,22], and are provided in Supplementary Tables S1 and S2. Z-scores for antioxidants and pro-oxidant genes were generated using normalized gene counts and plotted as a heatmap in R [23]. Venn diagrams were made with Venny [24].

GO BP and Reactome pathway term enrichment analysis was performed on the list of differentially upregulated and downregulated genes in HaCaT relative to TIGK at baseline and after H_2_O_2_-treatment via the EnrichR package in R version 4.4.1 [25,26,27]. Enrichment was also performed on the list of differentially upregulated and downregulated genes in HaCaT or TIGK following H_2_O_2_-treatment relative to their own respective baseline. GO terms with a *p*.adj < 0.05 following Benjamini and Hochberg’s approach for controlling the FDR were considered statistically significantly enriched. Up to 10 significantly enriched terms based on *p*.adj were utilized for visualization.

### 2.10. Statistical Analysis

All data are expressed as mean ± standard deviation (SD). Normality was assessed using the Shapiro–Wilk test. Statistical comparisons were performed using two-way ANOVA followed by Benjamini, Krieger, and Yekutieli post hoc test or Two-tailed unpaired *t*-test using GraphPad Prism 10.0 (GraphPad, San Diego, CA, USA). When *p* < 0.05 it was considered statistically significant.

## 3. Results

### 3.1. TIGK Exhibits Higher Tolerance to H_2_O_2_-Induced Oxidative Injury

To compare the tolerance of oral and skin keratinocytes to oxidative stress, TIGK and HaCaT were exposed to various concentrations of H_2_O_2_, and cell viability was assessed at different time points (Figure 1A; Supplementary Figure S1A). After 1 h and 3 h of exposure, no significant differences in viability were observed between the two cell types, except that TIGK exhibited higher viability than HaCaT under 10 mM H_2_O_2_ at 3 h. At 6, 12, and 24 h, the effect of H_2_O_2_ on cell viability became more pronounced. Under 5 mM H_2_O_2_, TIGK consistently maintained significantly higher viability than HaCaT at 12 and 24 h (Figure 1A). Adding the antioxidant NAC (15 mM) markedly improved the viability of both cell types, with a more pronounced recovery observed in TIGK than in HaCaT (Figure 1B). In addition, MTS assays showed H_2_O_2_ was less cytotoxic to TIGK than to HACAT after 6 h and 24 h of exposure (Figure 1C), and NAC treatment markedly reduced H_2_O_2_-induced cytotoxicity in both cell types, with TIGK showing an even greater recovery of metabolic activity, exceeding control levels (Figure 1D). Continuous monitoring of cell viability following H_2_O_2_ treatment revealed that at a concentration of 5 mM, the viability difference between the two cell types progressively increased in a time-dependent manner (Supplementary Figure S1A), indicating that 5 mM H_2_O_2_ was optimal for inducing marked differential responses, so this concentration was selected for subsequent experiments. In addition, we measured the degradation of H_2_O_2_ and found that, in the presence of cells, H_2_O_2_ was completely degraded within approximately 3 h (Supplementary Figure S1B). Both TIGK and HaCaT displayed irregular cellular morphology accompanied by nuclear pyknosis and cell death following H_2_O_2_ treatment, but this phenotype was more pronounced in HaCaT (Figure 1C). To assess the impact of oxidative stress on apoptosis, Annexin V staining was performed after 3, 6, and 24 h of H_2_O_2_ exposure (Figure 1D,E). At all time points examined, the proportion of apoptotic cells was significantly higher in HaCaT than in TIGK (Figure 1E).

### 3.2. TIGK Accumulates Lower Levels of ROS and Lower Stress Granule Formation Following H_2_O_2_ Treatment

To compare the generation of ROS between oral and skin keratinocytes under oxidative stress, intracellular ROS levels were measured in TIGK and HaCaT after 3 h of H_2_O_2_ exposure (Figure 2A,B). Compared with untreated controls, H_2_O_2_ treatment markedly increased ROS accumulation in both cell types (Figure 2A), with HaCaT exhibiting significantly higher ROS levels than TIGK. Adding NAC substantially reduced ROS levels in both cell types, and under NAC treatment, ROS levels in TIGK remained significantly lower than those in HaCaT (Figure 2B). Skin keratinocytes form SG under oxidative stress [28]. To further investigate the cellular stress response under oxidative conditions, we examined SG formation following treatment with H_2_O_2_. In untreated control cells, almost no SGs were visible. However, when the cells were treated with 500 μM H_2_O_2_ for 2 h, a significant increase in SG formation was observed in both HaCaT and TIGK, particularly in HaCaT cells (Figure 2C). Quantitative analysis indicated that 50% of TIGK cells formed SGs, compared to 70% in HaCaT cells (*p* < 0.001, Figure 2D) following H_2_O_2_ treatment.

### 3.3. Transcriptomic Differences Between TIGK and HaCaT at Baseline and After H_2_O_2_ Treatment

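HaCaT is an immortalized line of human skin keratinocytes, and TIGK is a line of human gingival keratinocytes, likewise immortalized. Polyadenylated RNA was sequenced from 3 untreated samples of each cell type and from 3 samples of each cell type exposed to 5 mM H2O2 for 3 h, which gave 12 libraries. The authors deposited the number of reads they counted on each of 58735 genes of GRCh38, without normalization. The paper names Hisat2, StringTie and FeatureCounts for mapping, assembly and counting, while the sample labels name another sequencing provider, other versions of Hisat2 and StringTie, and FPKM values. The values used here are whole numbers with a different total in each library, as counts are. In the labels the formula of the added compound changes its last digit from replicate to replicate in both cell types, whereas the treatment protocol of the labels and the paper's methods name H2O2 for all treated samples. Neither the paper's text nor the labels state whether the counting used the strand of the reads.
The total count per library ranged from 33658365 to 49034244 (median 38213521) in untreated HaCaT and from 32135195 to 35165897 (median 32579789) in HaCaT after H2O2. It ranged from 33769534 to 35383267 (median 34202412) in untreated TIGK and from 30426401 to 44252343 (median 36906658) in TIGK after H2O2. The deepest library had 1.61 times the total of the shallowest. All 12 pairs of replicates differed by more than the sampling noise of their counts, so every library was kept as a replicate of its own. Genes with a mean raw count of at least 10 over all libraries were tested, as in the paper's methods, which left 16618 genes. Counts were normalized by edgeR's TMM method, with factors from 0.962 to 1.04, and all 4 groups were fitted together. Genes with an adjusted p under 0.01, the limit the paper used for its lists of changed genes beside a general one of 0.05, were counted as upregulated or downregulated. An edgeR adjusted p is that of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, and normalized counts are counts after TMM normalization at the mean library size.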

To further understand the observed differences between oral and skin keratinocytes under oxidative stress, we performed mRNA sequencing of TIGK and HaCaT under H_2_O_2_-treated and control conditions. 

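For the principal component analysis, counts were transformed by DESeq2's variance-stabilizing transformation, and the 500 genes with the highest variance over all libraries were used. The first component held 93.9% of the variance, the second 4.99% and the third 0.699%. On the first component the HaCaT libraries lay between -33 and -31.2, and the TIGK libraries between 31.5 and 32.6. On the second component the untreated libraries of both cell types lay between -8.5 and -6.6, and the H2O2-treated libraries between 6.89 and 7.94. With all genes tested in place of the most variable ones, the first component held 81.9% and the second 11.6%, and with log2 CPM in place of the transformation 97.5% and 0.842%.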

PCA revealed that the first two principal components accounted for 89.7% and 8.8% of the variance, respectively, with samples clustering primarily by cell type and secondarily by treatment status (H_2_O_2_ vs. control) (Figure 3A). 

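Pearson correlations between libraries were computed across genes on the raw counts of all genes, a scale on which the most abundant genes weigh most. Genes are not independent replicates. Replicates of a group had a mean r of 0.998 ± 0.00214 (SD, 12 pairs of libraries). Untreated and H2O2-treated libraries of a cell type had a mean r of 0.929 ± 0.0193 (SD, 18 pairs of libraries), and libraries of different cell types under the same treatment a mean r of 0.898 ± 0.0134 (SD, 18 pairs of libraries). Pairs share libraries and are not independent, so these means were not tested against each other.
By group, the mean r over 9 pairs was 0.946 ± 0.0051 (SD) between untreated and treated TIGK, and 0.912 ± 0.0103 between untreated and treated HaCaT. The latter overlapped the values of treated HaCaT with treated TIGK, 0.91 ± 0.00513, and with untreated TIGK, 0.909 ± 0.00937. The untreated cell types had a mean r of 0.886 ± 0.00595, and untreated HaCaT and treated TIGK the lowest, 0.779 ± 0.00928. Without the mitochondrially encoded genes, the mean r was 0.97 between treatments and 0.916 between cell types. On log2 CPM of the genes tested, the means were 0.977 and 0.858.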

Pearson correlation heatmap analysis further demonstrated that gene expression profiles within the same cell type across treatments were more highly correlated than those between different cell types, indicating that transcriptomic differences were predominantly determined by cell identity, while H_2_O_2_ treatment elicited marked expression changes within each cell type (Figure 3B).

Differential expression analysis revealed a large number of DEGs in both TIGK and HaCaT after H_2_O_2_ treatment compared to their respective controls (Figure 3C). 

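In TIGK 1699 genes were upregulated and 2151 downregulated after H2O2, and in HaCaT 3135 were upregulated and 2529 downregulated (edgeR adjusted p under 0.01). Their median absolute log2 fold change was 0.484 in TIGK and 0.48 in HaCaT. A log2 fold change past 1 was reached by 137 upregulated and 484 downregulated genes in TIGK, and by 169 and 706 in HaCaT, the alternative that moved the counts most. Without a filter on low counts, 2571 genes were upregulated in TIGK. Without HaCaT H2O2 replicate 2, 2061 were upregulated in HaCaT. With each cell type fitted alone, 2125 genes were upregulated in TIGK and 2148 in HaCaT by edgeR, and 2263 and 2375 by DESeq2. With DESeq2 on all libraries the counts were 2218 and 3260. The gap between the cell types in upregulated genes thus depends on the fit.
Among upregulated genes with at least 100 normalized counts in the higher group and no overlap between the groups' libraries, CTGF (ENSG00000118523, on chromosome 6 from 131948176 to 131951373) rose most in TIGK. It went from 349 ± 25.2 to 10666 ± 457 normalized counts (SD, n = 3), a log2 fold change of 4.93 (standard error 0.0787, edgeR adjusted p = 1.23e-18). NR4A1 rose by 4.89 on the log2 scale and KLF2 by 4.04. MT-ND6, MT-ND5 and the microRNA host gene MIR17HG fell most in TIGK, MIR17HG with a log2 fold change of -2.92 (standard error 0.183). In HaCaT, FOS (ENSG00000170345, on chromosome 14 from 75278774 to 75282230) went from 269.6 ± 41.8 to 20643 ± 5091 normalized counts (SD, n = 3), a log2 fold change of 6.26 (standard error 0.178, edgeR adjusted p = 5.2e-15). EGR1 rose by 5.99 and RASD1 by 4.83. The non-coding transcripts AC245060.6, MIR29B2CHG and LUCAT1 fell most in HaCaT, with log2 fold changes of -3.87, -3.69 and -3.66. LUCAT1 is annotated as antisense and overlaps ADGRV1, so its reads are uncertain without strand information. The same limit holds for MT-ND6, which lies on the other strand from the other mitochondrial protein genes.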

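Of the genes upregulated after H2O2, 1106 were upregulated in both cell types, which is 65.1% of those in TIGK and 35.3% of those in HaCaT. Lists drawn independently from the genes tested would share 320.5 (odds ratio 11.8). The responses of the cell types share no library. Without TIGK H2O2 replicate 1, 737 genes were upregulated in both. Across all genes tested, the log2 fold changes in TIGK and HaCaT had a Pearson r of 0.471 and a Spearman rho of 0.559, computed across genes, which are not independent replicates. Among the 7018 genes past the limit in at least 1 cell type, 87% changed in the same direction in both.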

There were 2086 genes upregulated in TIGK and 2123 genes upregulated in HaCaT, with 1041 genes shared between the two cell types (Figure 3E). Downregulated gene analysis revealed 2086 genes downregulated in TIGK and 2495 genes downregulated in HaCaT, with only 53 shared genes downregulated in both cell types (Figure 3F). 

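After H2O2, 1312 genes were downregulated in both cell types, which is 61% of those downregulated in TIGK and 51.9% of those downregulated in HaCaT. Independent lists would share 327 (odds ratio 17). Genes that changed in opposite directions were fewer than independent lists would give. There were 38 genes upregulated in TIGK and downregulated in HaCaT, against 259 expected, and 40 downregulated in TIGK and upregulated in HaCaT, against 406 expected. Across the 12 fits that each left out a library, the number downregulated in both lay between 1069 and 1389.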

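A gene past the limit in a single cell type need not respond differently in the cell types, so the difference of the H2O2 responses, TIGK minus HaCaT, was tested in the same fit. It passed the limit for 881 genes, 385 of them with the higher value in TIGK and 496 with the lower (edgeR adjusted p under 0.01). The fitted changes of 472 of these genes had opposite signs in the cell types, and those of 409 the same sign. Of the 1354 genes past the limit in TIGK alone, 240 differed by this test, and of the 3168 past it in HaCaT alone, 373 did. With DESeq2, 1403 genes differed, 685 of them with the higher value in TIGK and 718 with the lower. Without a filter on low counts the balance was reversed, with 769 higher and 519 lower, so it depends on the fit. Without TIGK H2O2 replicate 2 or 3, 537 and 572 genes differed, and without HaCaT control replicate 1 or 2, 560 and 575.
CTGF went from 322 ± 34 to 738 ± 15.5 normalized counts in HaCaT (SD, n = 3), and its difference of log2 fold changes was 3.73 (standard error 0.109, edgeR adjusted p = 7.11e-14). GADD45G (ENSG00000130222, on chromosome 9 from 89605013 to 89606555) had a difference of -3.88 (standard error 0.492, edgeR adjusted p = 4.08e-05). It went from 10.3 ± 5.57 to 252 ± 94.9 normalized counts in HaCaT and from 51.7 ± 12.7 to 87.6 ± 17.9 in TIGK (SD, n = 3). RASD1 had a difference of -3.87 (standard error 0.429) and ARC of -3.31 (standard error 0.403). ZNF439 had 7.87 ± 0.982 normalized counts in untreated HaCaT and 0 counts in all treated HaCaT libraries, a level at least 2.25-fold lower, against 136 ± 8.81 and 135 ± 7.09 in TIGK (SD, n = 3). LUCAT1 had a difference of 3.29 (standard error 0.646, edgeR adjusted p = 0.00253), with the limit on strand given above.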

TIGK and HaCaT showed cell type-specific differential expression patterns for many genes before and after H_2_O_2_ treatment (Figure 3D). Upregulated genes in TIGK were enriched in GO terms related to transcriptional regulation, stress response, and cell cycle regulation, whereas upregulated genes in HaCaT were associated with terms such as steroid biosynthetic process, cellular response to stress, and signaling by the Rho GTPase-mediated pathway (Supplementary Figures S2 and S3). Both HaCaT and TIGK exhibited marked transcriptomic differences under baseline and oxidative stress conditions, with H_2_O_2_-induced changes showing pronounced cell–type–specific expression patterns, which may be closely related to their distinct tolerance to oxidative injury.

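For steroid biosynthesis, a list of 20 genes of cholesterol synthesis was tested. The list was written by hand from general knowledge and is not the enrichment term of the paper. In untreated cells 17 of these genes had a higher fitted level in HaCaT than in TIGK, with a median log2 fold change of 0.84 (limma's camera test with a preset correlation between genes, adjusted p = 8.52e-05 over 12 set tests). After H2O2 the median was 0.98, with 17 genes above 0 (limma's camera test, adjusted p = 1.06e-05). HMGCS1 (ENSG00000112972) had the largest value in untreated cells, 2.37 (standard error 0.0588, edgeR adjusted p = 4.8e-17), and PMVK the lowest, -1.09 (standard error 0.088, edgeR adjusted p = 1.77e-09). In limma's fry test both results of the list held (adjusted p = 1.72e-08 and 8.57e-09), and with a correlation estimated from the libraries neither passed (adjusted p = 0.138 and 0.117). Over 18 alternatives the adjusted p ran from 1.72e-08 to 0.138 before and from 2.19e-09 to 0.117 after H2O2. The camera results (limma) of the PO list and of the mitochondrially encoded genes likewise held under fry and not with the estimated correlation.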

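In untreated cells 4838 genes were higher in HaCaT and 5113 higher in TIGK (edgeR adjusted p under 0.01), and after H2O2 5011 and 4954. Past a log2 fold change of 1 there were 1873 and 2620 genes in untreated cells, and 1913 and 2570 after H2O2. The median absolute log2 fold change of the genes past the limit was 0.89 in untreated cells and 0.891 after H2O2, larger than for the responses to H2O2. From the transcriptomes at baseline and after H2O2, the paper states that the responses are specific to the cell type, and proposes that this may be related to the different tolerance of the cells to oxidative injury.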

### 3.4. TIGK and HaCaT Exhibit Distinct Expression Profiles of Antioxidant Genes

Antioxidant genes (AOs) play a crucial role in maintaining cellular redox homeostasis and defending against oxidative stress. We compared the AO expression profiles of TIGK and HaCaT under baseline conditions (control) and following H_2_O_2_ treatment. Under baseline conditions, TIGK exhibited higher expression of multiple AOs, such as *LPO*, *GPX7*, and *SOD1*, whereas HaCaT showed higher levels of other AOs, such as *GLRX3*, *GPX2*, and *CAT* (Figure 4A). 

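The AO list of Table S1 holds 66 symbols, of which 58 are in the count table and 45 passed the filter on low counts. In untreated cells 16 AOs were higher in TIGK and 14 higher in HaCaT (edgeR adjusted p under 0.01), and adjusted over the list alone the counts were 16 and 14. The median log2 fold change of HaCaT over TIGK was -0.17, a value that does not move when LPO is set at its bound. As a set the AOs did not pass in limma's camera test (adjusted p = 0.733, 25 of 45 genes higher in TIGK), while in limma's fry test they did (adjusted p = 0.0151). Without a filter on low counts the direction of the set was reversed, with a camera adjusted p of 0.981, and over 18 alternatives the adjusted p ran from 0.0151 to 0.981.
LPO (ENSG00000167419, on chromosome 17 from 58218548 to 58268518 of GRCh38) had 59.6 ± 6.85 normalized counts in untreated TIGK (SD, n = 3) and 0 counts in every HaCaT library. It was at least 18-fold higher in TIGK, with 3 counts taken as the upper limit of a count of 0. LPO overlaps MKS1 on the opposite strand, so its reads are uncertain. GPX7 (ENSG00000116157, on chromosome 1 from 52602372 to 52609051) had 144 ± 32.7 normalized counts in TIGK and 1.47 ± 2.55 in HaCaT (SD, n = 3), where no library held more than 4 reads. SOD1 (ENSG00000142168, on chromosome 21 from 31659622 to 31668931) had 4732 ± 667 normalized counts in TIGK and 3438 ± 228 in HaCaT (SD, n = 3), a log2 fold change of HaCaT over TIGK of -0.46 (standard error 0.0984, edgeR adjusted p = 0.000381). GPX2 (ENSG00000176153) was higher in HaCaT, with 1345 ± 169.9 normalized counts against 50.8 ± 18.5 and a log2 fold change of 4.72 (standard error 0.193, edgeR adjusted p = 6.55e-14). It overlaps CHURC1 on the opposite strand. CAT (ENSG00000121691) had 1474 ± 129 normalized counts in HaCaT and 927 ± 20.8 in TIGK, with a log2 fold change of 0.67 (standard error 0.0769, edgeR adjusted p = 2.51e-07). GLRX3 (ENSG00000108010) had 6661 ± 278 and 5683 ± 539, and its log2 fold change of 0.23 did not pass the limit (standard error 0.0783, edgeR adjusted p = 0.0145). It passed with DESeq2 on the groups compared alone (adjusted p = 0.00392), with edgeR on the groups compared alone (adjusted p = 0.00822) and without a filter on low counts (adjusted p = 0.000134), and without HaCaT H2O2 replicate 1 or 3 (edgeR adjusted p = 0.00447 and 0.00241, with a range from 0.000134 to 0.0913 over 20 alternatives).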

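After H2O2, 16 AOs were higher in HaCaT and 11 higher in TIGK, and adjusted over the list alone 16 and 11. The AOs higher in TIGK were CCS, GCLC, GPX7, GSTA4, GSTM3, LPO, MT1X, PDIA6, PRDX2, SOD2 and TXNRD1. MT1E, MT1F, SOD1, TXN2, TXNDC5 and TXNL4B were higher in untreated TIGK and did not pass the limit after H2O2, and MT1X passed it only after H2O2. GLRX3 passed only after H2O2, with a log2 fold change of HaCaT over TIGK of 0.31 (standard error 0.0781, edgeR adjusted p = 0.00151), and did not pass without TIGK H2O2 replicate 2 or 3 (edgeR adjusted p = 0.0167 and 0.0355, with a range from 1.87e-05 to 0.0355 over 20 alternatives). TXNDC9 too passed only after H2O2, with 0.25 (standard error 0.0794, edgeR adjusted p = 0.00993). It did not pass under any alternative that kept all libraries, or without HaCaT H2O2 replicate 1 or 3, HaCaT control replicate 1, 2 or 3, TIGK H2O2 replicate 1, 2 or 3 or TIGK control replicate 1 or 2 (edgeR adjusted p = 0.0513, 0.0634, 0.0134, 0.0131, 0.0129, 0.0438, 0.0228, 0.103, 0.0123 and 0.0365, with a range from 0.00647 to 0.103 over 20 alternatives). The median log2 fold change of the list was 0.16, with 26 of the AOs above 0.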

Following H_2_O_2_ treatment, the two cell types continued to display distinct AO expression patterns (Figure 4B). Further comparison of changes in the two cell types after H_2_O_2_ treatment relative to their respective baselines (Figure 4C,D) revealed that all AOs upregulated in TIGK overlapped with those in HaCaT, yet HaCaT expressed another 9 unique AOs (Figure 4E). 

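Upregulated AOs numbered 6 in TIGK, namely GSR, PRDX2, PRDX3, PRDX5, TXN2 and TXNIP, and 24 in HaCaT (edgeR adjusted p under 0.01). Adjusted over the list alone, the counts were 6 and 24. All AOs upregulated in TIGK were upregulated in HaCaT, against 3.2 expected (Fisher's exact test, two-sided, p = 0.0232). Those past the limit in HaCaT alone were CAT, CCS, GLRX3, GLRX5, GPX1, GPX4, PDIA6, PRDX1, PRDX4, PRDX6, SOD1, TXN, TXNDC12, TXNDC17, TXNDC9, TXNL1, TXNL4A and TXNRD2. The log2 fold changes in HaCaT ran from 0.24 for PDIA6 to 0.74 for TXNDC12.
The difference of the responses passed the limit for 0 of the 45 AOs, also when adjusted over the list alone. At an unadjusted p under 0.05, 14 AOs had the lower response in TIGK and 2 the higher. The median log2 fold change of the list was 0.20 in TIGK and 0.34 in HaCaT, and 34 of the AOs rose in TIGK and 34 in HaCaT. The count in TIGK, and with it the count in both cell types, was 13 with DESeq2 on the groups compared alone and 16 without a filter on low counts. Without HaCaT H2O2 replicate 1 the count in TIGK was 12, and without HaCaT H2O2 replicate 3 it was 11. These libraries are not part of the comparison and enter it only through the normalization and the shared estimate of the spread, since the same genes were tested in each fit. Without HaCaT H2O2 replicate 1, 12 AOs were upregulated in both. Without TIGK H2O2 replicate 1, 4 were upregulated in TIGK.
Some of these calls changed with the fit or when a library was left out. In TIGK, PRDX2 did not pass without HaCaT control replicate 2, TIGK H2O2 replicate 2 or 3 or TIGK control replicate 1, 2 or 3 (edgeR adjusted p = 0.0114, 0.0243, 0.0237, 0.0118, 0.0155 and 0.0282, with a range from 0.000259 to 0.0282 over 20 alternatives). TXN2 did not pass there without TIGK H2O2 replicate 1 (edgeR adjusted p = 0.0155, with a range from 0.000102 to 0.0155 over 20 alternatives). In HaCaT, GLRX3 did not pass with edgeR on the groups compared alone (adjusted p = 0.0163), or without HaCaT H2O2 replicate 2 or 3, HaCaT control replicate 2 or 3, TIGK H2O2 replicate 2 or 3 or TIGK control replicate 2 (edgeR adjusted p = 0.0188, 0.0225, 0.0108, 0.0245, 0.0175, 0.0154 and 0.0139, with a range from 7.22e-05 to 0.0245 over 20 alternatives). CCS did not pass with DESeq2 on the groups compared alone (adjusted p = 0.0228) or with edgeR on the groups compared alone (adjusted p = 0.0237), or without HaCaT H2O2 replicate 2, HaCaT control replicate 1 or 3, TIGK H2O2 replicate 2 or 3 or TIGK control replicate 2 (edgeR adjusted p = 0.0406, 0.0196, 0.027, 0.0118, 0.0143 and 0.0138, with a range from 0.00201 to 0.0406 over 20 alternatives). PDIA6 did not pass with edgeR on the groups compared alone (adjusted p = 0.011, with a range from 8.24e-07 to 0.011 over 20 alternatives). In the other direction, SOD1 passed in TIGK with DESeq2 on the groups compared alone (adjusted p = 0.00971) and without a filter on low counts (adjusted p = 0.000153, with a range from 0.000153 to 0.274 over 20 alternatives). GLRX3 passed in TIGK with DESeq2 on the groups compared alone (adjusted p = 0.00805) and without a filter on low counts (adjusted p = 0.000584), and without HaCaT H2O2 replicate 3 (edgeR adjusted p = 0.00802, with a range from 0.000584 to 0.194 over 20 alternatives). PRDX6 passed in TIGK with DESeq2 on the groups compared alone (adjusted p = 0.00564) and without a filter on low counts (adjusted p = 0.00118), and without HaCaT H2O2 replicate 1 or 3 (edgeR adjusted p = 0.00736 and 0.00598, with a range from 0.00118 to 0.16 over 20 alternatives).

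**Figure D1:**
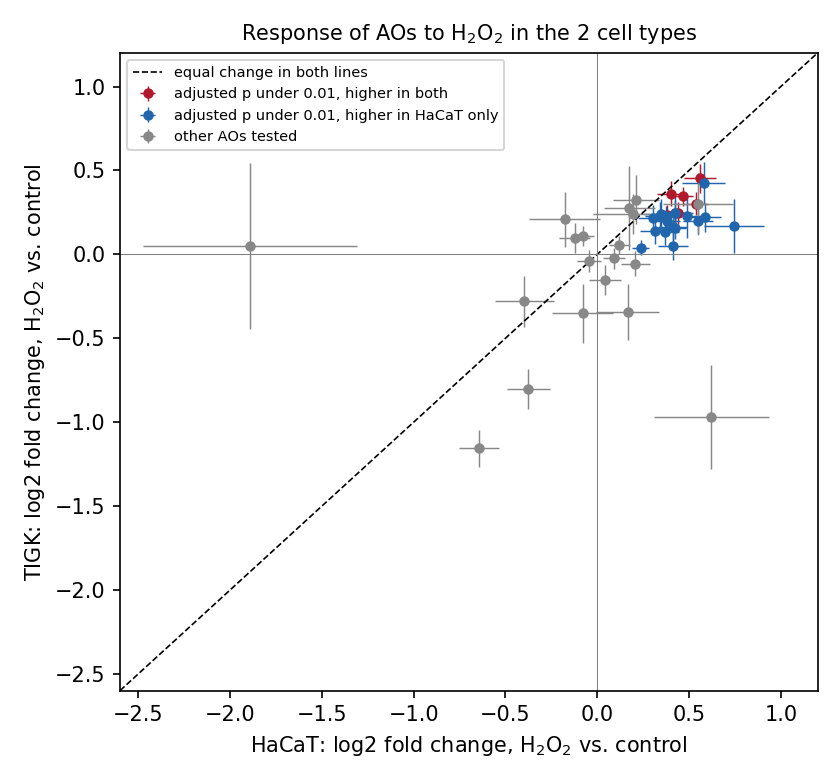
Log2 fold change after H2O2 of 43 AOs in HaCaT (horizontal axis) and TIGK (vertical axis), with standard errors as bars and colours for the AOs upregulated in both cell types, in HaCaT only, or neither. LPO (0 counts in HaCaT) and GPX7 (standard error above 1 in HaCaT) are left out, and 34 of the AOs drawn lie below the dashed line of equal change.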

Enrichment analysis revealed that most of the AOs upregulated in HaCaT were associated with ROS response and protein repair, while the AOs upregulated in TIGK, apart from cellular response to stress, were more skewed toward metal ion metabolism (Supplementary Figures S4 and S5). In the downregulated AO set, TIGK shared 2 genes with HaCaT (Figure 4F). 

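Downregulated AOs numbered 2 in TIGK, MT1E and MT2A, and 1 in HaCaT, MT1E. Adjusted over the list alone, 2 were downregulated in TIGK and 3 in HaCaT. MT1E and MT2A are metallothioneins, a family of similar metal-binding proteins whose reads the counting could have split between genes, so their values are uncertain. MT1E (ENSG00000169715, on chromosome 16 from 56625475 to 56627112) went from 8561 ± 1027 to 3843 ± 165 normalized counts in TIGK (SD, n = 3), a log2 fold change of -1.16 (standard error 0.11, edgeR adjusted p = 2.03e-07). In HaCaT it went from 6497 ± 387 to 4161 ± 897 (SD, n = 3), a log2 fold change of -0.64 (standard error 0.109, edgeR adjusted p = 0.000113). MT2A (ENSG00000125148) fell by 0.80 on the log2 scale in TIGK (standard error 0.119, edgeR adjusted p = 3.76e-05). Its log2 fold change of -0.37 in HaCaT did not pass the limit (standard error 0.118, edgeR adjusted p = 0.0142), and it passed without a filter on low counts (adjusted p = 1.61e-11) and without HaCaT H2O2 replicate 2 or 3 (edgeR adjusted p = 0.00574 and 0.00483, with a range from 1.61e-11 to 0.0578 over 20 alternatives). Without HaCaT H2O2 replicate 2, 4 AOs were downregulated in HaCaT, and without HaCaT H2O2 replicate 3, 2. In either case 2 were downregulated in both cell types.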

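PRDX2 (ENSG00000167815, on chromosome 19 from 12796820 to 12801859) had 4388 ± 124 normalized counts in untreated TIGK and 2601 ± 103 in untreated HaCaT (SD, n = 3), a log2 fold change of HaCaT over TIGK of -0.75 (standard error 0.0674, edgeR adjusted p = 7.71e-09). In HaCaT it rose by 0.44 on the log2 scale after H2O2 (standard error 0.0675, edgeR adjusted p = 3.95e-05). It overlaps HOOK2 on the same strand, so part of its reads is uncertain. SOD1 rose in HaCaT by 0.42 (standard error 0.0985, edgeR adjusted p = 0.00177), a change that did not pass the limit without HaCaT control replicate 3 (edgeR adjusted p = 0.0139, with a range from 1.66e-08 to 0.0139 over 20 alternatives). TXN2 (ENSG00000100348) had a log2 fold change of HaCaT over TIGK of -0.24 in untreated cells (standard error 0.0684, edgeR adjusted p = 0.00462) and rose in HaCaT by 0.54 (standard error 0.0683, edgeR adjusted p = 5.44e-06). Its difference in untreated cells did not pass without a filter on low counts (adjusted p = 0.0176), or without HaCaT H2O2 replicate 2, HaCaT control replicate 2 or 3, TIGK H2O2 replicate 2 or 3 or TIGK control replicate 1 or 2 (edgeR adjusted p = 0.0116, 0.0216, 0.0171, 0.0122, 0.0129, 0.0117 and 0.0383, with a range from 0.000298 to 0.0383 over 20 alternatives). PRDX6 (ENSG00000117592) rose in HaCaT by 0.38 (standard error 0.0692, edgeR adjusted p = 0.000208), and its log2 fold change of -0.20 between the untreated cell types did not pass the limit (standard error 0.0692, edgeR adjusted p = 0.0142). It passed with DESeq2 on all libraries (adjusted p = 0.0066), with DESeq2 on the groups compared alone (adjusted p = 0.000727), with edgeR on the groups compared alone (adjusted p = 0.00403), in edgeR with DESeq2's size factors (adjusted p = 0.00992) and in edgeR with scaling by library size only (adjusted p = 0.000802), and without HaCaT H2O2 replicate 3 or TIGK control replicate 3 (edgeR adjusted p = 0.00238 and 0.00213, with a range from 0.000727 to 0.106 over 20 alternatives).
In all, 5 of the 24 AOs upregulated in HaCaT were higher in untreated TIGK, namely CCS, PDIA6, PRDX2, SOD1 and TXN2, which is 20.8%. Among the AOs tested, 8.53 would be expected by chance (Fisher's exact test, two-sided, p = 0.0345, odds ratio 0.248). The untreated HaCaT libraries enter both comparisons, so noise in them can link the results. Across the AOs, the log2 fold change of TIGK over HaCaT in untreated cells and the response of HaCaT had a Pearson r of -0.426. In 20 simulations of unchanged groups against these libraries, r had a mean of 0.519 and ran from -0.226 to 0.962. Without HaCaT control replicate 3, 2 AOs were in both lists, and without HaCaT H2O2 replicate 2, TIGK H2O2 replicate 2 or 3, or TIGK control replicate 2, 3 were in each case.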

Notably, 4 of the 18 AOs upregulated in HaCaT after H_2_O_2_ exposure (*SOD1*, *PRDX2*, *PRDX6*, and *TXN2*) were already highly expressed in TIGK at baseline relative to HaCaT, representing 22.2% of the HaCaT upregulated genes (Figure 4G, Supplementary Table S3). In summary, TIGK and HaCaT display pronounced differences in AO expression both at baseline and following H_2_O_2_ treatment, and some AOs with high baseline expression in TIGK may play a key protective role in oxidative stress.

### 3.5. TIGK and HaCaT Exhibit Distinct Expression Profiles of Pro-Oxidant Genes

Pro-oxidant genes (POs) play important roles in regulating intracellular redox balance, generating ROS, and mediating signal transduction. We compared the expression profiles of POs in TIGK and HaCaT under both baseline and H_2_O_2_-treated conditions. At baseline, compared with HaCaT, TIGK had fewer upregulated POs, whereas HaCaT showed higher expressions of more POs, such as *DUOX2*, *NOS1*, and *MAOA* than TIGK (Figure 5A). 

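The PO list of Table S2 gives 88 symbols, of which 76 are in the count table and 56 passed the filter on low counts. In untreated cells 31 POs were higher in HaCaT and 10 higher in TIGK (edgeR adjusted p under 0.01), and adjusted over the list alone 32 and 12. The median log2 fold change of HaCaT over TIGK was 0.31, which does not move when POs with no more than 3 counts in every library of a group are set at their bounds. As a set the POs were lower in TIGK (limma's camera test, adjusted p = 0.0153, 37 of 56 genes higher in HaCaT). Without the mitochondrially encoded genes, 19 POs were higher in HaCaT.
NOS1 (ENSG00000089250, on chromosome 12 from 117208142 to 117452170) had 5953 ± 197 normalized counts in untreated HaCaT and 42.7 ± 8.87 in untreated TIGK (SD, n = 3), a log2 fold change of 7.12 (standard error 0.161, edgeR adjusted p = 1.48e-17). DUOX2 (ENSG00000140279, on chromosome 15 from 45092650 to 45114344) had 278 ± 60.7 in HaCaT and 56.4 ± 5.88 in TIGK, a log2 fold change of 2.30 (standard error 0.206, edgeR adjusted p = 7.85e-09). MAOA (ENSG00000189221, on chromosome X from 43654907 to 43746824) had 4334 ± 239.5 and 2195 ± 112, a log2 fold change of 0.98 (standard error 0.0661, edgeR adjusted p = 1.24e-10). Among the POs higher in TIGK, NOS2 had 153 ± 16.6 normalized counts in untreated TIGK and 0 counts in HaCaT, a level at least 46.3-fold higher.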

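After H2O2, 32 POs were higher in HaCaT and 10 higher in TIGK, and adjusted over the list alone 32 and 10. The median log2 fold change of HaCaT over TIGK was 0.39, with 41 of the POs above 0. NOS1 had 2626 ± 389 normalized counts in treated HaCaT and 32 ± 13.2 in treated TIGK (SD, n = 3), a log2 fold change of 6.32 (standard error 0.167, edgeR adjusted p = 1.26e-16). GFER (ENSG00000127554) was higher in TIGK before H2O2, with a log2 fold change of HaCaT over TIGK of -0.36 (standard error 0.102, edgeR adjusted p = 0.00417), and higher in HaCaT after it, with 0.32 (standard error 0.0999, edgeR adjusted p = 0.00901). Its value before H2O2 did not pass without a filter on low counts (adjusted p = 0.0147), or without HaCaT control replicate 1 or 2 or TIGK control replicate 1 or 2 (edgeR adjusted p = 0.015, 0.0144, 0.0263 and 0.0125, with a range from 0.000667 to 0.0263 over 20 alternatives). The value after H2O2 did not pass under any alternative that kept all libraries, or without HaCaT H2O2 replicate 2 or 3, HaCaT control replicate 1, 2 or 3, TIGK H2O2 replicate 2 or 3 or TIGK control replicate 2 (edgeR adjusted p = 0.102, 0.0245, 0.0113, 0.0115, 0.011, 0.0774, 0.0847 and 0.0289, with a range from 0.00617 to 0.102 over 20 alternatives).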

Following H_2_O_2_ treatment, TIGK still exhibited fewer POs (Figure 5B). Moreover, the upregulated genes in TIGK were more enriched in PPAR signaling and peroxisomal functions, whereas the upregulated POs in HaCaT were primarily associated with energy metabolism and ROS generation (Supplementary Figures S6 and S7). Comparison of the post-H_2_O_2_ profiles relative to their respective baselines (Figure 5C,D) revealed that the 2 upregulated POs in TIGK were shared with HaCaT (*ETFA*, *CYCS*), and HaCaT exhibited another 3 specific AOs (*GFER*, *UQCRC1*, *ATF5F1A*) (Figure 5E). 

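Upregulated POs numbered 7 in TIGK and 13 in HaCaT, and adjusted over the list alone 8 and 13. The 6 POs upregulated in both were COX10, CYCS, ETFA, PDHB, SDHB and SDHD, and PDHA1 passed the limit in TIGK alone. PDHA1 did not pass in TIGK with edgeR on the groups compared alone (adjusted p = 0.0114), or without HaCaT control replicate 1, 2 or 3, TIGK H2O2 replicate 1 or 2 or TIGK control replicate 2 or 3 (edgeR adjusted p = 0.0146, 0.0144, 0.013, 0.0463, 0.0142, 0.025 and 0.0421, with a range from 0.00224 to 0.0463 over 20 alternatives), and it passed in HaCaT in edgeR with scaling by library size only (adjusted p = 0.00644, with a range from 0.00644 to 0.129 over 20 alternatives). ETFA (ENSG00000140374, on chromosome 15 from 76215355 to 76311472) rose by 0.41 on the log2 scale in TIGK (standard error 0.0667, edgeR adjusted p = 0.000114) and by 0.39 in HaCaT (standard error 0.0663, edgeR adjusted p = 0.00012). CYCS (ENSG00000172115) rose by 0.33 in TIGK (standard error 0.0739, edgeR adjusted p = 0.00173) and by 0.38 in HaCaT (standard error 0.0736, edgeR adjusted p = 0.000342). Without TIGK control replicate 3, 3 POs were upregulated in TIGK and 2 in both, and CYCS did not pass in TIGK (edgeR adjusted p = 0.012, with a range from 6.78e-09 to 0.012 over 20 alternatives). Without 1 of the HaCaT control libraries, or without TIGK H2O2 replicate 1 or 2, 4 POs were upregulated in TIGK in each case, and without HaCaT control replicate 2, 3 in both.
The POs past the limit in HaCaT alone were ATP5F1A, ATP5F1B, CYBA, CYC1, GFER, UQCRC1 and UQCRC2. GFER went from 391 ± 9.08 to 645 ± 65.1 normalized counts in HaCaT (SD, n = 3), a log2 fold change of 0.72 (standard error 0.101, edgeR adjusted p = 1.63e-05), against 0.05 in TIGK (standard error 0.101). Its difference of responses, TIGK minus HaCaT, was -0.68 (standard error 0.143, edgeR adjusted p = 0.0044), and did not pass without HaCaT H2O2 replicate 2, HaCaT control replicate 1 or 2, TIGK H2O2 replicate 2 or 3 or TIGK control replicate 1 or 2 (edgeR adjusted p = 0.0281, 0.013, 0.0131, 0.0293, 0.0301, 0.0152 and 0.0182, with a range from 0.00038 to 0.0301 over 20 alternatives). UQCRC1 (ENSG00000010256) rose in HaCaT by 0.30 (standard error 0.0607, edgeR adjusted p = 0.000499) and ATP5F1A (ENSG00000152234) by 0.31 (standard error 0.0568, edgeR adjusted p = 0.000255). Their differences of responses, -0.12 and -0.20, did not pass (edgeR adjusted p = 0.418 and 0.11). ATP5F1A overlaps HAUS1 on the opposite strand. UQCRC1 passed the limit in TIGK too with DESeq2 on the groups compared alone (adjusted p = 0.0092), in edgeR with scaling by library size only (adjusted p = 0.00944) and without a filter on low counts (adjusted p = 0.00401), and without HaCaT H2O2 replicate 1 (edgeR adjusted p = 0.00416, with a range from 0.00401 to 0.106 over 20 alternatives). Without HaCaT H2O2 replicate 2, 8 POs were upregulated in HaCaT.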

For downregulated POs, 12 were shared between HaCaT and TIGK (Figure 5F). 

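Downregulated POs numbered 14 in TIGK and 15 in HaCaT, and adjusted over the list alone 14 and 16. The number in both was 10, against 3.75 expected (Fisher's exact test, two-sided, p = 5.5e-05). CYP26B1 (ENSG00000003137) fell by 0.92 on the log2 scale in TIGK (standard error 0.114, edgeR adjusted p = 5.03e-06) and had a log2 fold change of -0.64 in HaCaT (standard error 0.0949, edgeR adjusted p = 2.85e-05). The others in both were the mitochondrially encoded MT-ATP8, MT-CO1, MT-CO2, MT-CO3, MT-CYB, MT-ND1, MT-ND4, MT-ND5 and MT-ND6. CYP1A1, MT-ATP6, MT-ND2 and MT-ND3 passed the limit in TIGK alone. The mitochondrially encoded genes share 1 chromosome and may change together, while Fisher's test counts each as independent. Without them 2 POs were downregulated in TIGK, 6 in HaCaT and 1 in both, and that overlap was not tested.
The mitochondrial chromosome encodes 13 proteins. In TIGK 13 of these genes were downregulated and in HaCaT 10, while 13 had a negative log2 fold change in each cell type, also with DESeq2's size factors or library size alone in place of TMM. The median was -0.90 in TIGK and -0.54 in HaCaT (limma's camera test, adjusted p = 1.87e-14 and 2.14e-08). MT-ND6 (ENSG00000198695), encoded on the other strand from the rest, had a log2 fold change of -3.86 in TIGK (standard error 0.0802, edgeR adjusted p = 3.8e-17) and of -3.07 in HaCaT (standard error 0.0762, edgeR adjusted p = 1.29e-15). Its reads are uncertain without strand information. MT-ND5 (ENSG00000198786) had -3.32 in TIGK (standard error 0.0718, edgeR adjusted p = 6.33e-17) and -1.47 in HaCaT (standard error 0.0667, edgeR adjusted p = 5.65e-12). The smallest fall in TIGK was that of MT-ND2, -0.49 (standard error 0.0629). These genes took 2.9% ± 0.0642 of the counts in untreated TIGK and 1.28% ± 0.0562 in treated TIGK (SD, n = 3; exact permutation test, two-sided, p = 0.1). In HaCaT they took 4.74% ± 0.0566 and 3% ± 0.119 (SD, n = 3; exact permutation test, two-sided, p = 0.1), and 0.1 is the smallest p that 3 libraries against 3 allow. In HaCaT, MT-ATP8 did not pass without HaCaT control replicate 2 (edgeR adjusted p = 0.0114, with a range from 7.37e-06 to 0.0114 over 20 alternatives). MT-ATP6 and MT-ATP8 overlap each other, as do MT-ND4 and MT-ND4L, so the split of reads within these pairs is uncertain.

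**Figure D2:**
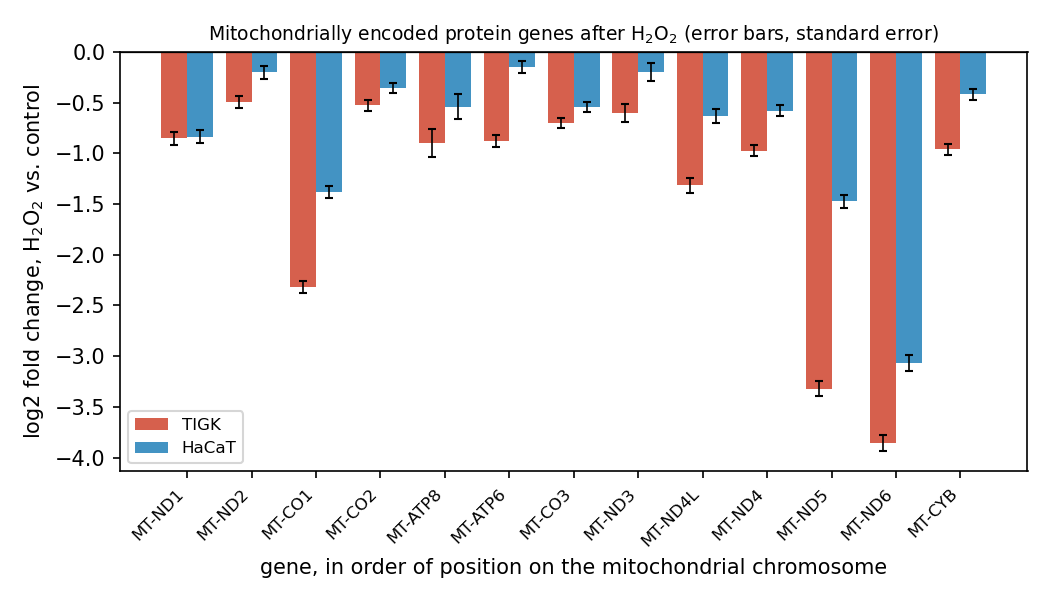
Log2 fold change after H2O2 of the 13 mitochondrially encoded protein genes in TIGK and HaCaT, in order of position on the mitochondrial chromosome, with standard errors as error bars. All bars lie below 0, and those of MT-ND6, whose reads are uncertain without strand information, reach farthest in both cell types.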

Interestingly, all 18 POs downregulated in HaCaT after H_2_O_2_ treatment were already expressed at lower levels in TIGK under baseline conditions (Figure 5G, Supplementary Table S4). Together, these results indicate that HaCaT and TIGK exhibit marked differences in PO expression both at baseline and after oxidative challenge, and that the inherently lower baseline expression of certain POs in TIGK may help maintain reduced ROS production under oxidative stress.

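All 15 POs downregulated in HaCaT after H2O2 were among the 31 POs higher in untreated HaCaT than in untreated TIGK, against 8.3 expected (Fisher's exact test, two-sided, p = 2.72e-05). Besides mitochondrially encoded genes they included CYP26B1, DUOX1, DUOX2, MAOA and NOS1. NOS1 had a log2 fold change of -1.18 in HaCaT (standard error 0.105, edgeR adjusted p = 7.33e-08) and MAOA of -0.31 (standard error 0.065, edgeR adjusted p = 0.00079). DUOX2 had -0.65 (standard error 0.186, edgeR adjusted p = 0.00815). It did not pass in edgeR with scaling by library size only (adjusted p = 0.0101), or without HaCaT H2O2 replicate 2 or 3 or HaCaT control replicate 1 or 3 (edgeR adjusted p = 0.0248, 0.033, 0.0491 and 0.043, with a range from 0.00165 to 0.0491 over 20 alternatives). DUOX1 had -0.31 (standard error 0.0792, edgeR adjusted p = 0.00359) and did not pass without HaCaT H2O2 replicate 3 or HaCaT control replicate 1 or 3 (edgeR adjusted p = 0.0167, 0.0185 and 0.0105, with a range from 9.18e-05 to 0.0185 over 20 alternatives).
CYP2E1 (ENSG00000130649), with 32.6 ± 6.88 normalized counts in untreated HaCaT (SD, n = 3), had a log2 fold change of -1.74 in HaCaT that did not pass the limit (standard error 0.558, edgeR adjusted p = 0.0155). It passed with DESeq2 on all libraries (adjusted p = 0.00943), with DESeq2 on the groups compared alone (adjusted p = 0.003) and with edgeR on the groups compared alone (adjusted p = 0.0055), and without TIGK H2O2 replicate 2 (edgeR adjusted p = 0.0075, with a range from 0.003 to 0.0572 over 20 alternatives). MT-ND2, MT-ND3 and MT-ATP6 did not pass in HaCaT (edgeR adjusted p = 0.0132, 0.077 and 0.053). MT-ND2 passed with DESeq2 on all libraries (adjusted p = 0.00428), with DESeq2 on the groups compared alone (adjusted p = 0.00528), in edgeR with DESeq2's size factors (adjusted p = 0.00975) and without a filter on low counts (adjusted p = 9.23e-05), and without HaCaT H2O2 replicate 1, TIGK H2O2 replicate 2 or 3 or TIGK control replicate 2 (edgeR adjusted p = 0.000324, 0.00785, 0.00551 and 0.00631, with a range from 9.23e-05 to 0.0716 over 20 alternatives). MT-ND3 passed with DESeq2 on the groups compared alone (adjusted p = 0.00831) and without a filter on low counts (adjusted p = 0.000912, with a range from 0.000912 to 0.226 over 20 alternatives), and MT-ATP6 passed with DESeq2 on the groups compared alone (adjusted p = 0.00533) and without a filter on low counts (adjusted p = 0.00472, with a range from 0.00472 to 0.164 over 20 alternatives).
The untreated HaCaT libraries enter both comparisons. Across the POs, the log2 fold change of TIGK over HaCaT in untreated cells and the response of HaCaT had a Pearson r of 0.469. It lay within the range of the simulations of unchanged groups against these libraries, from -0.487 to 0.929 with a mean of 0.425. The highest overlap of the 2 PO lists in these 20 simulations was 0, against 15 here.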

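With the mitochondrially encoded genes set aside, 6 POs were downregulated in HaCaT, and all 6 were higher in untreated HaCaT, against 2.59 expected among the 44 POs left (Fisher's exact test, two-sided, p = 0.00384). The mitochondrially encoded POs were higher in untreated HaCaT too, with a log2 fold change of HaCaT over TIGK from 0.38 for MT-ND1 (standard error 0.0625, edgeR adjusted p = 2.12e-05) to 1.41 for MT-ATP8 (standard error 0.129, edgeR adjusted p = 1.05e-08). From the differences in PO expression at baseline and after H2O2, the paper proposes that the lower baseline of certain POs in TIGK may help keep ROS production low under oxidative stress.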

### 3.6. TIGK and HaCaT Exhibit Distinct Antioxidant and Recovery Abilities Following H_2_O_2_-Induced Oxidative Injury

To validate the antioxidant differences observed in transcriptomic analyses, we functionally assessed the recovery capacity of TIGK and HaCaT after H_2_O_2_-induced oxidative stress. Scratch assays revealed that after 30 min exposure to 5 mM H_2_O_2_, TIGK displayed significantly higher wound closure rates than HaCaT at both 48 h and 72 h (Figure 6A,B), indicating superior migratory repair ability in TIGK. Consistently, MTS proliferation assays demonstrated that TIGK exhibited significantly greater proliferative recovery at 48 h and 72 h compared to HaCaT (Figure 6C), suggesting enhanced cellular viability in TIGK under oxidative challenge. To further probe their intrinsic antioxidant capacities, we measured the protein levels of SOD1, LPO, and GSTM3, as well as TrxR activity. ELISA results showed elevated levels of SOD1, LPO, and GSTM3 in TIGK compared to HaCaT (Figure 6D–F), both at baseline and after H_2_O_2_ treatment, which were consistent with the gene expression analysis findings. Similarly, TIGK exhibited significantly higher TrxR activity than HaCaT (Figure 6G). Together, these results demonstrate that TIGK possesses superior antioxidant defenses and recovery capacity, including enhanced migration, proliferation, and antioxidant enzymatic activity, following oxidative injury.

## 4. Discussion

Both the skin and oral mucosa contain epithelial barriers composed of keratinocytes, yet they exhibit distinct physiological functions and repair capacities: oral mucosal wounds heal faster, display reduced inflammatory responses, and generate markedly less scarring than skin. These features are thought to be closely associated with the unique molecular characteristics and stress response patterns of oral keratinocytes [29,30,31]. Oxidative stress, caused by the excessive accumulation of ROS, leads to cellular injury and is implicated in apoptosis, senescence, inflammation, and tissue repair [3,4,5,32]. It represents a common challenge for skin and oral epithelia upon mechanical injury, inflammation, ultraviolet radiation, or chemical exposure. Previous studies have shown that keratinocytes from both tissues can undergo functional impairment or even cell death under oxidative stress [8,15,33]. However, a systematic comparison of oral and skin keratinocyte responses to oxidative stress is still lacking. Here, we aimed to delineate the differential adaptive mechanisms of these cells under oxidative stress, thereby providing new molecular insights into the distinct healing outcomes of skin and oral tissues. To address this question, we employed H_2_O_2_ to induce oxidative stress. The responses of skin- and oral-derived keratinocytes were compared before and after injury, with transcriptomic profiling integrated to uncover their molecular basis and provide evidence for tissue-specific antioxidant differences. For this purpose, two widely used immortalized keratinocyte lines, HaCaT (skin-derived) and TIGK (oral-derived), were employed, as they have been shown to closely resemble primary keratinocytes in multiple functional aspects and thus represent robust in vitro models for dissecting differential responses between skin and oral keratinocytes [13]. In addition, compared with primary keratinocytes, these cell lines offer advantages of reproducibility, extended lifespan, and reduced inter-individual variability [34,35], and have been extensively applied in studies of skin and oral epithelia in vitro [34,35,36,37].

In this study, we observed that TIGK exhibited significantly higher survival rates than HaCaT under oxidative stress, accompanied by markedly lower intracellular ROS accumulation, stronger recovery capacity, and decreased formation of SGs, which serve as protective structures that help sustain cellular homeostasis under stress [38,39], collectively indicating a greater tolerance of TIGK to oxidative stress injury. This conclusion is consistent with our previous report on temperature-induced stress, in which TIGK also displayed greater thermotolerance following heat exposure compared with HaCaT [35]. We further found that exogenous H_2_O_2_ was degraded shortly (within approximately 3 h) in the presence of cells, consistent with previous reports on H_2_O_2_ dynamics [40]. Nevertheless, differences in survival and apoptosis between the two cell types persisted even after H_2_O_2_ degradation, indicating that oxidative injury may be determined not solely by the presence of exogenous H_2_O_2_ but rather by the intrinsic capacity of cells to scavenge and counteract ROS. Our data suggest that the enhanced tolerance of TIGK to oxidative injury may derive from a more robust endogenous antioxidant defense system.

Our transcriptomic analysis of AOs showed that TIGK and HaCaT displayed distinct AO expression profiles under basal and H_2_O_2_-treated conditions. Even at baseline, TIGK exhibited higher expression of several critical AOs. Notably, among the 18 AOs upregulated in HaCaT after H_2_O_2_ exposure, four genes (*SOD1*, *PRDX2*, *PRDX6*, and *TXN2*) were already highly expressed in TIGK at baseline, all of which play essential roles in maintaining cellular redox homeostasis. *SOD1* is a classical antioxidant enzyme responsible for scavenging superoxide anions [41,42], *PRDX2* and *PRDX6* participate in the elimination of H_2_O_2_ and lipid peroxides [43,44], while *TXN2* regulates mitochondrial redox balance [45]. These findings indicate that part of the antioxidant defense in TIGK was already relatively active before the oxidative challenge. Following H_2_O_2_ exposure, HaCaT upregulated a larger set of AOs than TIGK, suggesting that HaCaT requires broader mobilization of antioxidant responses to cope with oxidative stress. By contrast, the intrinsic advantage of TIGK may enable it to initiate defense mechanisms more rapidly at the early stage of oxidative stress, thereby limiting sustained ROS-induced damage. Comparison of functional enrichment analysis before and after stress revealed that, in addition to the oxidative stress response shared by both cell types, TIGK showed a marked activation of metal ion response pathways. Metal ion homeostasis, particularly of copper, iron, and zinc, is tightly linked to ROS generation and detoxification, and dynamic regulation of these transition metals is considered a key determinant of cellular susceptibility to oxidative damage [46]. The ability of TIGK to mobilize metal ion responses under oxidative stress may therefore provide a molecular basis for its greater tolerance. Furthermore, several antioxidant genes, including *CCS*, *SOD1*, *LPO*, *GSTM3*, *GPX7*, and *TXNRD1*, were consistently higher in TIGK than in HaCaT under basal and stressed conditions, a finding further supported by our antioxidant enzyme assays. These genes represent distinct antioxidant pathways: *CCS* is the copper metallochaperone for *SOD1* and cooperates with *SOD1* in superoxide clearance [42]; *LPO* contributes to hydrogen peroxide utilization and antimicrobial defense [47]; *GSTM3*, *GPX7*, and *TXNRD1* belong to the classical selenium-dependent GPX/TXNRD families that form the core of cellular redox control [41,48]. Together, these multi-pathway and multi-level antioxidant mechanisms enable TIGK to exhibit a more robust antioxidant capacity than HaCaT.

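CCS (ENSG00000173992, on chromosome 11 from 66592821 to 66606019) had 935 ± 45.7 normalized counts in untreated TIGK and 522 ± 48.4 in untreated HaCaT (SD, n = 3), a log2 fold change of HaCaT over TIGK of -0.84 (standard error 0.0908, edgeR adjusted p = 1.08e-07). After H2O2 it was -0.73 (standard error 0.0897, edgeR adjusted p = 6.2e-07). GSTM3 (ENSG00000134202) had -4.81 in untreated cells (standard error 0.161, edgeR adjusted p = 3.27e-15) and -4.86 after H2O2 (standard error 0.161, edgeR adjusted p = 3.28e-15). TXNRD1 (ENSG00000198431) had -1.04 (standard error 0.0618, edgeR adjusted p = 1.93e-11) and -1.23 (standard error 0.0622, edgeR adjusted p = 1.72e-12), and contains the pseudogene RPL18AP3. LPO was at least 16.8-fold and GPX7 at least 51-fold higher in TIGK after H2O2, with 0 counts in the treated HaCaT libraries. SOD1 had a log2 fold change of -0.29 after H2O2, which did not pass the limit (standard error 0.0978, edgeR adjusted p = 0.0144). It passed with DESeq2 on all libraries (adjusted p = 0.00384), with DESeq2 on the groups compared alone (adjusted p = 0.00129), with edgeR on the groups compared alone (adjusted p = 0.00958), in edgeR with DESeq2's size factors (adjusted p = 0.00664), in edgeR with scaling by library size only (adjusted p = 0.00196), without a filter on low counts (adjusted p = 5.52e-06) and with a filter of at least 10 counts in every library of a group compared (adjusted p = 0.00716), and without HaCaT H2O2 replicate 3 or TIGK control replicate 2 or 3 (edgeR adjusted p = 0.000171, 0.00966 and 0.00461, with a range from 5.52e-06 to 0.0432 over 20 alternatives). The paper states that these AOs were higher in TIGK under basal and stressed conditions, and refers to its antioxidant enzyme assays for the same difference.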

TIGK and HaCat also exhibited marked differences in their relative expression of POs. At baseline, HaCaT upregulated more POs, including classical family members such as *DUOX2* and *NOS1*. *DUOX2*, a member of the NADPH oxidase family, directly catalyzes superoxide production [49], while *NOS* generates nitric oxide that can react to form peroxynitrite, thereby exacerbating oxidative stress [50]. Furthermore, many of the POs downregulated in HaCaT following H_2_O_2_ exposure were already expressed at lower levels in TIGK under basal conditions. This suggests that, compared with HaCaT, TIGK does not rely on extensive suppression of pro-oxidant pathways to cope with exogenous oxidative pressure, but instead benefits from inherently low baseline expression, thereby maintaining a naturally reduced capacity for ROS generation. The pro-oxidant background of HaCaT is more oriented toward rapid ROS generation and mitochondria-related energy metabolism, which may facilitate short-term responses to environmental changes but is also more likely to result in excessive ROS accumulation and cellular damage under sustained stress. In contrast, the pro-oxidant expression profile of TIGK is more consistent with metabolic homeostasis. Although it includes some ROS-generating functions, it predominantly involves peroxisomal pathways that maintain low-level oxidative reactions [51], and its upregulated POs are primarily associated with PPAR signaling, a pathway closely linked to the maintenance of low-level ROS signaling and metabolic adaptation [52,53]. This low pro-oxidant baseline, combined with a metabolism-centered expression pattern, reduces the burden on the antioxidant system and confers a greater advantage to TIGK in withstanding long-term oxidative environments.

By integrating transcriptomic profiling with functional assays, this study uncovered distinct oxidative stress responses between TIGK and HaCaT, although several limitations should be acknowledged. Our analysis primarily focused on mRNA-level changes, whereas oxidative stress responses are also critically regulated at the post-translational level, including phosphorylation, acetylation, and nitration, as well as protein degradation [54]. Although our enrichment analysis indicated biological processes related to “protein repair” and “protein modification”, these findings remain confined to transcriptomic data and cannot fully capture the impact of post-translational modifications in oxidative stress responses. Future integration of proteomics and post-translational modification profiling will be essential to elucidate more comprehensive mechanisms underlying redox regulation in oral versus skin keratinocytes. It is well established that ROS generation and clearance are closely linked to mitochondrial functional status, including respiratory chain electron transport efficiency, membrane potential changes, and mitochondrial dynamics [55]. Thus, integrating transcriptomic data with metabolomics and mitochondrial functional profiling would provide a more comprehensive understanding of redox homeostasis. We also acknowledge that both HaCaT and TIGK used in this study are immortalized keratinocyte lines. However, previous reports have shown that these cell lines demonstrate good fidelity to their primary cell counterparts [13]. For example, Turabelidze et al. showed that primary oral keratinocytes migrate and proliferate faster than skin keratinocytes [12], phenotypes that were recapitulated in our cell lines. Additionally, future studies employing organoid models, three-dimensional co-culture systems, and single-cell sequencing approaches will be necessary to validate these differences in a more physiologically relevant context.

In summary, our study systematically delineates the differential responses of oral and skin keratinocytes to H_2_O_2_-induced oxidative stress. Consistent with the greater adaptability of oral tissues during wound healing and in response to injury, TIGK demonstrated enhanced tolerance and resilience compared with HaCaT, as evidenced by improved survival, reduced ROS accumulation, less SG formation, and superior migratory and proliferative recovery. These differences can be attributed to multiple layers of redox regulation: (1) under both basal and oxidative stress conditions, TIGK maintained higher expression of antioxidant enzymes such as SOD1, LPO, GSTM3, and TrxR, confirming its superior capacity to resist peroxidative damage under oxidative stress; (2) at baseline, TIGK expressed higher levels of key antioxidant genes, including *SOD1*, *TXN2*, *PRDX2*, and *PRDX6*, and further activated metal ion homeostasis pathways upon stress, conferring greater efficiency in ROS clearance and cytoprotection; (3) classical pro-oxidant genes, including NADPH oxidases and NOS, were expressed at lower basal levels in TIGK with a narrower induction range following stress and were more centered on metabolic homeostasis, thereby limiting excessive ROS generation at the source. Through these synergistic mechanisms, oral keratinocytes can more rapidly restore homeostasis and function under oxidative stress than HaCaT. Future work targeting these key pathways may provide promising strategies to enhance antioxidant defense and promote wound repair in skin.

## Figures and Tables

**Figure 1:**
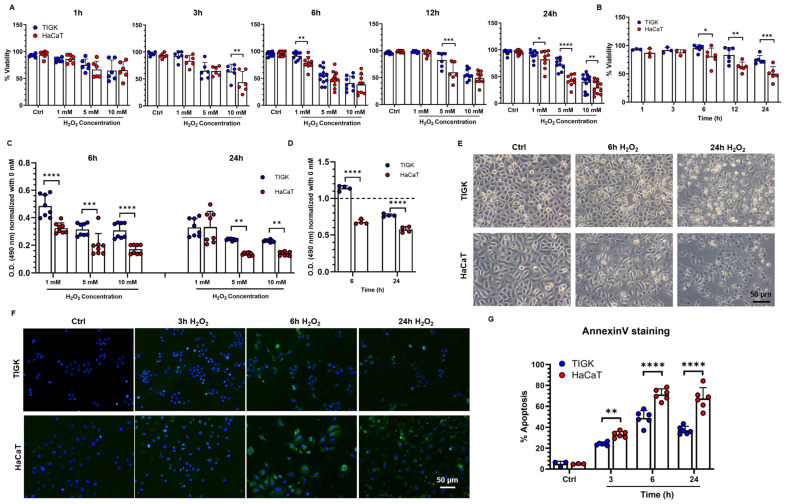
Oral keratinocytes are more tolerant to H_2_O_2_-induced oxidative injury than skin keratinocytes. (**A**) Viability of oral keratinocytes (TIGK) and skin keratinocytes (HaCaT) under different concentrations of H_2_O_2_ and at different time points. The data shown is pooled from 3–4 repeated experiments. (**B**) Antioxidant effect of NAC in TIGK and HaCaT after 5 mM H_2_O_2_ treatment, as assessed by viability assay. (**C**) Cytotoxicity of different H_2_O_2_ concentrations in TIGK and HaCaT, as assessed by MTS assay. The data shown are representative of 3 experiments. (**D**) Antioxidant effect of NAC in TIGK and HaCaT after 5 mM H_2_O_2_ treatment, as assessed by MTS assay. The dotted line indicates the level of the untreated control. (**E**) Representative bright-field images of TIGK and HaCaT treated with 5 mM H_2_O_2_. (**F**) Apoptosis was assessed by Annexin V staining. TIGK and HaCaT were treated with 5 mM H_2_O_2_ for 3, 6, and 24 h. Representative images of Annexin V staining. Blue indicates DAPI nuclear staining, and green indicates Annexin V–positive cells. (**G**) Quantification of apoptosis assessment. The data shown is pooled from 3 experiments. Data are shown as mean ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. Two-way ANOVA followed by the Benjamini, Krieger, and Yekutieli post hoc test was used for (**A**–**D**,**G**).

**Figure 2:**
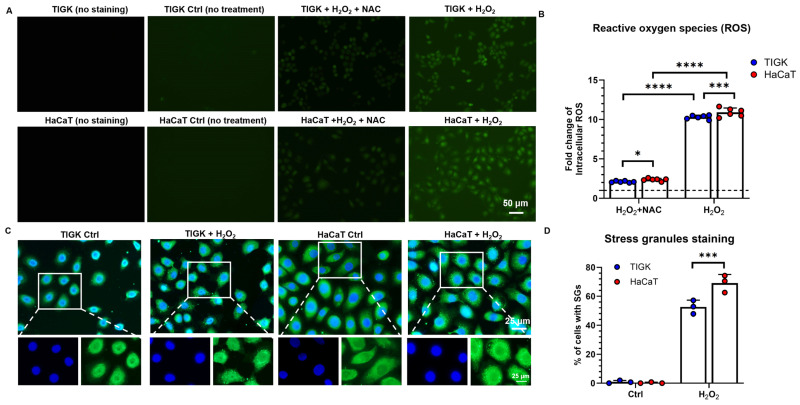
Oral keratinocytes and skin keratinocytes exhibit different oxidative stress responses following H_2_O_2_-induced injury. (**A**) Representative fluorescence images showing ROS levels (green) in TIGK and HaCaT after 5 mM H_2_O_2_ or H_2_O_2_ + NAC treatment for 3 h. (**B**) Quantification of ROS levels normalized to untreated control. The dotted line represents the level of the untreated control. (**C**) Representative fluorescence images showing stress granule (SG) formation in TIGK and HaCaT cells before and after treatment with 500 μM H_2_O_2_ for 2 h. Cells were stained with G3BP1 (green) for SG detection and DAPI (blue) for nuclei counterstaining. (**D**) Quantification of the percentage of cells containing SG in TIGK and HaCaT under control and H_2_O_2_-treated conditions. Data are shown as mean ± SD. * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001. Two-way ANOVA followed by the Benjamini, Krieger, and Yekutieli post hoc test was used for (**B**,**D**).

**Figure 3:**
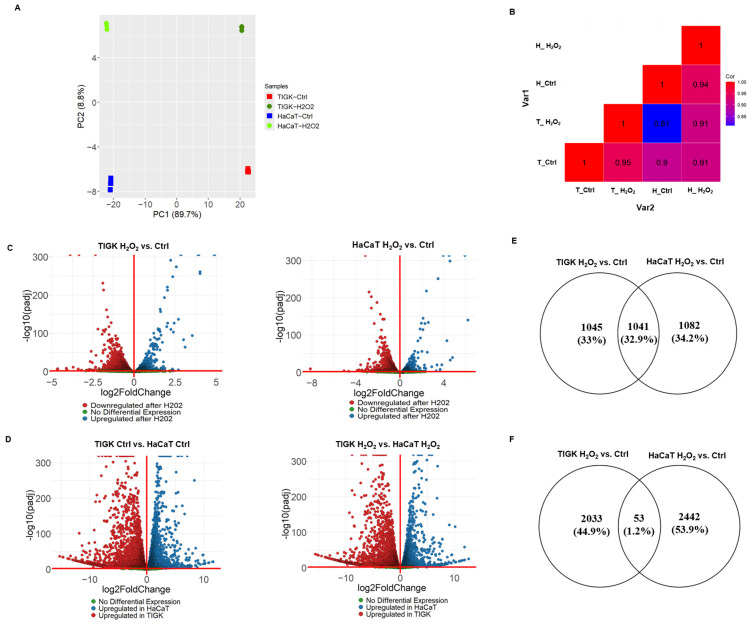
Oral and skin keratinocytes show distinct transcriptional responses to H_2_O_2_-induced oxidative injury. (**A**) PCA of mRNA-sequencing data from TIGK and HaCaT with or without H_2_O_2_ treatment. Each colored point represents an individual sample. The x-axis and y-axis indicate the first and second principal components. (**B**) Heatmap showing Pearson correlation coefficients between experimental (groups TIGK and HaCaT with or without H_2_O_2_). Each square represents the average correlation between gene expression profiles from the indicated groups, highlighting both cell type and treatment-specific transcriptomic differences. (**C**) Volcano plots showing DEGs in HaCaT and TIGK after H_2_O_2_ treatment compared to their respective controls. (**D**) Volcano plots comparing DEGs between HaCaT and TIGK under H_2_O_2_ treatment or control conditions. (**E**) Venn diagram comparing the genes upregulated by H_2_O_2_ in HaCaT and TIGK. (**F**) Venn diagram comparing the genes downregulated by H_2_O_2_ in HaCaT and TIGK.

**Figure 4:**
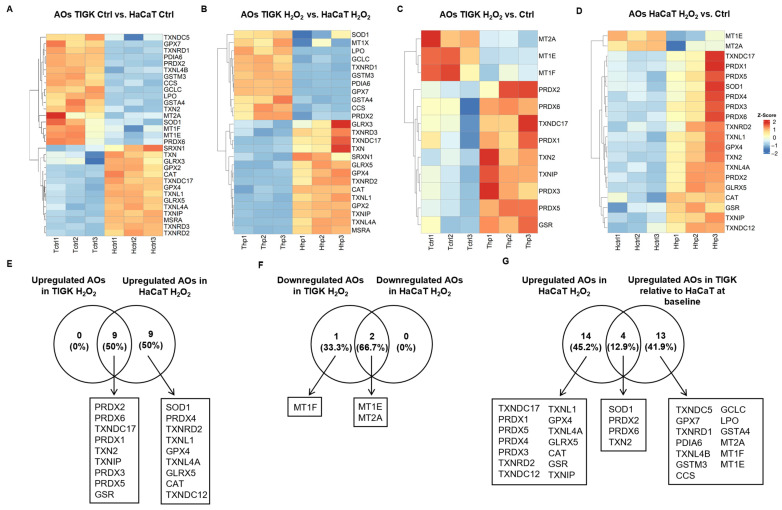
Oral and skin keratinocytes exhibit significant differences in their expression of antioxidant genes (AOs) at baseline and following H_2_O_2_-induced oxidative injury. (**A**–**D**) Heatmaps showing differentially expressed AOs between HaCaT and TIGK under basal conditions, after H_2_O_2_ treatment, and relative to respective controls. Each column represents an individual sample, and each row an AO gene. (**E**–**G**) Venn diagrams comparing the shared numbers of upregulated and downregulated AOs in HaCaT and TIGK after H_2_O_2_ treatment, as well as the shared upregulated AOs in HaCaT and TIGK relative to HaCaT at baseline after H_2_O_2_ treatment.

**Figure 5:**
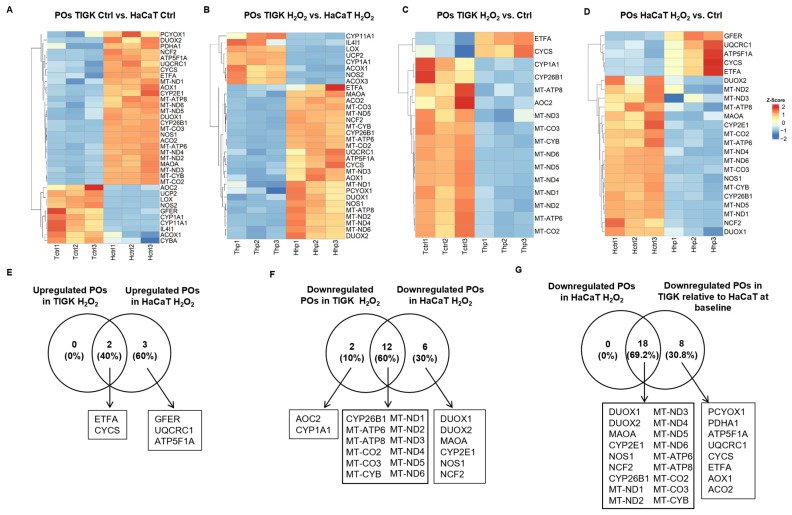
Oral and skin keratinocytes exhibit significant differences in their expression of pro-oxidant genes (POs) at baseline and following H_2_O_2_-induced oxidative injury. (**A**–**D**) Heatmaps showing differentially expressed POs between HaCaT and TIGK under basal conditions, after H_2_O_2_ treatment, and relative to respective controls. Each column represents an individual sample, and each row a PO gene. (**E**–**G**) Venn diagram comparing the shared upregulated and downregulated POs in HaCaT and TIGK after H_2_O_2_ treatment, as well as the shared downregulated POs in HaCaT and TIGK relative to HaCaT at baseline after H_2_O_2_ treatment.

**Figure 6:**
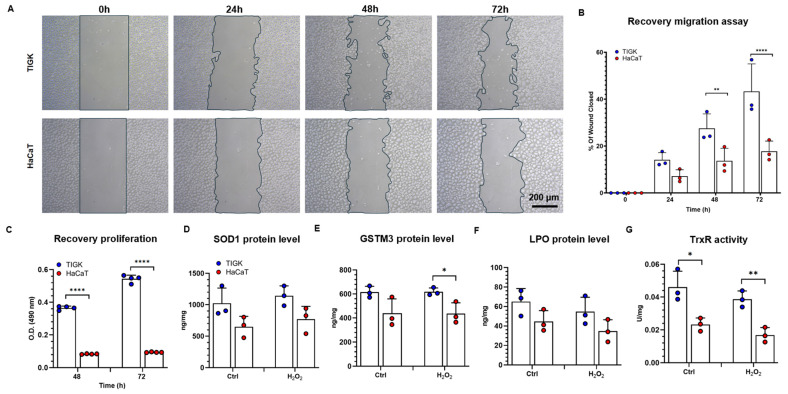
Oral and skin keratinocytes exhibit different antioxidant and recovery abilities following H_2_O_2_-induced oxidative injury. (**A**) The Recovery migration abilities of TIGK and HaCaT were assessed by the scratch assay after 5 mM H_2_O_2_ treatment for 30 min. Representative images of migration are shown. (**B**) Quantification of wound closure. (**C**) Recovery proliferation of TIGK and HaCaT was assessed by MTS assay after 5 mM H_2_O_2_ treatment for 30 min. (**D**–**F**) Protein levels of SOD1, GSTM3, and LPO were measured by ELISA, expressed as ng/mg of total protein. (**G**) TrxR assay is presented as TrxR activity in U/mg. Data are shown as mean ± SD. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001. Two-way ANOVA followed by the Benjamini, Krieger, and Yekutieli post hoc test was used for (**B**,**C**). Two-tailed unpaired *t*-test was used for (**D**–**G**).

## Data Availability

The RNA-seq datasets generated and analyzed during this study are available in the NCBI GEO database under accession number GSE308958. The R code used in this manuscript is available on GitHub: https://github.com/ChenHanMDPhD/TIGK-vs-HaCaT_Oxidative-Stress/blob/main/R%20Code%20for%20Manuscript (accessed on 23 December 2025). Other data are available at: https://doi.org/10.25417/uic.30534911.v1 (accessed on 23 December 2025).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells15020097/s1. Supplementary Figure S1: Oral keratinocytes exhibit strong antioxidant capacity. Supplementary Figure S2: Enrichment analysis of differentially expressed genes (DEGs) upregulated in TIGK or HaCaT at baseline, showing Gene Ontology (GO) terms for biological processes (BP), molecular functions (MF), and cellular components (CC), as well as Reactome pathways. Supplementary Figure S3: Enrichment analysis of DEGs upregulated in TIGK or HaCaT after H_2_O_2_ treatment, showing GO terms for BP, MF, and CC, as well as Reactome pathways. Supplementary Figure S4: Enrichment of antioxidant genes (AOs) differentially up-regulated in TIGK or HaCaT at baseline, showing GO terms for BP, MF, and CC, as well as Reactome pathways. Supplementary Figure S5: Enrichment of AOs differentially up-regulated in TIGK or HaCaT after H_2_O_2_ treatment, showing GO terms for BP, MF, and CC, as well as Reactome pathways. Supplementary Figure S6: Enrichment of pro-oxidant genes (POs) differentially up-regulated in TIGK or HaCaT at baseline, showing GO terms for BP, MF, and CC, as well as Reactome pathways. Supplementary Figure S7: Enrichment of POs differentially up-regulated in TIGK or HaCaT after H_2_O_2_ treatment, showing GO terms for BP, MF, and CC, as well as Reactome pathways. Supplementary Table S1: Antioxidant gene set. Supplementary Table S2: Pro-oxidant gene set. Supplementary Table S3: Shared up AOs in TIGK and H_2_O_2_-treated HaCaT. Supplementary Table S4: Shared down POs in TIGK and H_2_O_2_-treated HaCaT.

# Supplementary material for: Response of Oral and Skin Keratinocytes to Oxidative Stress
**Source:** Cells. 2026 Jan 6;15(2):97. doi: 10.3390/cells15020097
**Supplement:** Supplementary file 1

## Slide 1
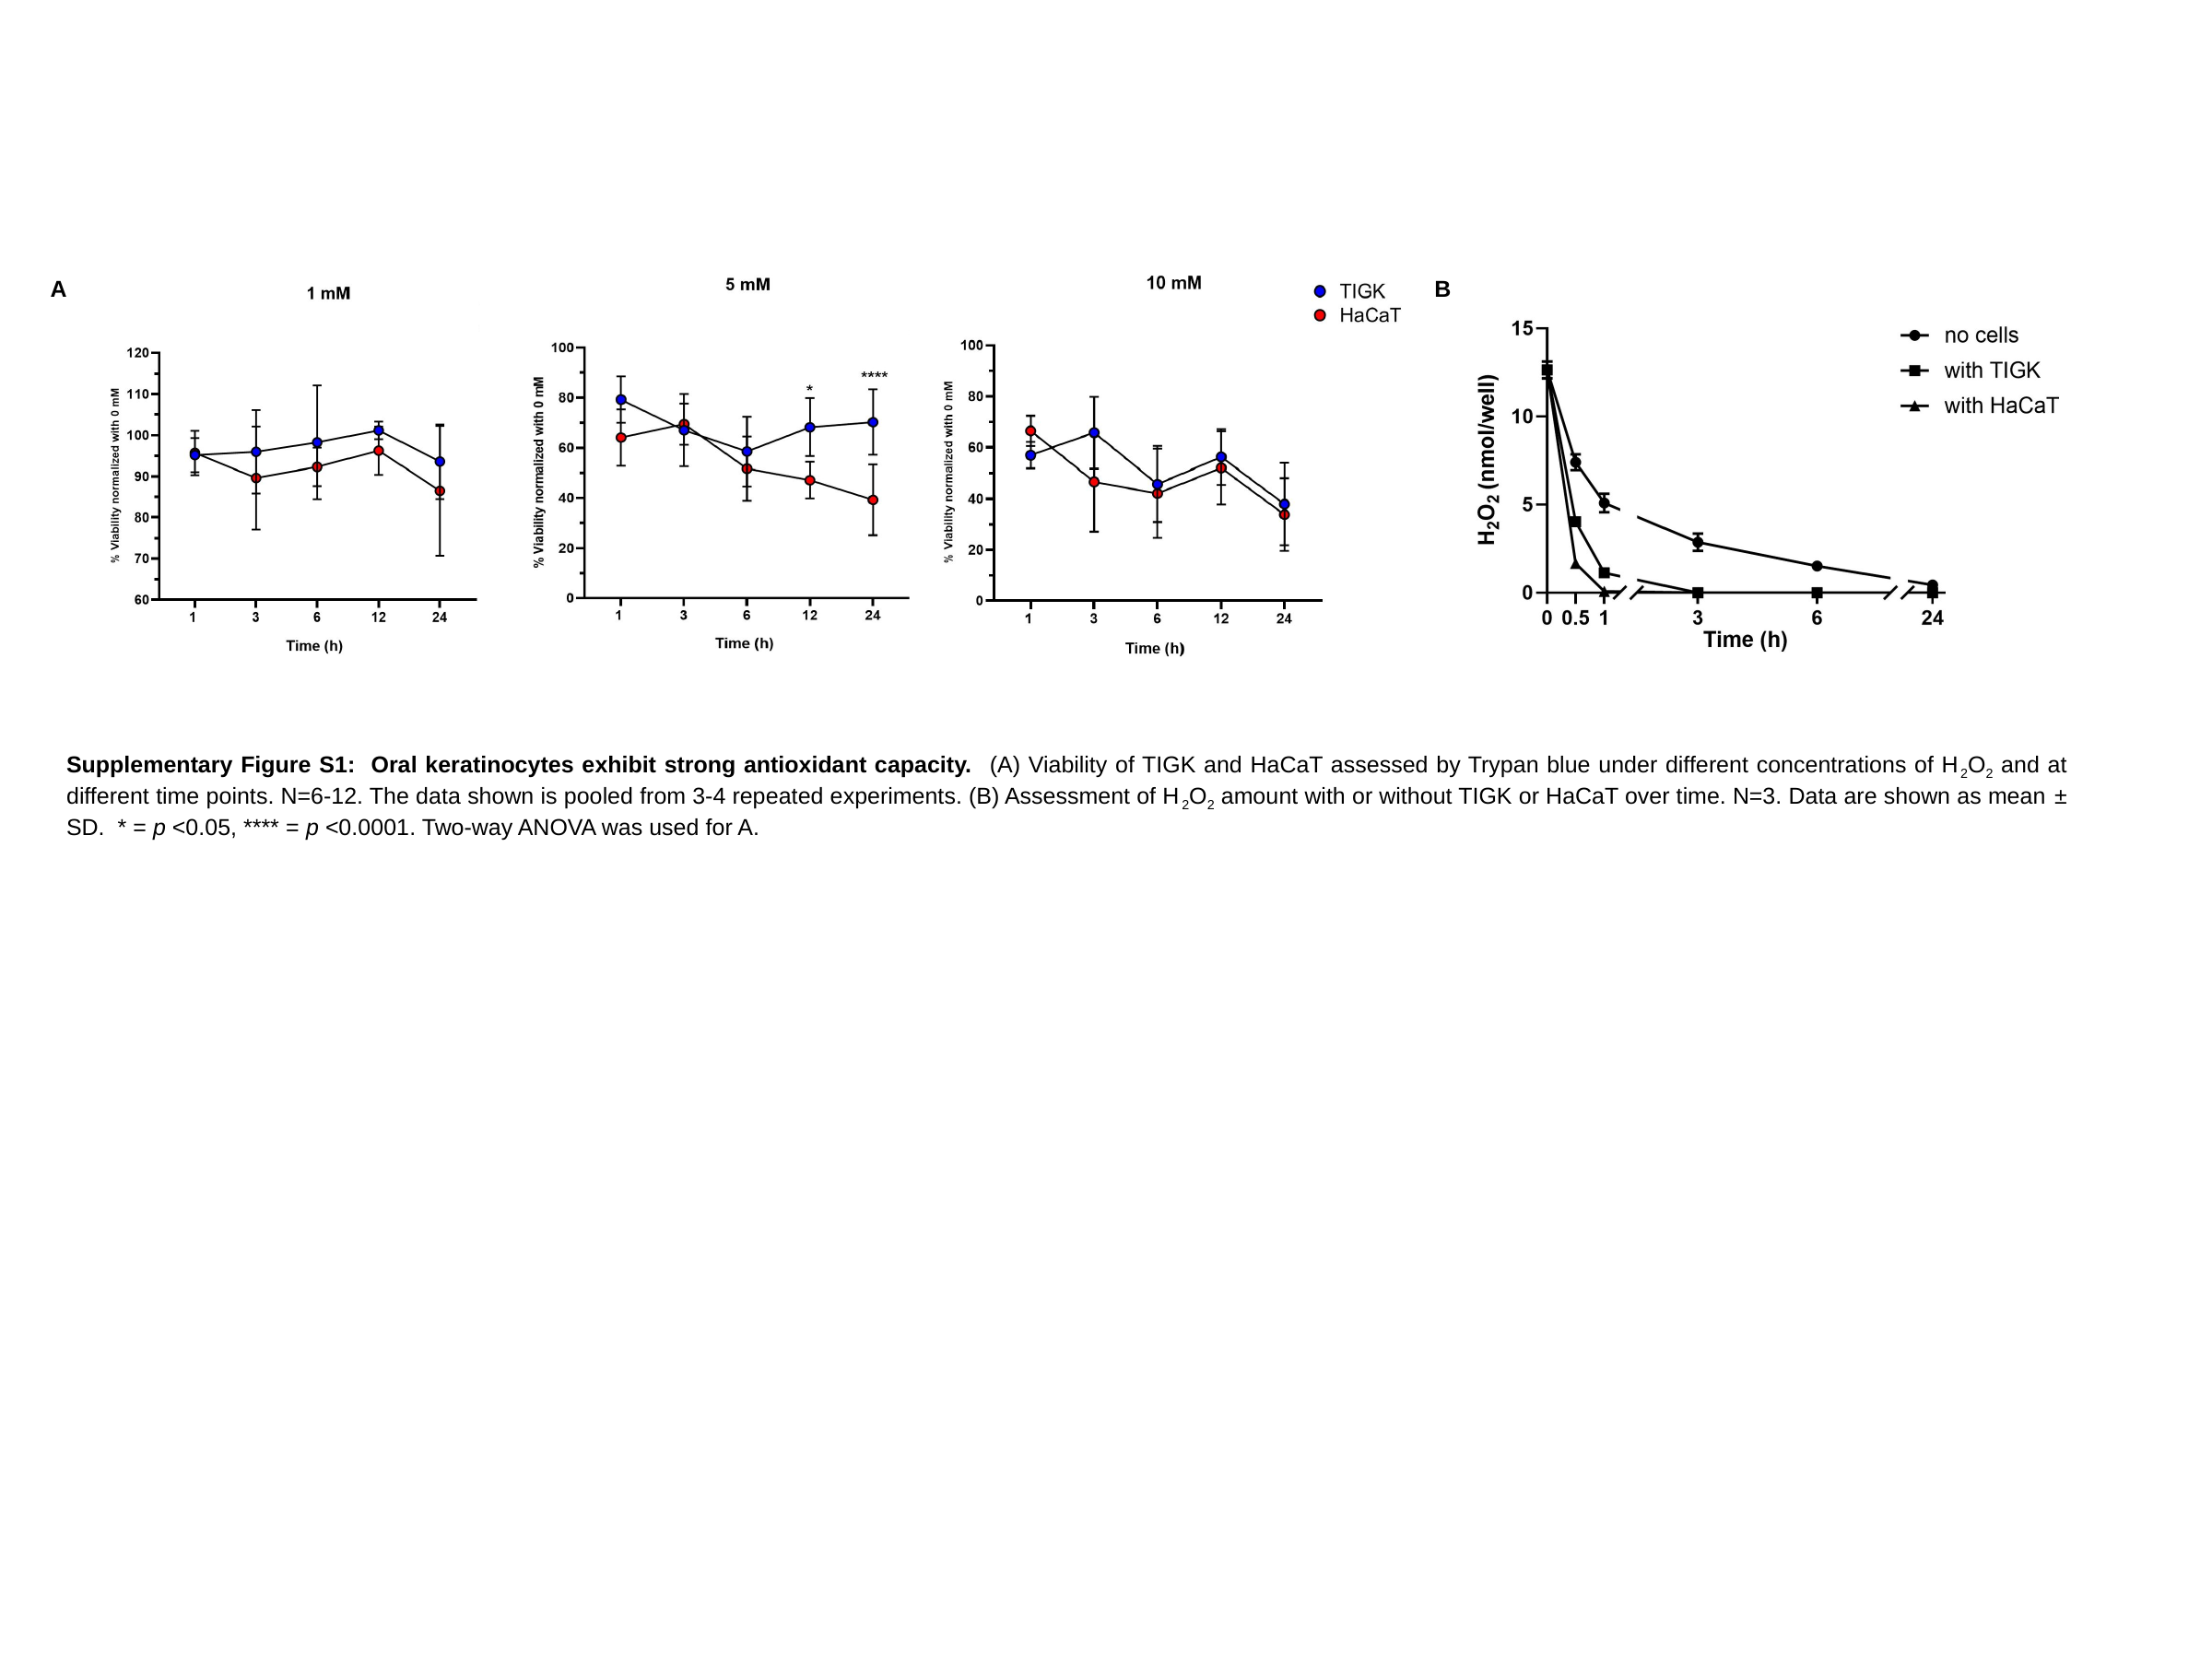

B
A
Supplementary Figure S1: Oral keratinocytes exhibit strong antioxidant capacity. (A) Viability of TIGK and HaCaT assessed by Trypan blue under different concentrations of H2O2 and at different time points. N=6-12. The data shown is pooled from 3-4 repeated experiments. (B) Assessment of H2O2 amount with or without TIGK or HaCaT over time. N=3. Data are shown as mean ± SD. * = p <0.05, **** = p <0.0001. Two-way ANOVA was used for A.

## Slide 2
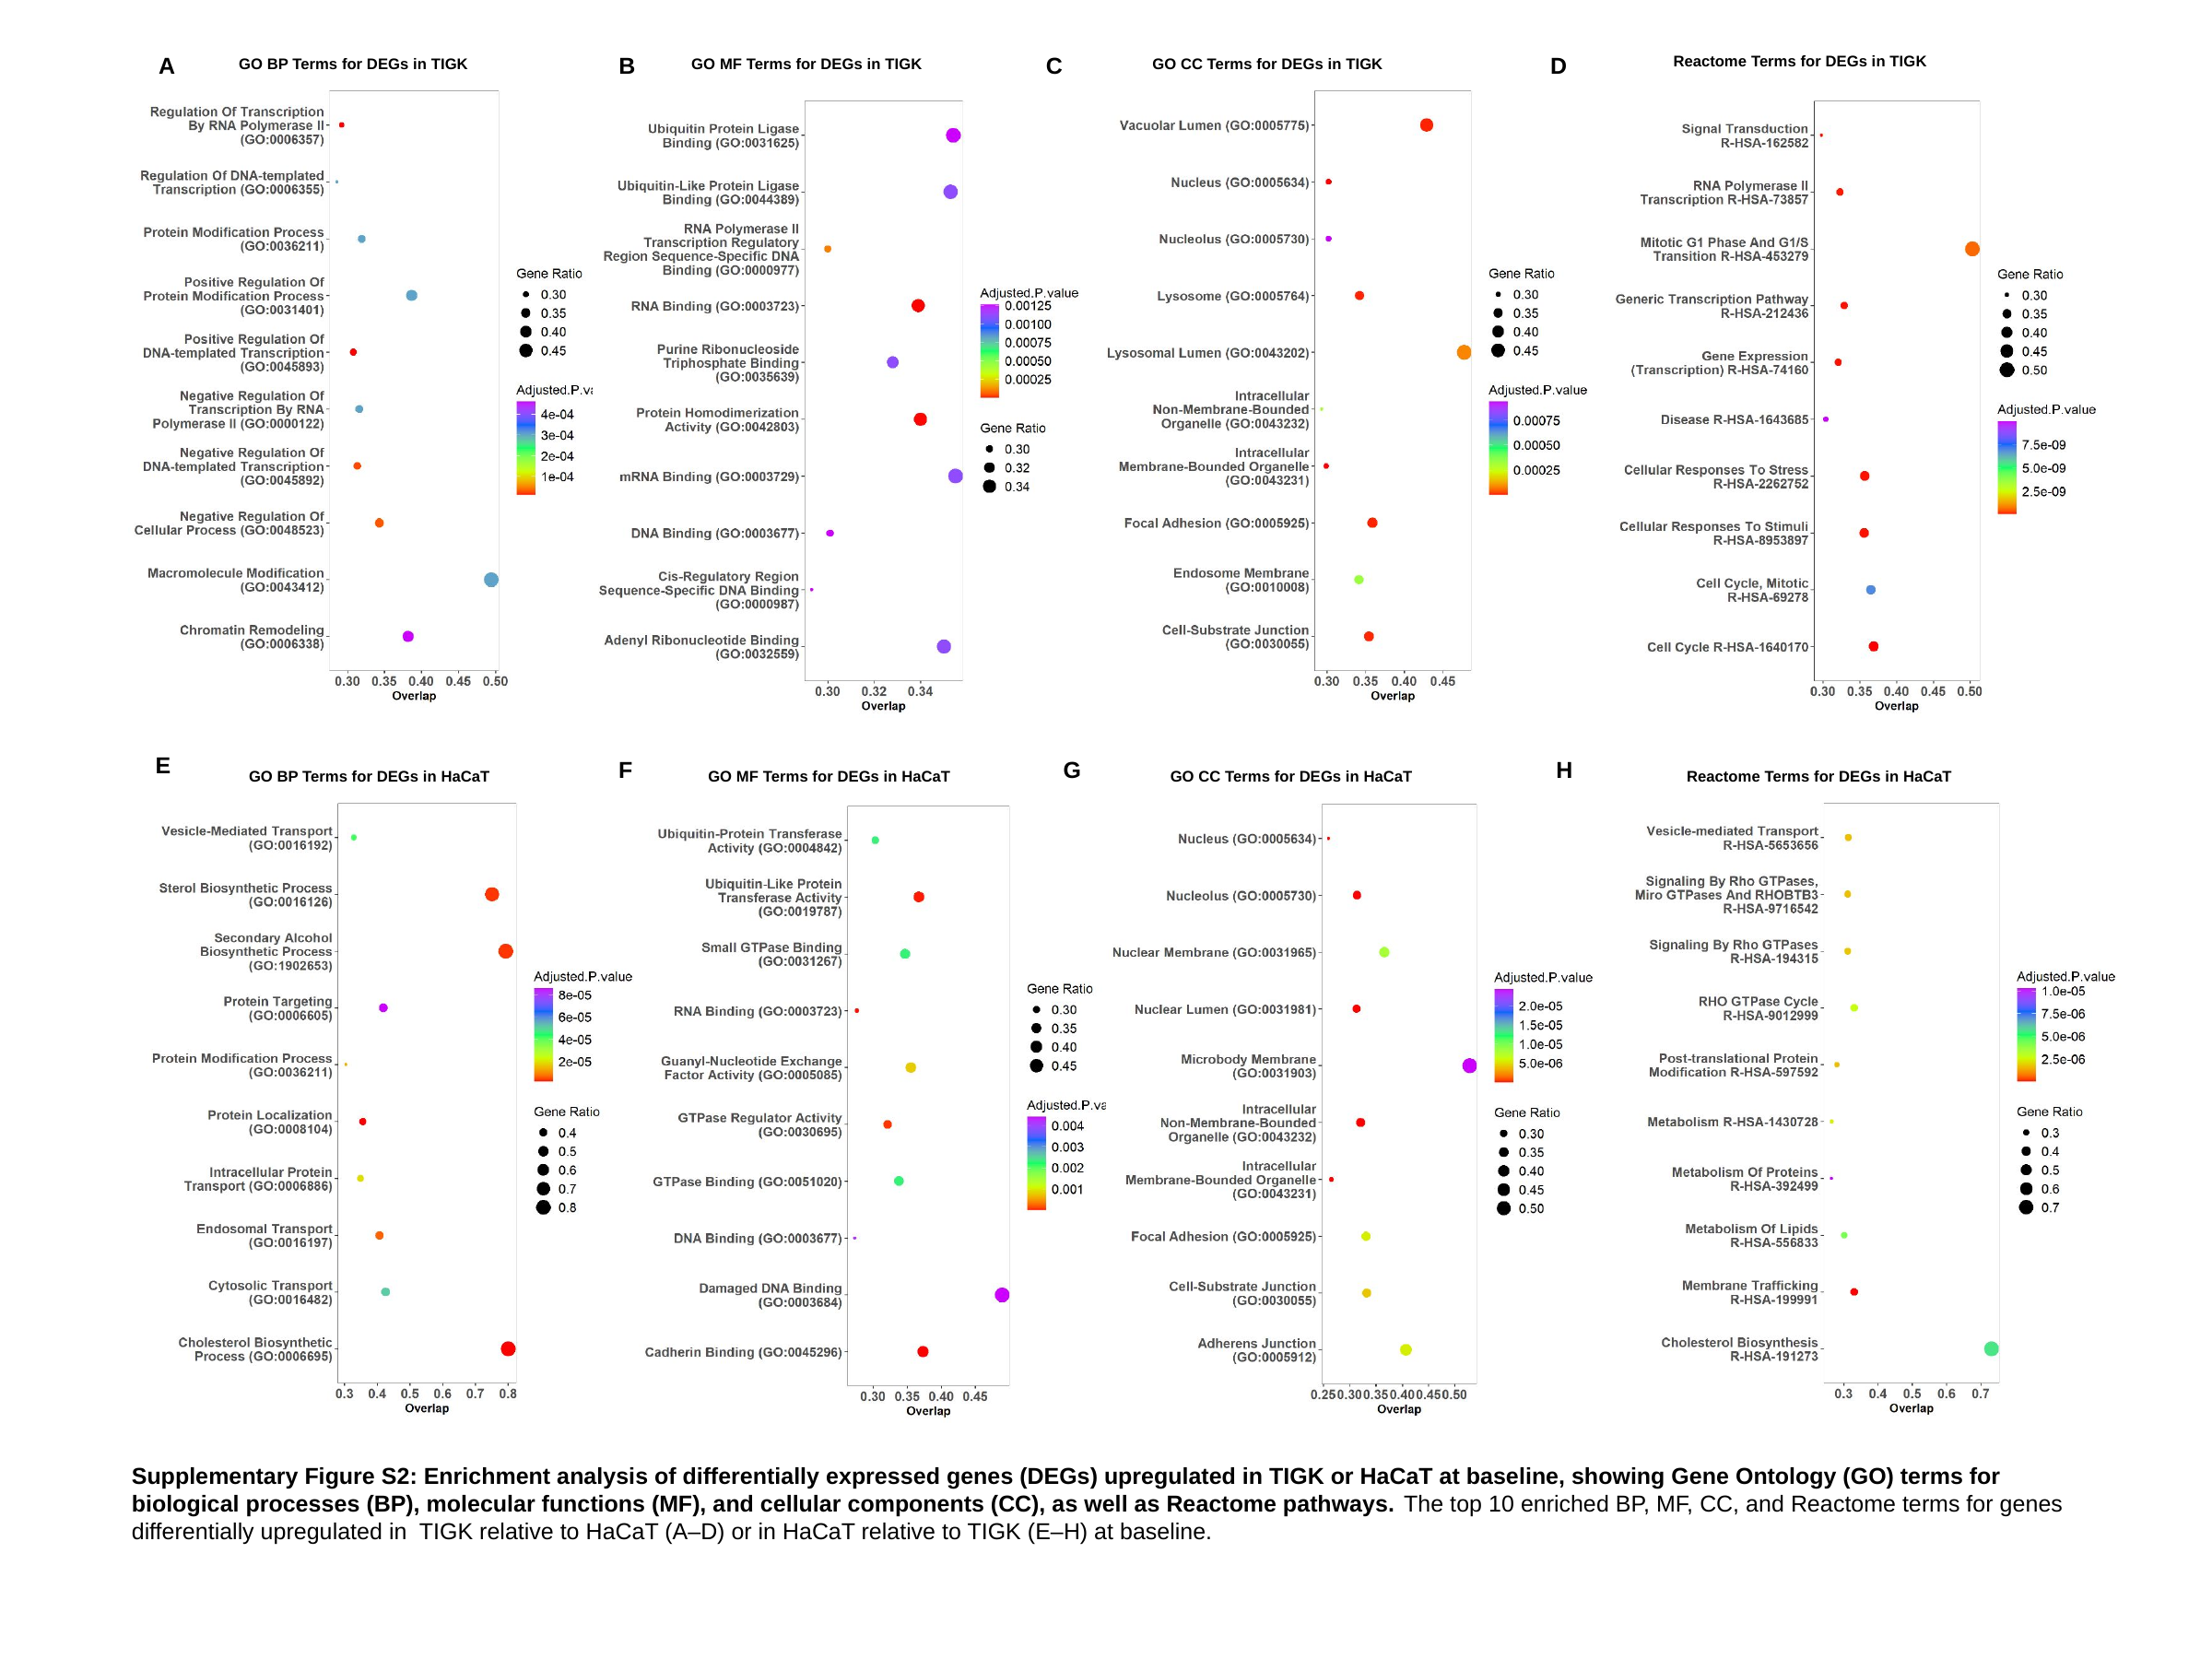

D
Reactome Terms for DEGs in TIGK
C
A
B
GO BP Terms for DEGs in TIGK
GO MF Terms for DEGs in TIGK
GO CC Terms for DEGs in TIGK
E
G
H
F
GO BP Terms for DEGs in HaCaT
GO MF Terms for DEGs in HaCaT
GO CC Terms for DEGs in HaCaT
Reactome Terms for DEGs in HaCaT
Supplementary Figure S2: Enrichment analysis of differentially expressed genes (DEGs) upregulated in TIGK or HaCaT at baseline, showing Gene Ontology (GO) terms for biological processes (BP), molecular functions (MF), and cellular components (CC), as well as Reactome pathways. The top 10 enriched BP, MF, CC, and Reactome terms for genes differentially upregulated in TIGK relative to HaCaT (A–D) or in HaCaT relative to TIGK (E–H) at baseline.

## Slide 3
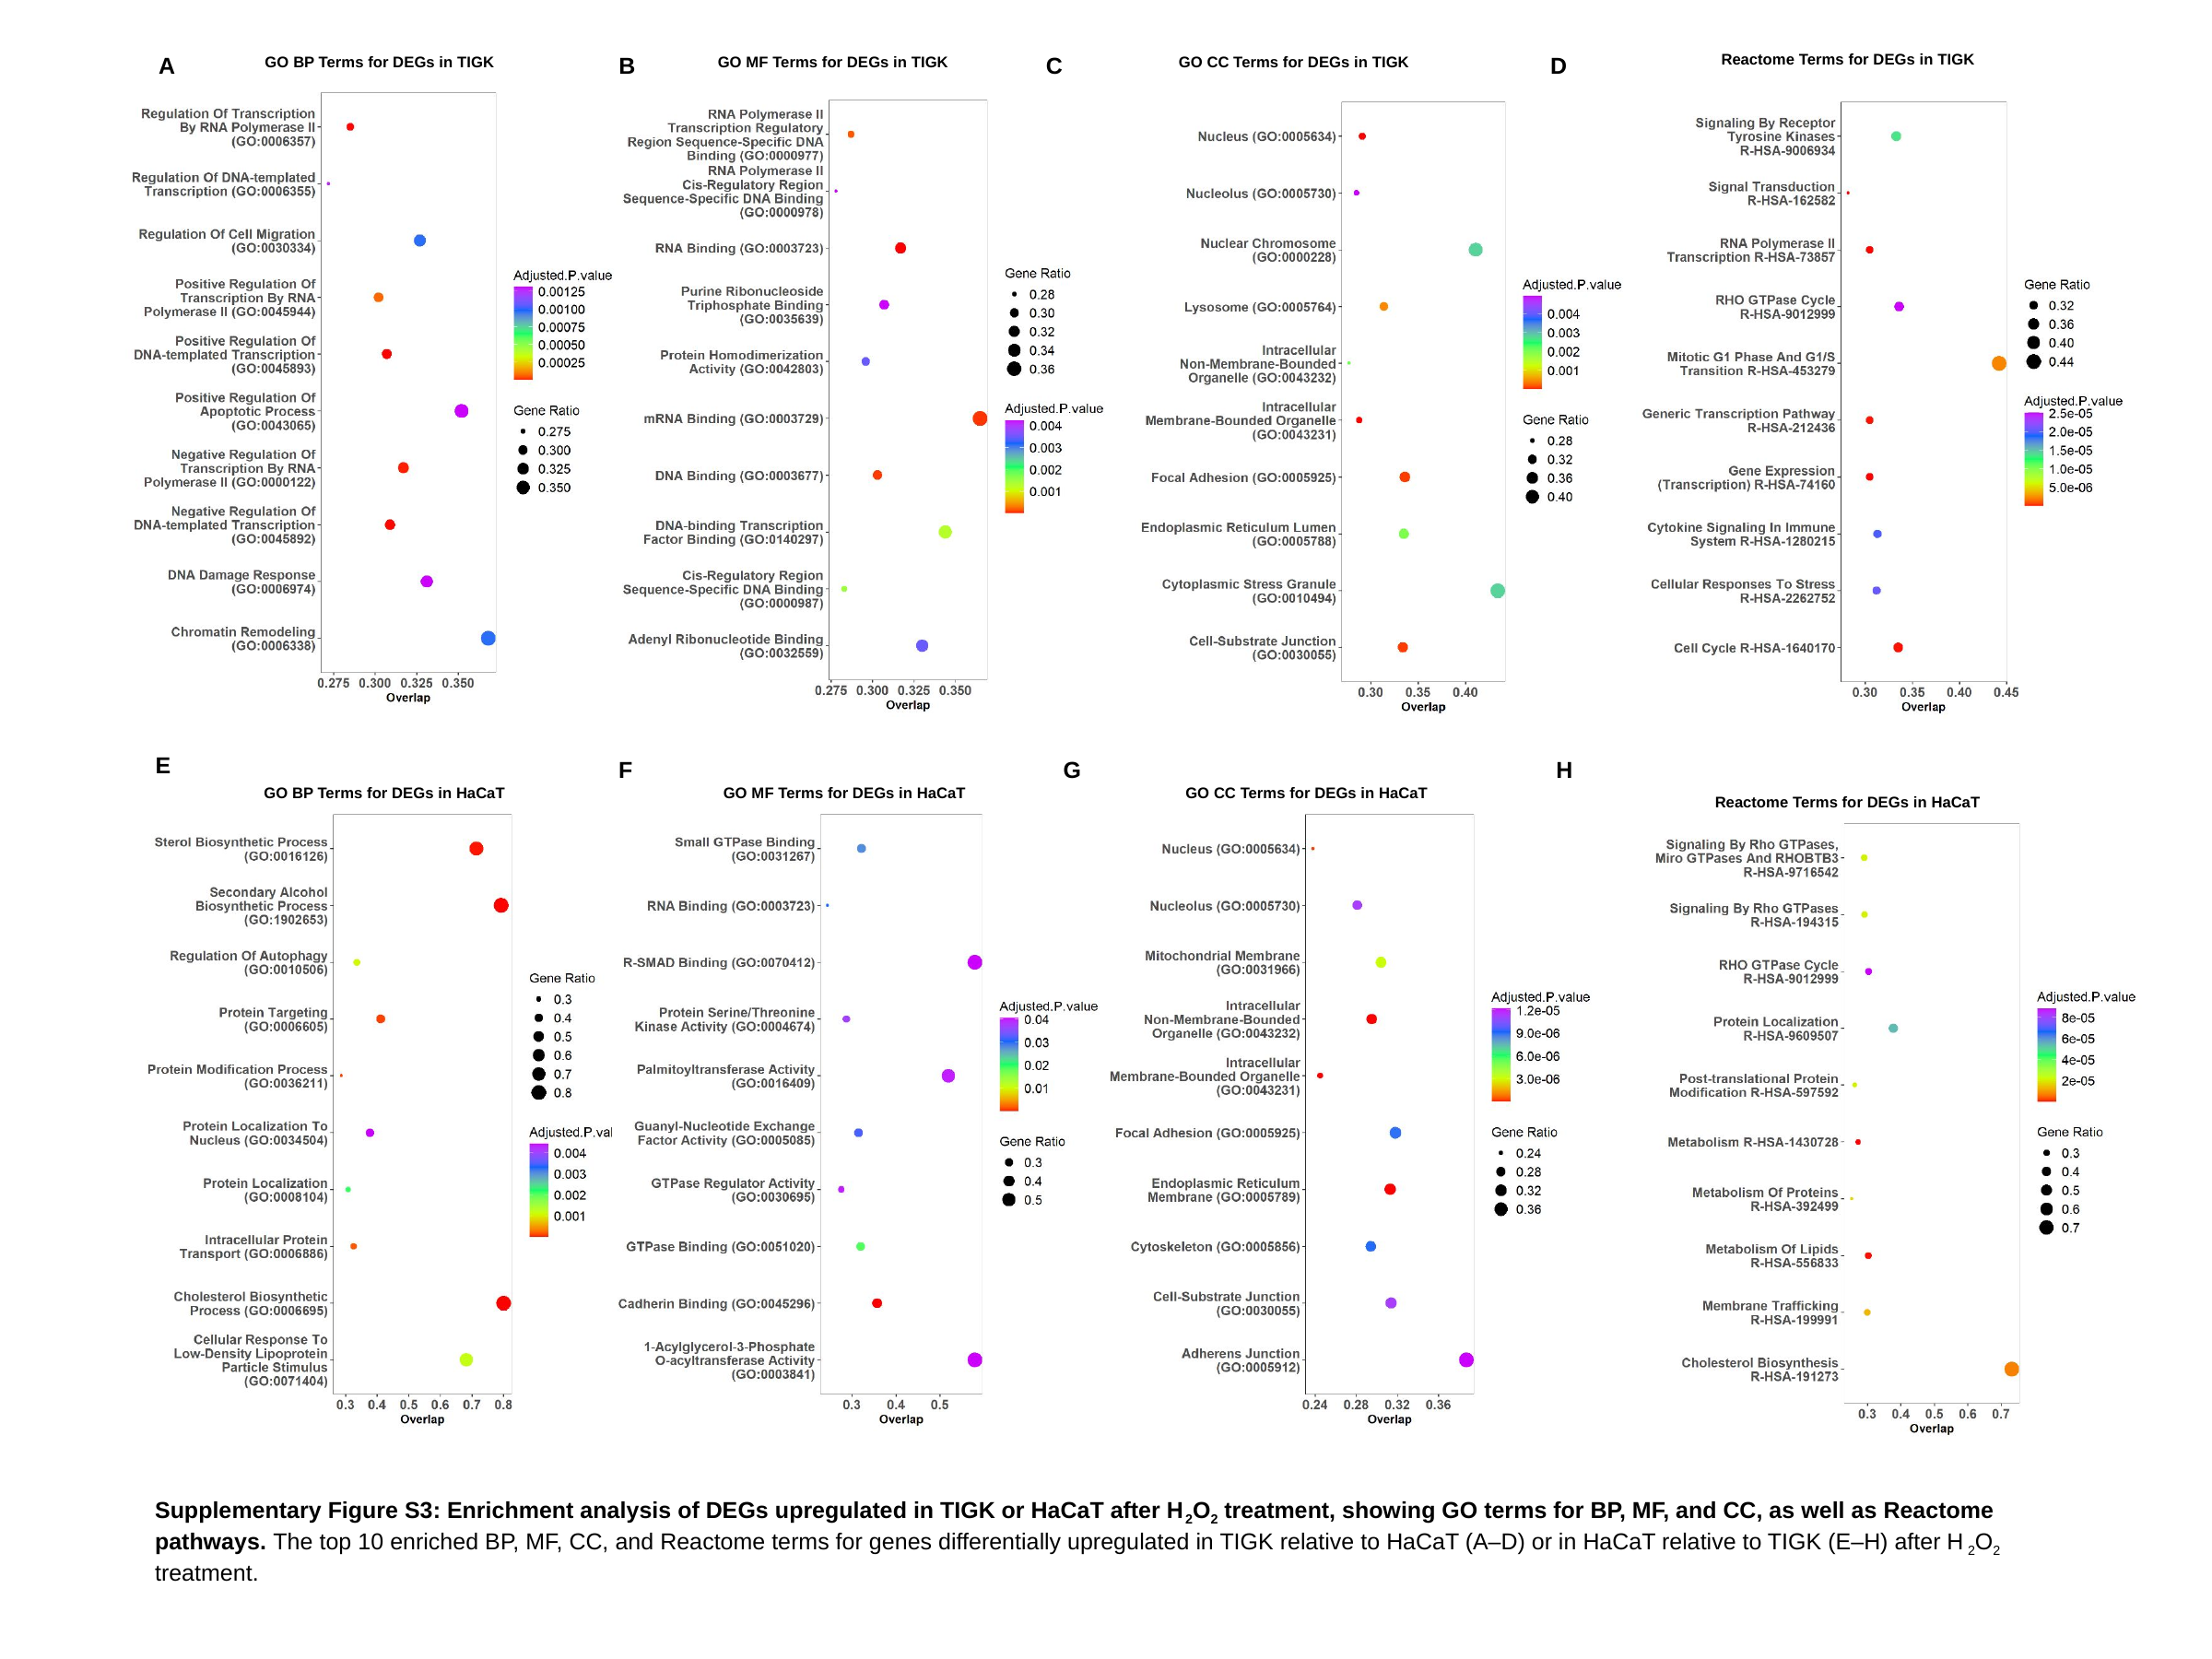

Reactome Terms for DEGs in TIGK
D
C
A
B
GO BP Terms for DEGs in TIGK
GO MF Terms for DEGs in TIGK
GO CC Terms for DEGs in TIGK
E
G
H
F
GO BP Terms for DEGs in HaCaT
GO MF Terms for DEGs in HaCaT
GO CC Terms for DEGs in HaCaT
Reactome Terms for DEGs in HaCaT
Supplementary Figure S3: Enrichment analysis of DEGs upregulated in TIGK or HaCaT after H2O2 treatment, showing GO terms for BP, MF, and CC, as well as Reactome pathways. The top 10 enriched BP, MF, CC, and Reactome terms for genes differentially upregulated in TIGK relative to HaCaT (A–D) or in HaCaT relative to TIGK (E–H) after H2O2 treatment.

## Slide 4
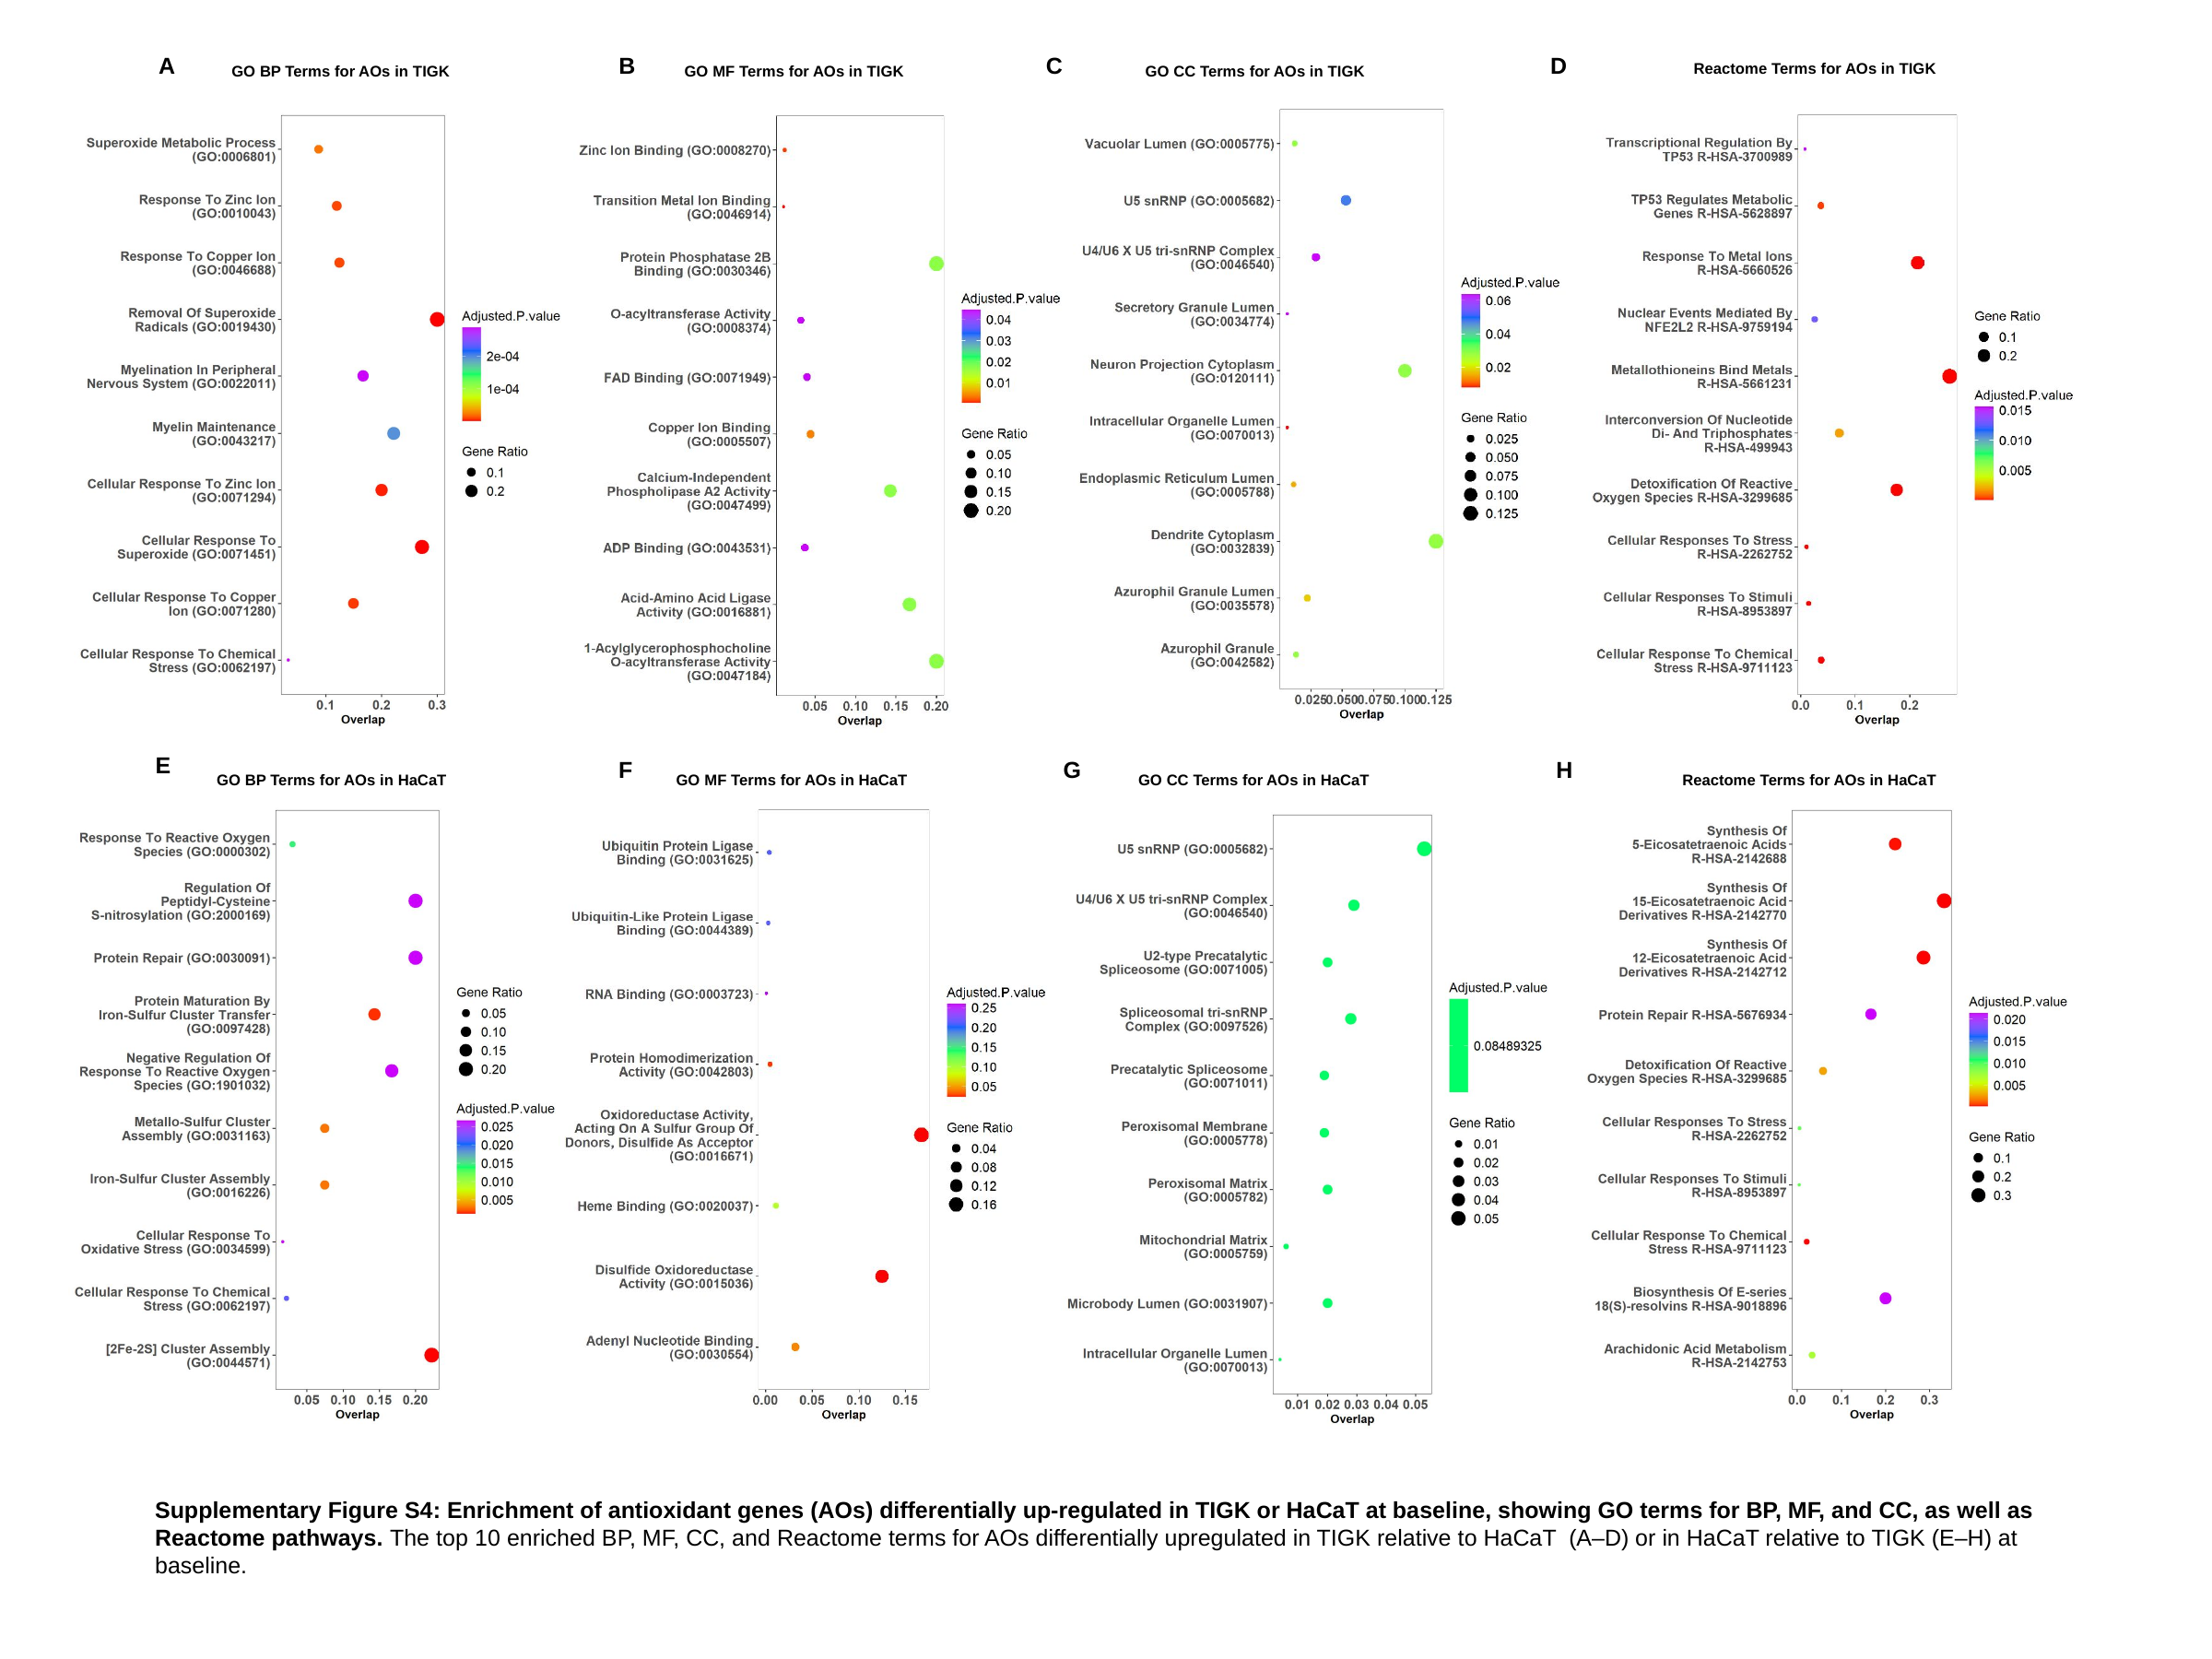

D
C
A
B
Reactome Terms for AOs in TIGK
GO BP Terms for AOs in TIGK
GO MF Terms for AOs in TIGK
GO CC Terms for AOs in TIGK
E
G
H
F
GO BP Terms for AOs in HaCaT
GO MF Terms for AOs in HaCaT
GO CC Terms for AOs in HaCaT
Reactome Terms for AOs in HaCaT
Supplementary Figure S4: Enrichment of antioxidant genes (AOs) differentially up-regulated in TIGK or HaCaT at baseline, showing GO terms for BP, MF, and CC, as well as Reactome pathways. The top 10 enriched BP, MF, CC, and Reactome terms for AOs differentially upregulated in TIGK relative to HaCaT (A–D) or in HaCaT relative to TIGK (E–H) at baseline.

## Slide 5
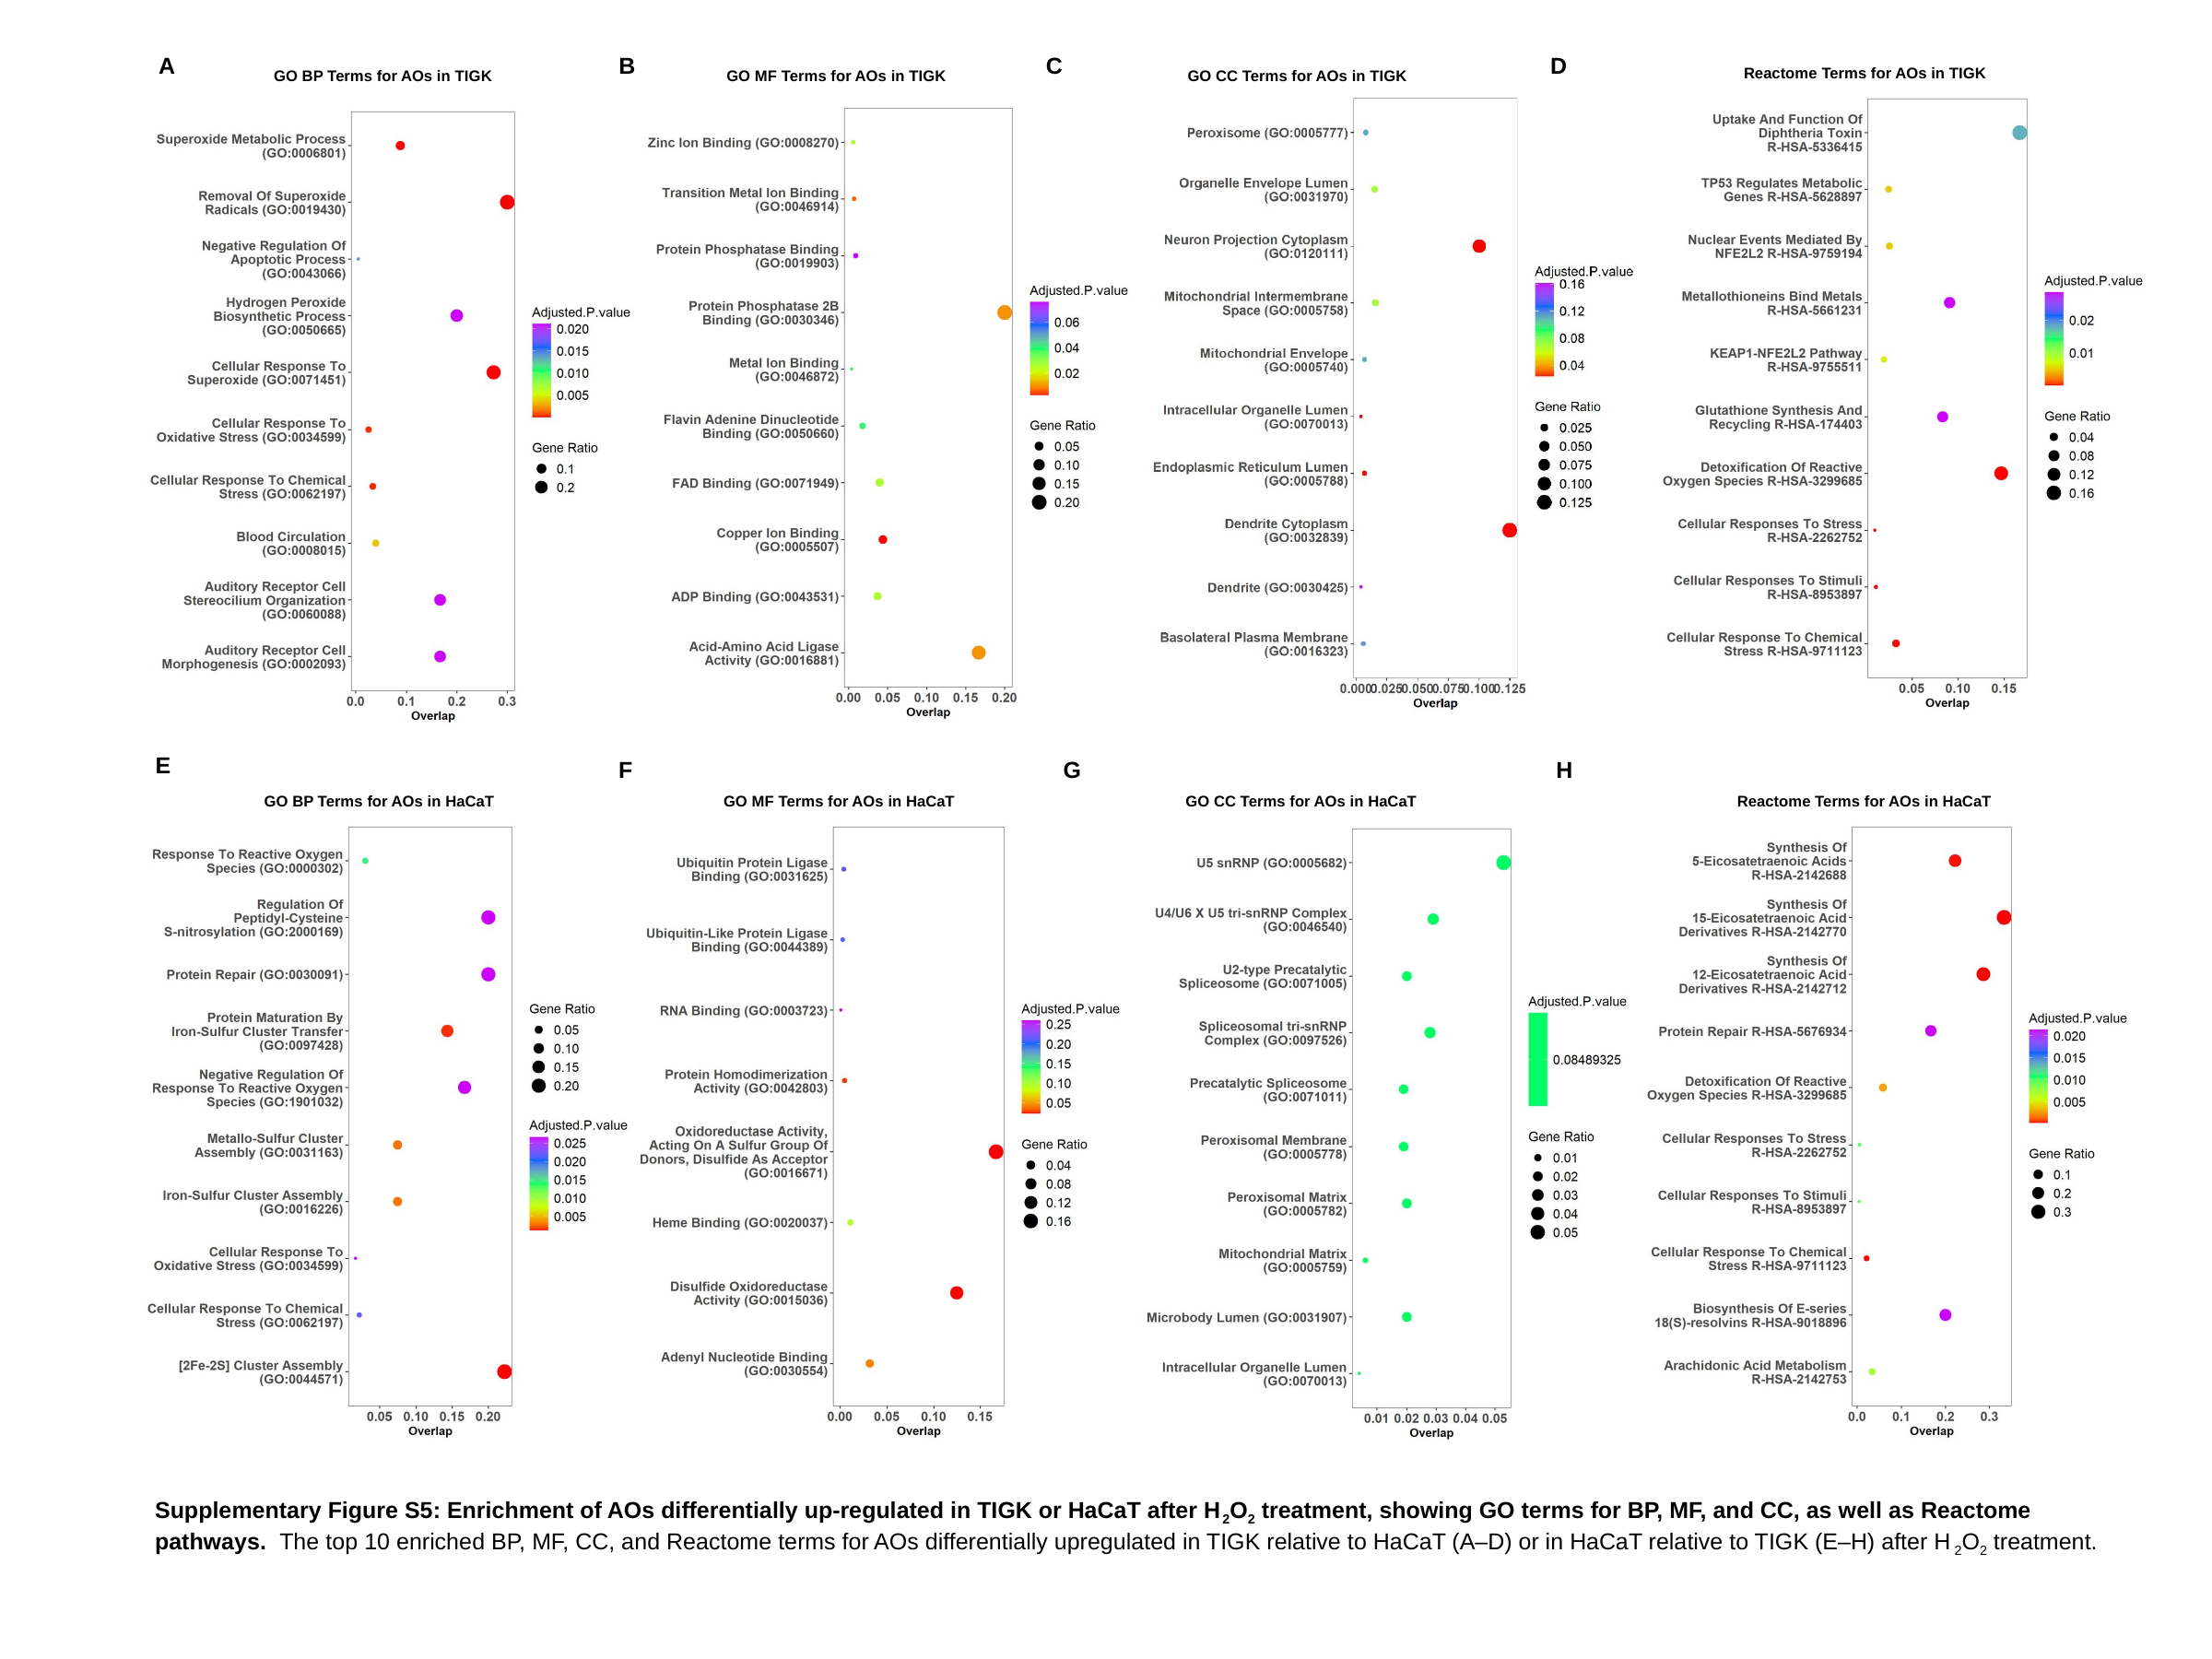

D
C
A
B
Reactome Terms for AOs in TIGK
GO BP Terms for AOs in TIGK
GO MF Terms for AOs in TIGK
GO CC Terms for AOs in TIGK
E
G
H
F
GO BP Terms for AOs in HaCaT
GO MF Terms for AOs in HaCaT
GO CC Terms for AOs in HaCaT
Reactome Terms for AOs in HaCaT
Supplementary Figure S5: Enrichment of AOs differentially up-regulated in TIGK or HaCaT after H2O2 treatment, showing GO terms for BP, MF, and CC, as well as Reactome pathways. The top 10 enriched BP, MF, CC, and Reactome terms for AOs differentially upregulated in TIGK relative to HaCaT (A–D) or in HaCaT relative to TIGK (E–H) after H2O2 treatment.

## Slide 6
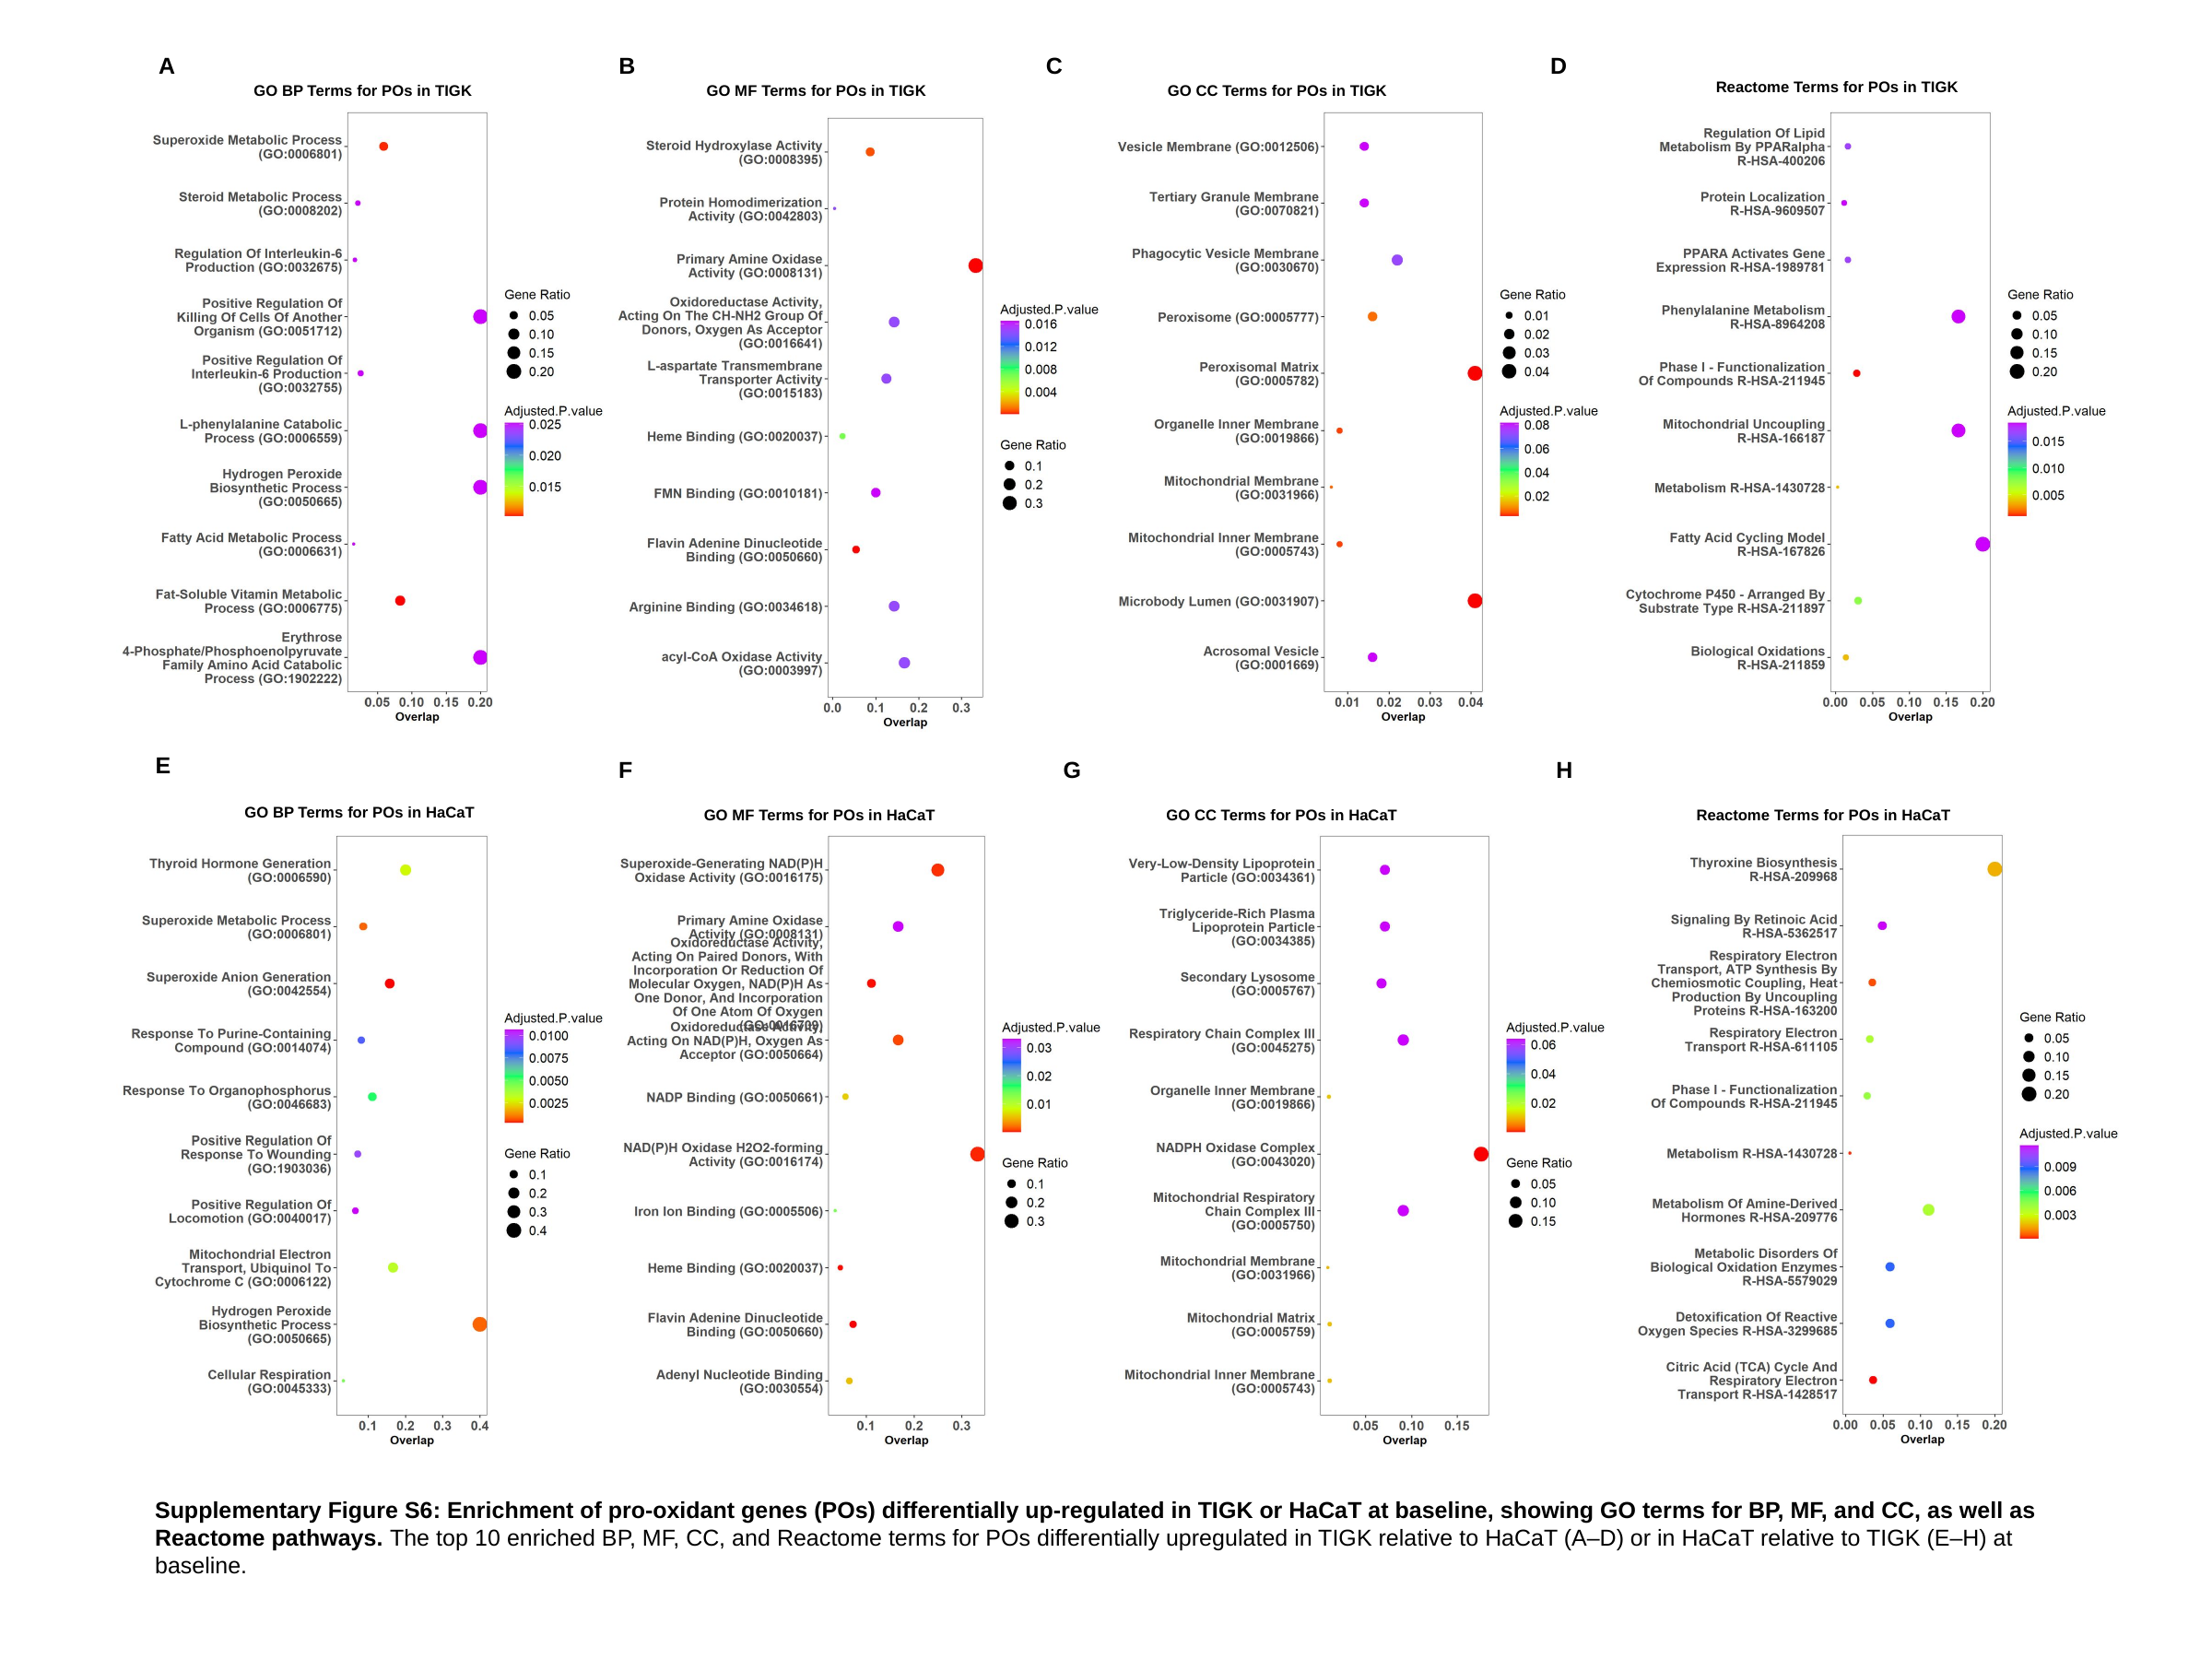

D
C
A
B
Reactome Terms for POs in TIGK
GO BP Terms for POs in TIGK
GO MF Terms for POs in TIGK
GO CC Terms for POs in TIGK
E
G
H
F
GO BP Terms for POs in HaCaT
GO MF Terms for POs in HaCaT
GO CC Terms for POs in HaCaT
Reactome Terms for POs in HaCaT
Supplementary Figure S6: Enrichment of pro-oxidant genes (POs) differentially up-regulated in TIGK or HaCaT at baseline, showing GO terms for BP, MF, and CC, as well as Reactome pathways. The top 10 enriched BP, MF, CC, and Reactome terms for POs differentially upregulated in TIGK relative to HaCaT (A–D) or in HaCaT relative to TIGK (E–H) at baseline.

## Slide 7
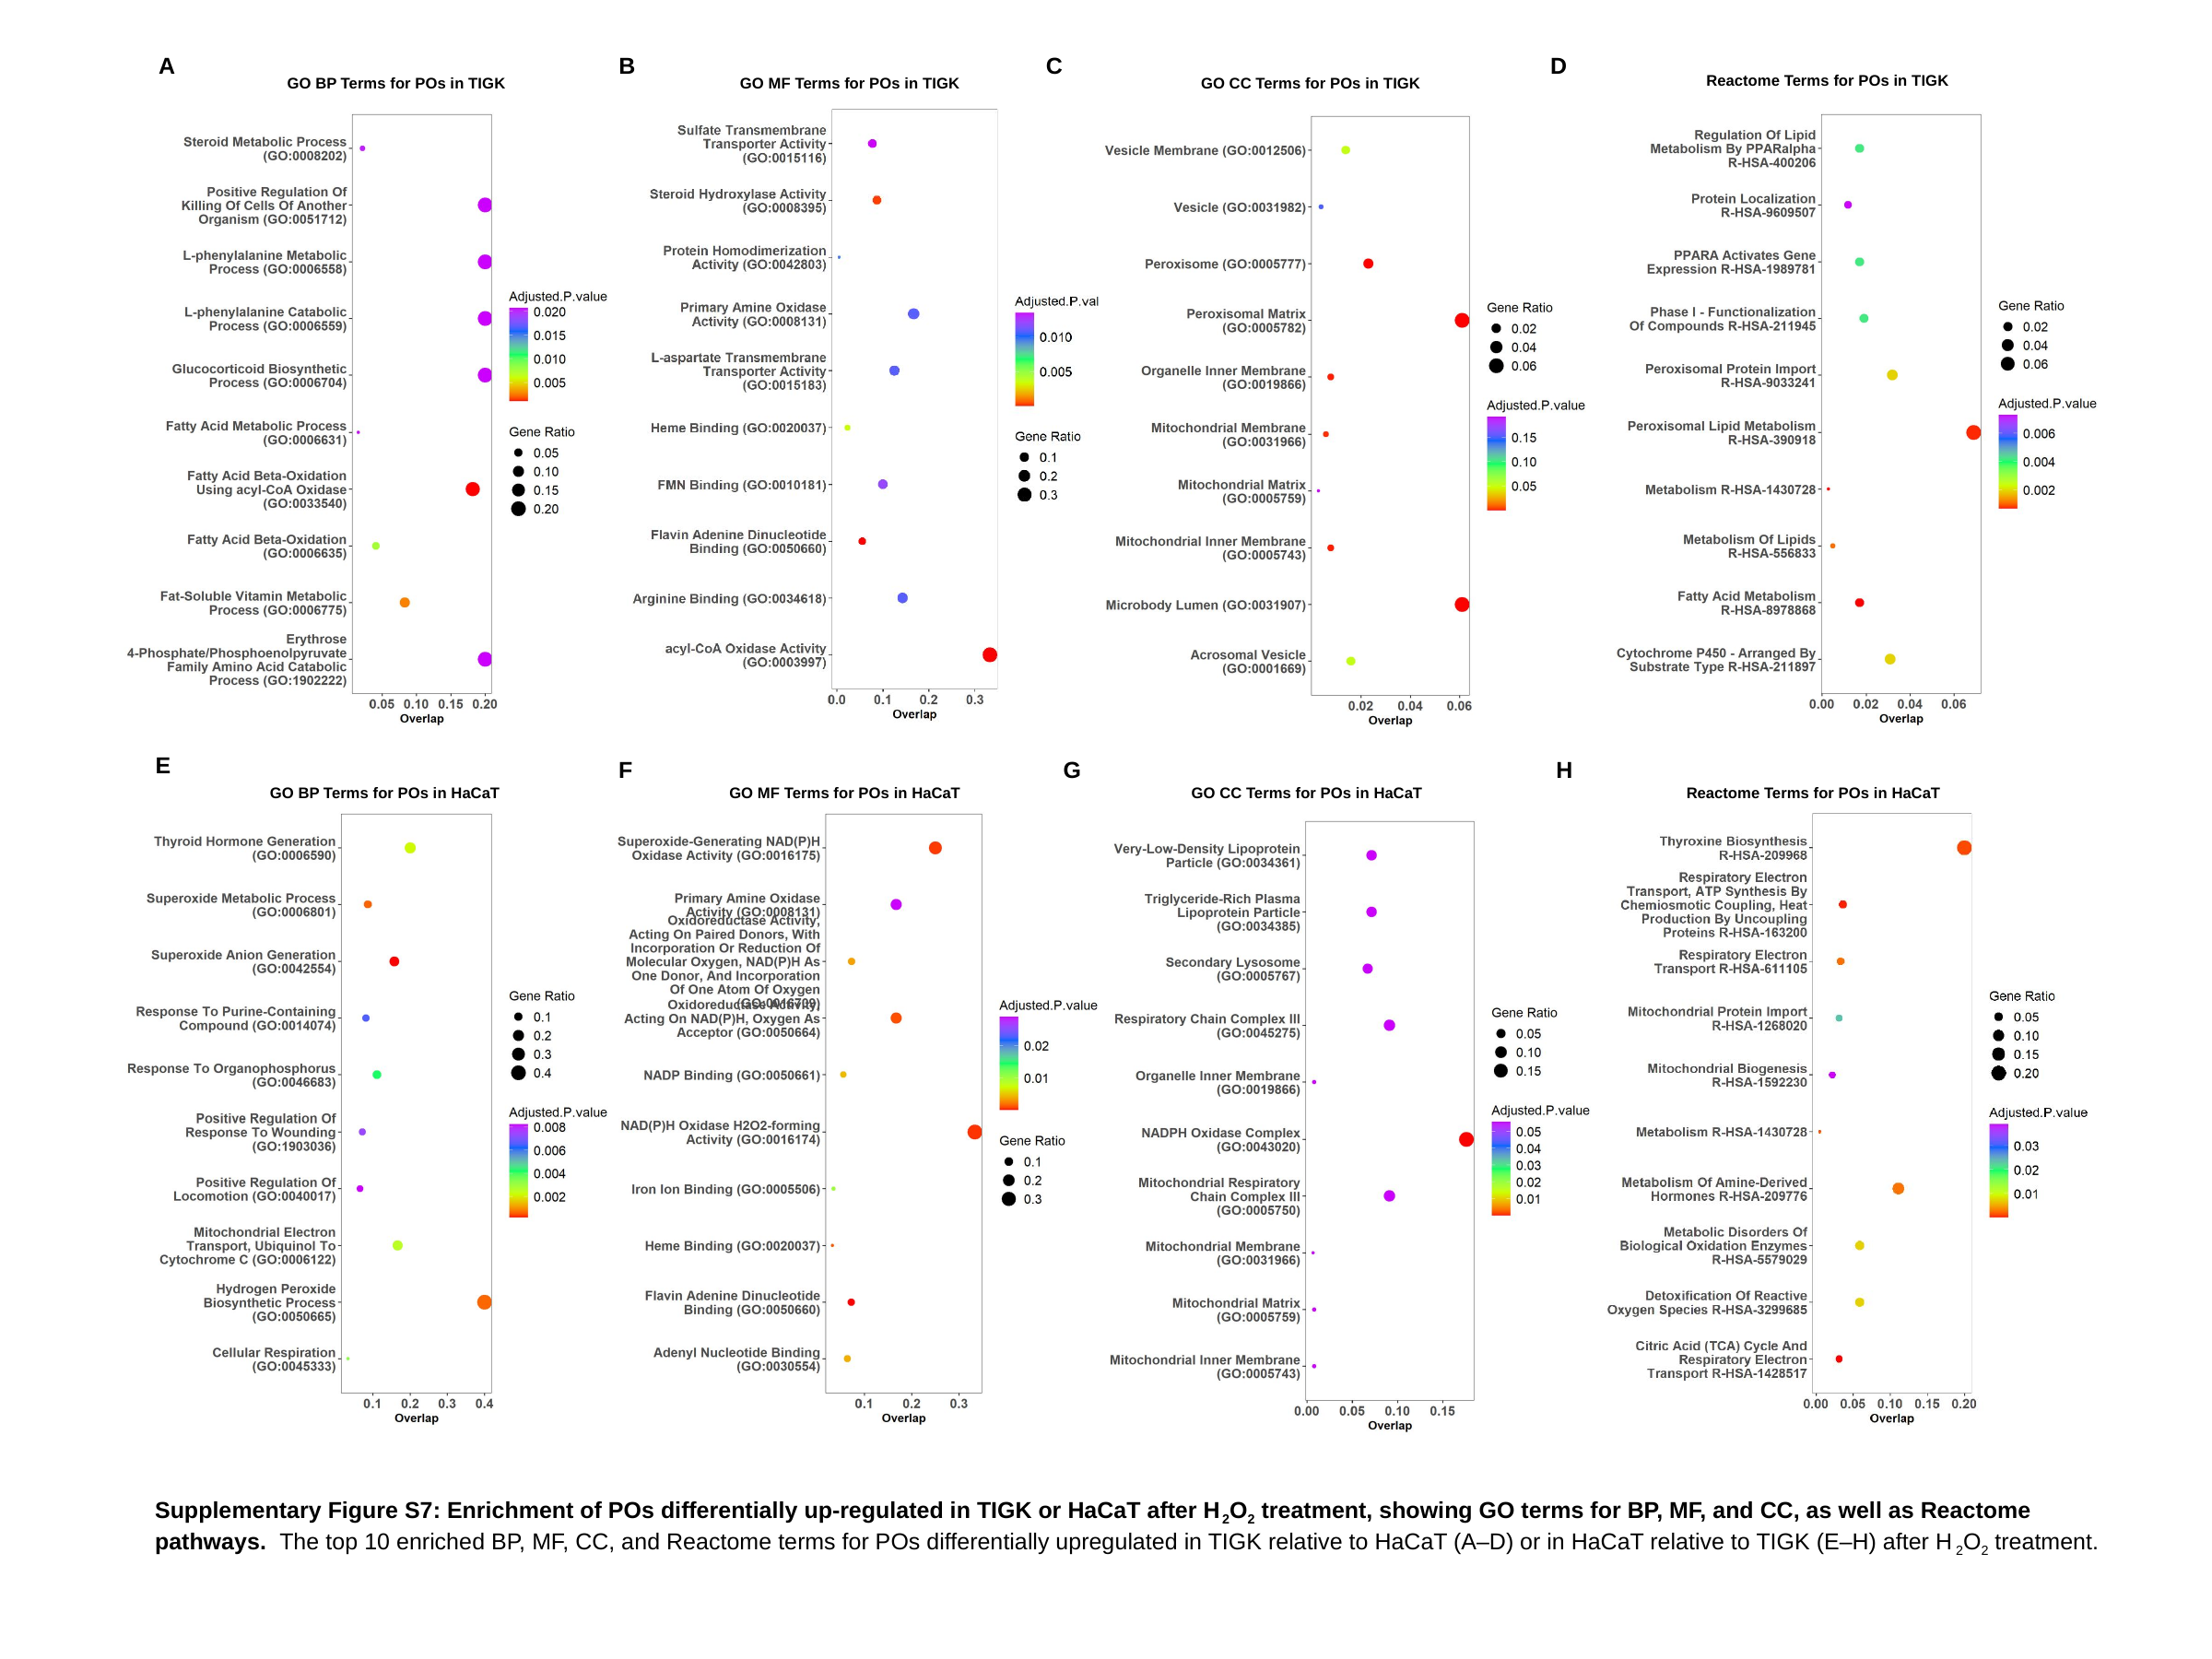

D
C
A
B
Reactome Terms for POs in TIGK
GO BP Terms for POs in TIGK
GO MF Terms for POs in TIGK
GO CC Terms for POs in TIGK
E
G
H
F
GO BP Terms for POs in HaCaT
GO MF Terms for POs in HaCaT
GO CC Terms for POs in HaCaT
Reactome Terms for POs in HaCaT
Supplementary Figure S7: Enrichment of POs differentially up-regulated in TIGK or HaCaT after H2O2 treatment, showing GO terms for BP, MF, and CC, as well as Reactome pathways. The top 10 enriched BP, MF, CC, and Reactome terms for POs differentially upregulated in TIGK relative to HaCaT (A–D) or in HaCaT relative to TIGK (E–H) after H2O2 treatment.

How the deposited data were processed for this re-analysis (not part of the article)

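RNA was measured in 12 libraries from 2 immortalized keratinocyte lines, HaCaT from skin and TIGK from gingiva, each untreated or after 5 mM H2O2 for 3 h, with 3 libraries in each of the 4 groups. Each library was assigned to its group by its label and by the groups the paper describes. The replicate numbers of the labels were kept as names only.

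The authors deposited 1 table of raw read counts per gene, for 58735 genes in all libraries, made from reads mapped to GRCh38. They also deposited the log2 fold changes of 4 comparisons that the paper made with DESeq2, and the adjusted p-values that belong to them, for the genes under the paper's limit of 0.01. The authors' deposited fold changes and p-values entered no test and were used for comparison alone. The annotation release, the treatment of reads that map to several places and the use of strand in the counting are not named in the paper's text or in the labels. Of the gene names, 27 had been turned into dates, and 1568 genes repeated the name of another gene, so genes were handled by their Ensembl identifiers throughout. The table held 0 lines without a gene and 0 unused columns of sample values.

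All counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes with a mean raw count of at least 10 were tested. A quasi-likelihood model with 1 mean per group was fitted to all libraries after TMM normalization, with a common dispersion of 0.0073 and 10.3 prior degrees of freedom. From it came the response of each cell type to H2O2, the difference of the cell types before and after H2O2, and the difference of the responses. Log2 fold changes and their standard errors are those of this model, and adjusted p-values follow Benjamini and Hochberg over all genes tested. Gene sets were tested with limma's camera test on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the 12 set tests at a limit of 0.05. Overlaps were tested with Fisher's exact test among the list members tested, and shares of counts with exact permutation tests. Where every library of a group held at most 3 counts of a gene, a fold was computed against that floor and given as a lower bound. The AO list was also set against random lists matched on expression and gene length, and correlations of comparisons that share control libraries against simulated unchanged groups.

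The model was tested on simulated counts with the means and library sizes of the real data, in which 200 of 16618 genes were changed by known amounts in treated TIGK. For the response of TIGK, edgeR recovered 197 of them with 1 false call, and for the difference of the responses 188 with 5 false calls. In the simulated comparisons without any change it made 0 calls in the response of HaCaT and 0 between the untreated cell types. DESeq2 recovered 197 and 189 with 5 and 13 false calls. When a list of 20 genes was raised in treated TIGK, camera called its response in TIGK and its difference of responses and 0 of the unchanged sets. The simulated genes were drawn independently of each other, and the groups had the same means apart from the changes set. The simulations therefore cannot show how the tests do with correlated genes or with cell types as unlike as these.

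The tests, the alternatives to them, the gene lists and the rule for the genes to be named were fixed before the data were examined. The AO and PO lists were those of Tables S1 and S2, with symbols as written and duplicates counted once. The other lists were cholesterol synthesis, NRF2 targets, p53 targets and the protein genes of the mitochondrial chromosome. Those of cholesterol synthesis, NRF2 targets and p53 targets were written by hand from general knowledge and not taken from a database. Genes named were those the paper names as AO or PO results, members of these lists, and those with the 3 largest rises and falls in each response and in the difference of responses. The latter had to pass the limit, to reach a mean of 100 normalized counts in the higher group and to show no overlap between the groups' libraries. List members given as the extremes of a list were picked by their values. The alternatives were DESeq2, fits on the groups compared alone, other scalings and filters, other limits, a block on replicate numbers, other ways to read the lists, and fits that each left out 1 library. Gene lengths came from the deposited table and GC content from the GENCODE transcripts of GRCh38, which covered 16529 of the genes tested (99.5%).

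Library totals lay between 30426401 and 49034244 counts. Counts of replicates differed by more than counting noise, with a chi-square per degree of freedom from 4.57 to 30.3 over the 12 pairs, so the spread between replicates limits the precision more than the depth does. For genes with few counts the depth limits what can be seen, and a count of 0 is reported as a bound. The viability, ROS, stress granule, migration and enzyme assays of the paper and its enrichment analyses were not analysed here. The values of a single PO are not reported here.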

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

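The tests of other size factors, of RNA from the other cell type, of unequal falls against the standard errors and of position along the heavy strand, and all counts over other splits of the libraries, were chosen only after the results had been seen.

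The difference of the H2O2 responses between TIGK and HaCaT passed the limit for 881 genes (edgeR adjusted p under 0.01), and 4295 genes had an unadjusted p under 0.05. After each library was corrected for trends with gene length and GC content, 974 genes passed, of which 730 were the same genes. With all libraries thinned to the lowest total, 825 of the same genes were among 860, and with DESeq2's size factors 788 were among 839. These values argue against length and GC bias, depth and the scaling of the libraries as the whole cause. For RNA of TIGK in the HaCaT libraries, 17 genes abundant in TIGK and nearly absent from untreated HaCaT reached at most 0.0306% of their TIGK level in a treated HaCaT library, which argues against it. In the opposite direction only 1 gene met these terms, with at most 0.175%, so a trace of HaCaT RNA in the TIGK libraries and a response of TIGK cannot be told apart by this test. Of 200 splits of the treatment labels within both cell types 100 were drawn, and 2 gave as many genes, the real split and the one with the labels of 1 cell type swapped, which tests the sum of the responses and gave 7030. With a library left out the count fell to 537 without TIGK H2O2 replicate 2, 572 without TIGK H2O2 replicate 3, 560 without HaCaT control replicate 1 and 575 without HaCaT control replicate 2. A difference between the cell types themselves stays open, and no sequencing batch is named in the labels that could be set against it.

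Among these genes the largest differences of log2 fold changes, TIGK minus HaCaT, were 5.96 for ZNF439, 3.73 for CTGF and 3.29 for LUCAT1, and -3.88 for GADD45G, -3.87 for RASD1 and -3.31 for ARC. All 6 passed under each of 20 alternatives, with highest edgeR or DESeq2 adjusted p-values from 4.43e-10 for CTGF to 0.009998 for LUCAT1. The value of ZNF439 depends on the prior count of the fit, since the treated HaCaT libraries held 0 counts of it and the untreated ones 7.87 ± 0.982 normalized counts (SD, n = 3). LUCAT1 is antisense to ADGRV1, and the use of strand in the counting is not known. GADD45G, RASD1 and ARC had at most 21 counts in an untreated HaCaT library, so their folds rest on a low baseline, while the lowest group mean of CTGF was 322 normalized counts. RASD1 rose in TIGK by 0.96 (edgeR adjusted p = 0.00549) and did not pass there without TIGK H2O2 replicate 2 or 3 or TIGK control replicate 2 or 3 (edgeR adjusted p = 0.0274, 0.0267, 0.0301 and 0.0145, with a range from 6.57e-05 to 0.0301 over 20 alternatives). ARC rose in TIGK by 0.53 (edgeR adjusted p = 0.0725) and passed there with DESeq2 on the groups compared alone (adjusted p = 0.00381) and with edgeR on the groups compared alone (adjusted p = 0.00563, with a range from 0.00381 to 0.189 over 20 alternatives). No cause was tested for single genes.

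Of the POs, 7 had a response that differed between the cell types, all of them with the lower value in TIGK. GFER had a difference of -0.68, MT-ND5 of -1.84, MT-CO1 of -0.94, MT-ND6 of -0.79, MT-ATP6 of -0.73, MT-CYB of -0.54 and MT-ND4 of -0.39. GFER passed with an edgeR adjusted p of 0.0044 and did not pass without HaCaT H2O2 replicate 2, HaCaT control replicate 1 or 2, TIGK H2O2 replicate 2 or 3 or TIGK control replicate 1 or 2 (edgeR adjusted p = 0.0281, 0.013, 0.0131, 0.0293, 0.0301, 0.0152 and 0.0182, with a range from 0.00038 to 0.0301 over 20 alternatives). MT-ND4 passed with an edgeR adjusted p of 0.00326 and did not pass without HaCaT H2O2 replicate 1 or 2, HaCaT control replicate 1 or 2, TIGK H2O2 replicate 2 or 3 or TIGK control replicate 2 (edgeR adjusted p = 0.0167, 0.0115, 0.0127, 0.0115, 0.0306, 0.0365 and 0.0184, with a range from 6.13e-05 to 0.0365 over 20 alternatives). MT-ND2 passed without HaCaT H2O2 replicate 3 (edgeR adjusted p = 0.00927, with a range from 0.00927 to 0.232 over 20 alternatives), and MT-ND3 without a filter on low counts (edgeR adjusted p = 0.00106, with a range from 0.00106 to 0.24 over 20 alternatives). The other 5 POs passed under all alternatives, with highest adjusted p-values from edgeR or DESeq2 between 7.21e-07 and 0.00221. The counts of annotated nuclear copies amounted to 17.7% of the counts of MT-ATP6 and 5.45% of those of MT-ND2, so part of their reads is uncertain. The reads of MT-ND6 are uncertain without strand information.

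Among the genes with the largest changes after H2O2 were some that the paper does not discuss. In TIGK the log2 fold change was 4.93 for CTGF, 4.89 for NR4A1, 4.04 for KLF2 and -2.92 for MIR17HG, and in HaCaT 6.26 for FOS, 5.99 for EGR1, 4.83 for RASD1, -3.87 for AC245060.6, -3.69 for MIR29B2CHG and -3.66 for LUCAT1. Each passed the limit under all 20 alternatives, with adjusted p-values from edgeR or DESeq2 no higher than 0.00482, that of LUCAT1. They were chosen among genes whose groups do not overlap, which chance gives to 10% of genes with 3 libraries against 3. No alternative moved the median of all genes by more than 0.0782 in a response or a comparison of the cell types, far less than these changes.

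MT-CO1, which is on the PO list but not among the POs of Table S4, and MT-ND4L, which is on neither, fell as well. MT-CO1 had a log2 fold change of -2.32 in TIGK and -1.38 in HaCaT, and MT-ND4L, which overlaps MT-ND4, of -1.32 and -0.63. In HaCaT, the cell type with fewer, 10 of the 13 mitochondrially encoded protein genes were downregulated under TMM. By this count a fall of these genes and a rise of the bulk of other transcripts cannot be told apart, since TMM sets the bulk of genes at no change. The falls were unequal. With the counts of nuclear copies added, the gap between the largest and the smallest fall was 3.34 on the log2 scale in TIGK and 2.91 in HaCaT, against 3.36 and 2.92 without them. It was 33 standard errors wide in TIGK and 30.3 in HaCaT, which argues against the composition of the libraries as the whole cause, since that moves all of these genes by 1 amount. The largest fall was that of MT-ND6, whose reads are uncertain without strand information. The next largest, of MT-ND5, was -3.32 in TIGK and -1.47 in HaCaT, against smallest falls of -0.49 and -0.14. Position along the heavy strand transcript had a Spearman rho of -0.503 with the change in TIGK over 12 genes (permutation p = 0.0994) and of -0.0839 in HaCaT (permutation p = 0.803), so a fall that grows with position and no relation cannot be told apart with so few genes. Faster decay, slower transcription and a change in polyadenylation, by which the RNA was selected, were not tested.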

How the results depend on the processing

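The fits named at the end of this part were chosen only after the results had been seen. For results that answer a comparison, 426 values were recomputed with all libraries kept. Of these, 333 kept their direction and their side of the limit, or stayed within 1.5 times a count or 1 SD of a value, 82 moved further, 5 lost and 5 gained a call, and 1 reversed. For single genes 1411 values were recomputed in this way, of which 31 lost and 41 gained a call and 0 reversed. Among 2124 values of single genes with 1 library left out, 86 lost and 19 gained a call. Alternatives gave no value for some genes near 0 counts in a cell type, namely CYP2E1 in TIGK, and LPO, GPX7 and ZNF439 in HaCaT, with 18 values for LPO and 19 for each of the others in place of 20.

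Counts moved most where a log2 fold change past 1 was required besides the adjusted p, which by construction leaves fewer genes. Then 137 genes were upregulated and 484 downregulated in TIGK, 169 and 706 in HaCaT, and 50 and 224 in both, while 189 differed in their response. Before H2O2 1873 genes were higher in HaCaT and 2620 in TIGK, and after it 1913 and 2570. Of the AOs, 0 were upregulated in TIGK, 0 in HaCaT and 0 in both, against 18 in TIGK and 27 in HaCaT at an unadjusted p under 0.05. Downregulated AOs numbered 1 in TIGK and 0 in HaCaT, with 0 in both, against 3 and 4 at an unadjusted p under 0.05. Higher in HaCaT were 4 AOs before and 7 after H2O2, and higher in TIGK 5 and 5. Upregulated POs numbered 0 in TIGK, 0 in HaCaT and 0 in both (12 and 18 at an unadjusted p under 0.05), and downregulated POs 3, 4 and 3. Higher in HaCaT were 12 POs before and 18 after H2O2, and higher in TIGK 6 and 6. The overlap of AOs upregulated in HaCaT with those higher in untreated TIGK was 0, and that of POs downregulated in HaCaT with those higher in untreated HaCaT 1.

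At an adjusted p under 0.05, which by construction calls more genes, 2877 genes were upregulated in TIGK and 1999 in both cell types, and 2019 differed in their response. There were 13 AOs upregulated in TIGK and 13 in both, 4 downregulated in HaCaT and 2 in both, and 11 POs upregulated in TIGK.

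Without a filter on low counts, 2571 genes were upregulated in TIGK, 16 AOs were upregulated in TIGK and 16 in both, and 2 were downregulated in HaCaT and 2 in both. The AO set then changed its direction between the untreated cell types, with an adjusted p of 0.981 in limma's camera test, and the p53 targets passed in TIGK (camera adjusted p = 0.0298). DESeq2 called 1403 genes whose response differed, a comparison of all groups, so that the fit on the groups compared is the same one (1403). On all libraries it called 2 AOs downregulated in HaCaT. On the groups compared alone it called 13 AOs upregulated in TIGK and 13 in both. The cause of these changes was not tested.

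The share of higher against lower calls moved by over 10 percentage points in these fits. Without a filter, 2571 genes were upregulated and 2161 downregulated in TIGK, against 1699 and 2151 with it, and the difference of responses was higher in TIGK for 769 genes and lower for 519, against 385 and 496 with the filter. With at least 10 counts in every library of a group, it was higher for 576 and lower for 332. It was higher for 704 and lower for 393 without HaCaT H2O2 replicate 1, 417 and lower for 211 without HaCaT H2O2 replicate 2, 351 and lower for 186 without TIGK H2O2 replicate 2, 381 and lower for 191 without TIGK H2O2 replicate 3 and 378 and lower for 222 without TIGK control replicate 2.

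With the older symbols of the AO list mapped to current ones, 4 AOs were downregulated in TIGK, 3 in HaCaT and 3 in both, since more genes are then listed. Family stems of the PO list expanded to all their members gave 15 upregulated POs in TIGK, 44 in HaCaT and 13 in both, 20 higher in untreated TIGK and 16 in treated TIGK, and 50 higher in treated HaCaT. With the mitochondrially encoded genes left out, 2 POs were downregulated in TIGK, 6 in HaCaT and 1 in both, 19 and 20 were higher in HaCaT before and after H2O2, and the overlap of POs downregulated in HaCaT with those higher in untreated HaCaT was 6.

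In limma's fry test, which does not set a gene list against the other genes, the AO set between the untreated cell types (adjusted p = 0.0151), the NRF2 targets in TIGK (adjusted p = 0.00104) and the p53 targets in TIGK and HaCaT (adjusted p = 0.000876 and 0.000987) passed, unlike in camera. In limma's camera test with an estimated correlation, the PO set did not pass (adjusted p = 0.187), nor did the cholesterol list before and after H2O2 (adjusted p = 0.138 and 0.117) and the mitochondrially encoded genes in TIGK and HaCaT (adjusted p = 0.0818 and 0.117). Over 18 alternatives the camera or fry adjusted p ran from 0.0151 to 0.981 for the AO set, 1.48e-06 to 0.187 for the PO set, 0.00104 to 0.681 for the NRF2 targets in TIGK, 0.000876 to 0.353 for the p53 targets in TIGK and 0.000987 to 0.75 in HaCaT, 1.72e-08 to 0.138 for the cholesterol list before and 2.19e-09 to 0.117 after H2O2, and 1.12e-20 to 0.0818 for the mitochondrially encoded genes in TIGK and 4.26e-11 to 0.117 in HaCaT.

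The first and second principal components held 97.5% and 0.842% on log2 CPM and 81.9% and 11.6% over all genes tested. The mean Pearson r between treatments was 0.97 without the mitochondrially encoded genes and 0.977 on log2 CPM, and between cell types 0.916 and 0.858. Over all genes of the mitochondrial chromosome the share of counts changed by -1.96 percentage points in TIGK and -2.78 in HaCaT. The responses of the cell types had a correlation across genes of 0.64 over genes past the limit in at least 1 cell type and of 0.559 as Spearman's rho.

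Across the 12 fits that each left out 1 library, there were from 2061 to 3272 genes upregulated in HaCaT, with 2061 without HaCaT H2O2 replicate 2. They gave from 737 to 1339 genes upregulated in both cell types, with 737 without TIGK H2O2 replicate 1. There were from 537 to 1097 genes whose response differed, with 560 without HaCaT control replicate 1, 575 without HaCaT control replicate 2, 537 without TIGK H2O2 replicate 2 and 572 without TIGK H2O2 replicate 3. The same fits gave from 4 to 12 AOs upregulated in TIGK, with 12 without HaCaT H2O2 replicate 1 and 11 without HaCaT H2O2 replicate 3. These fits gave from 1 to 4 AOs downregulated in HaCaT, with 4 without HaCaT H2O2 replicate 2 and 2 without HaCaT H2O2 replicate 3. They gave from 4 to 12 AOs upregulated in both cell types, with 12 without HaCaT H2O2 replicate 1. There were from 1 to 2 AOs downregulated in both cell types, with 2 without HaCaT H2O2 replicate 2 or 3. The same fits gave from 3 to 10 POs upregulated in TIGK, with 4 without HaCaT control replicate 1, 2 or 3 or TIGK H2O2 replicate 1 or 2 and 3 without TIGK control replicate 3. These fits gave from 8 to 13 POs upregulated in HaCaT, with 8 without HaCaT H2O2 replicate 2. They gave from 2 to 8 POs upregulated in both cell types, with 3 without HaCaT control replicate 2 and 2 without TIGK control replicate 3. There were from 2 to 6 AOs upregulated in HaCaT and higher in untreated TIGK, with 3 without HaCaT H2O2 replicate 2, TIGK H2O2 replicate 2 or 3 or TIGK control replicate 2 and 2 without HaCaT control replicate 3. The first principal component held from 93.4% to 94.8% and the second from 4.26% to 5.48%, and the correlation of the responses across genes lay between 0.432 and 0.463. These fits have fewer libraries, and no other cause was tested.

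Replicate numbers are shared by the groups. The deviations of same-numbered libraries from their group means had correlations from -0.121 to 0.0257 over 18 pairs, 0 of them over 0.1. No pairing by number was thus seen in the counts, which cannot exclude that same-numbered samples were handled together. With a replicate block in the fit nonetheless, 539 genes differed in their response, 2 AOs were downregulated in HaCaT and 2 in both, and 4 POs were upregulated in TIGK. Calls of single genes that the fit with the block did not make were those of PRDX2 (response in TIGK), DUOX2 (response in HaCaT), TXN2 (untreated cell types), MT-ND4 (difference of responses), RASD1 (response in TIGK), GFER (difference of responses), PDHA1 (response in TIGK), TXNDC9 (treated cell types) and GFER (treated cell types), and it made 1 that the fit without it did not, that of MT2A (response in HaCaT).

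The following fits were chosen after seeing the data. With the libraries of each cell type scaled on their own, 1618 genes were upregulated and 2202 downregulated in TIGK, 2586 and 2795 in HaCaT and 936 and 1432 in both, and 877 differed in their response. With counts corrected for gene length and GC content, 2203 genes were upregulated and 1990 downregulated in TIGK, 3109 and 2296 in HaCaT and 1379 and 1166 in both. Depth had little part in these counts, since with all libraries thinned to the lowest total 1666 genes were upregulated and 2128 downregulated in TIGK, 3127 and 2464 in HaCaT and 1080 and 1296 in both. All of these counts were within 1.5 times those of the counts as deposited. Depth limits the genes near 0 counts, such as LPO in HaCaT and GPX7 in treated HaCaT, for which only bounds can be given.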

Differences from the paper's values

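The second principal component held 4.99% of the variance here and 8.8% in the paper. Of 14 alternatives set before the data were examined, the one that used all genes tested gave 11.6%, above the paper's value and within 1.5 times of it, and log2 CPM and the fits that each left out 1 library stayed farther off. With all genes tested the first component held 81.9%, farther from the paper's value than the 93.9% of the 500 most variable genes, so it did not bring both components to the paper's values. Genes downregulated after H2O2 in both cell types numbered 1312 here, against the paper's 53, and none of 22 alternatives set before the data were examined closed the gap.

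AOs upregulated in HaCaT and not in TIGK numbered 18 here and 9 in the paper. Of 22 alternatives, 7 gave a count within 1.5 times the paper's, namely DESeq2 on the groups compared alone (8), edgeR on the groups compared alone (11), no filter on low counts (8), an adjusted p under 0.05 (13), and fits without HaCaT H2O2 replicate 1 (11), HaCaT H2O2 replicate 3 (11) or HaCaT control replicate 3 (13), and the other 15 did not. AOs downregulated in both cell types numbered 1 here and 2 in the paper. The gap was closed without a filter on low counts (2), at an adjusted p under 0.05 (2), with a block on replicate numbers (2), with older symbols mapped to current ones (3), and without HaCaT H2O2 replicate 2 (2) or 3 (2), and not under the other 16 alternatives.

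POs upregulated in both cell types numbered 6 here and 2 in the paper, and of 23 alternatives the fits without HaCaT control replicate 2 (3) and without TIGK control replicate 3 (2) closed the gap and the other 21 did not. In the authors' deposited tables 5 POs were upregulated in both, so the paper's count differs from those tables too. POs upregulated in HaCaT and not in TIGK numbered 7 here against the paper's 3. DESeq2 on the groups compared alone (3), edgeR on the groups compared alone (4) and the fits without HaCaT H2O2 replicate 2 (4) or 3 (4) closed this gap, and the other 19 alternatives did not.

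The Pearson r of the untreated cell types was 0.886 here and about 0.90 in the paper, that of treated TIGK and untreated HaCaT 0.779 and about 0.81, that of untreated and treated HaCaT 0.912 and about 0.94 (Fig. 3B, read by eye). None of 14 alternatives closed any of these gaps.

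The log2 fold changes of 7 mitochondrially encoded genes in HaCaT differed from those of Table S4 by more than the standard error of the fit. A gap is called closed here where it fell within that standard error. For MT-ND1 the value was -0.84 here and -0.90 in the paper, for MT-ND2 -0.20 and -0.26, for MT-ND4 -0.58 and -0.64, for MT-ATP6 -0.14 and -0.21, for MT-CO2 -0.36 and -0.42, for MT-CO3 -0.54 and -0.60 and for MT-CYB -0.42 and -0.48. For each of the 7 the gap was closed by DESeq2 on all libraries or on the groups compared alone, by edgeR on the groups compared alone, by DESeq2's size factors in edgeR, without a filter on low counts, and without HaCaT H2O2 replicate 1 or 2, TIGK H2O2 replicate 2 or 3 or TIGK control replicate 2. It was also closed for MT-ND1 without HaCaT control replicate 2, for MT-ND2 without HaCaT control replicate 2 or with a block on replicate numbers, for MT-ND4 without HaCaT control replicate 1, for MT-ATP6 without HaCaT control replicate 1 or 2, for MT-CO2 without HaCaT control replicate 1, for MT-CO3 without HaCaT H2O2 replicate 3 and for MT-CYB without HaCaT control replicate 2. Scaling by library size only and the other alternatives did not close it. Between the untreated cell types MT-ND4 had a log2 fold change of HaCaT over TIGK of 0.65 here and 0.94 in Table S4, and none of 20 alternatives closed the gap.

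The paper lists GLRX3 among the AOs higher in untreated HaCaT. Here its log2 fold change of HaCaT over TIGK, 0.23, did not pass (edgeR adjusted p = 0.0145), and it passed with DESeq2 on the groups compared alone, with edgeR on the groups compared alone, without a filter on low counts or without HaCaT H2O2 replicate 1 or 3. The paper counts PRDX6 among the AOs higher in untreated TIGK. Its log2 fold change was -0.20 (edgeR adjusted p = 0.0142), and it passed with DESeq2 on all libraries, with DESeq2 on the groups compared alone, with edgeR on the groups compared alone, in edgeR with DESeq2's size factors, in edgeR with scaling by library size only or without HaCaT H2O2 replicate 3 or TIGK control replicate 3. CCS and PDIA6, which the paper does not count there, were upregulated in HaCaT and higher in untreated TIGK here. In HaCaT CCS did not pass with DESeq2 on the groups compared alone, with edgeR on the groups compared alone or without HaCaT H2O2 replicate 2, HaCaT control replicate 1 or 3, TIGK H2O2 replicate 2 or 3 or TIGK control replicate 2. PDIA6 did not pass in HaCaT with edgeR on the groups compared alone. The paper describes SOD1 as higher in TIGK after H2O2 too. Its log2 fold change of HaCaT over TIGK was -0.29 (edgeR adjusted p = 0.0144), and it passed with DESeq2 on all libraries, with DESeq2 on the groups compared alone, with edgeR on the groups compared alone, in edgeR with DESeq2's size factors, in edgeR with scaling by library size only, without a filter on low counts, with a filter of at least 10 counts in every library of a group compared or without HaCaT H2O2 replicate 3 or TIGK control replicate 2 or 3.

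The paper counts CYP2E1, MT-ND2, MT-ND3 and MT-ATP6 among the POs downregulated in HaCaT. Here the log2 fold change of CYP2E1 was -1.74 (edgeR adjusted p = 0.0155), and it passed with DESeq2 on all libraries, with DESeq2 on the groups compared alone, with edgeR on the groups compared alone or without TIGK H2O2 replicate 2. That of MT-ND2 was -0.20 (edgeR adjusted p = 0.0132), and it passed with DESeq2 on all libraries, with DESeq2 on the groups compared alone, in edgeR with DESeq2's size factors, without a filter on low counts or without HaCaT H2O2 replicate 1, TIGK H2O2 replicate 2 or 3 or TIGK control replicate 2. MT-ND3 had -0.20 (edgeR adjusted p = 0.077) and MT-ATP6 -0.14 (edgeR adjusted p = 0.053), and both passed with DESeq2 on the groups compared alone or without a filter on low counts. MT-CO1, which Table S4 does not list, was downregulated in HaCaT with a log2 fold change of -1.38 (edgeR adjusted p = 1.34e-12). The paper describes all POs upregulated in TIGK as shared with HaCaT, and here PDHA1 passed in TIGK alone. It passed in HaCaT too in edgeR with scaling by library size only, and it did not pass in TIGK with edgeR on the groups compared alone or without HaCaT control replicate 1, 2 or 3, TIGK H2O2 replicate 1 or 2 or TIGK control replicate 2 or 3, or with a block on replicate numbers.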

Other observations

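The scaling of the cell types against each other, the splits of the libraries, the requirement that the length trends of treated and untreated libraries do not overlap, the correlations at fixed length and GC content, the comparisons with each untreated HaCaT library used on 1 side alone, and the range of the ratio of upregulated genes over fits with a library left out were chosen only after the results had been seen.

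After H2O2 longer genes tended to have lower responses. The Spearman correlation of the response with gene length was -0.128 in TIGK and -0.204 in HaCaT. Treated HaCaT libraries, each set against the untreated mean, had values from -0.242 to -0.141, below the untreated ones, from -0.0775 to 0.0923. Those of treated TIGK, from -0.138 to -0.118, lay inside the range of the untreated ones, from -0.189 to 0.229. Across 16602 genes the partial Spearman correlation of the response with gene length at fixed gene span was -0.169 in TIGK and -0.196 in HaCaT, and genes are not independent replicates. At fixed span single treated libraries had values from -0.228 to -0.152 in HaCaT and from -0.169 to -0.159 in TIGK, below the untreated libraries set against each other, which had values from -0.0421 to 0.0373 and from -0.122 to 0.162. Slowed transcription along long genes would give a negative correlation with gene span. Without regard to length the values go with it in part, since the correlation with span was -0.00994 in TIGK and -0.0916 in HaCaT, and -0.0301 and -0.0784 at fixed GC content. At fixed GC content the treated libraries, from -0.0495 to -0.0204 in TIGK and from -0.119 to -0.0351 in HaCaT, overlapped the untreated ones, from -0.143 to 0.182 and from -0.0648 to 0.0809. For the tenth of genes with the shortest span and that with the longest, the median log2 fold change was -0.0191 and 0.033 in TIGK, and 0.0628 and -0.0364 in HaCaT. At fixed gene length the correlation with span was 0.112 in TIGK and 0.0729 in HaCaT, and at fixed length and GC content 0.0951 and 0.0802, with treated libraries from 0.074 to 0.0991 and from 0.0708 to 0.0826, above the untreated ones, from -0.0209 to 0.0234 and from -0.023 to 0.0337. These values argue against slowed transcription along long genes as the whole cause of the trend with length, and a smaller part played by it stays open. The correlation with length at fixed span and GC content was -0.17 in TIGK and -0.199 in HaCaT. In HaCaT the values are consistent with RNA degradation that acts on transcript length, in cells or during preparation. In TIGK such degradation and the spread between libraries cannot be told apart, since the correlation with length lay inside the untreated range and that at fixed span lay below it. Degradation remains a hypothesis, since the paper reports high RNA integrity numbers for all samples and values per library were not used here. A different length trend of library preparation between treated and untreated samples was not tested.

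The AOs were set against 10000 random lists of the same size matched on expression and gene length. The median log2 fold change of the AOs in HaCaT, 0.34, lay at percentile 99.7 of these lists, whose central 95% ran from 0.07 to 0.30. In TIGK it was 0.20, at percentile 98.6, with a central range from -0.00386 to 0.19. These values argue against a rise shared by genes of the same expression and length as the whole cause in either cell type. The median difference of the responses, -0.17, lay at percentile 2.87, inside the central 95% of these lists and close to its lower end. The smaller rise of the AOs in TIGK is therefore in line with a difference shared by genes of the same expression and length, and the difference of responses passed for 0 AOs, with 14 lower and 2 higher in TIGK at an unadjusted p under 0.05.

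More genes were upregulated in HaCaT than in TIGK, at a ratio of 1.85. With the libraries of each cell type scaled on their own the ratio was 1.6 (2586 and 1618 genes), and over the 12 fits that each left out 1 library it ran from 1.03 to 2.78, with 1.22 without HaCaT H2O2 replicate 1, 1.03 without HaCaT H2O2 replicate 2, 1.21 without HaCaT H2O2 replicate 3 and 2.78 without TIGK control replicate 3. With each cell type fitted alone by edgeR, 2148 genes were upregulated in HaCaT and 2125 in TIGK. A broader rise in HaCaT and an effect of the scaling and of single libraries cannot be told apart, since the ratio moves over this range. The ratio may therefore say little about the cells.

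The 12 NRF2 targets had a median log2 fold change of -0.00733 in TIGK and 0.000749 in HaCaT, with 6 and 6 genes above 0, and did not pass in limma's camera test (adjusted p = 0.587 and 0.731). The difference of their responses did not pass either (limma's camera test, adjusted p = 0.697). In limma's fry test the list passed in TIGK alone (adjusted p = 0.00104, against 0.0964 in HaCaT and 0.0629 for the difference, and a range from 0.00104 to 0.681 over 18 alternatives in TIGK), with a median near 0 over genes that go both ways. The AO list holds 4 of these targets, GCLC, SRXN1, TXN and TXNRD1.

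The 20 p53 targets had a median of 0.22 in TIGK and 0.13 in HaCaT, with 12 and 11 genes above 0 (limma's camera test, adjusted p = 0.246 and 0.587, and fry 0.000876 and 0.000987, with ranges from 0.000876 to 0.353 and from 0.000987 to 0.75 over 18 alternatives). The hypothesis tested was a stronger p53 response in TIGK. None of these genes is on the AO list (0 shared) or on the list of NRF2 targets (0 shared). The difference of the responses had an adjusted p of 0.731 in limma's camera test, between 0.595 and 0.893 with a library left out, and it was above 0 for 10 of the genes. A stronger p53 response in TIGK and an equal response cannot be told apart with a median of -0.00353 over genes that go both ways.

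Across the 13 mitochondrially encoded protein genes the changes in TIGK and HaCaT were related, with a Pearson r of 0.925 and a Spearman rho of 0.78 across genes (permutation p = 0.00256 for rho), and genes are not independent replicates. All genes of the mitochondrial chromosome together took 3.39% of the counts in untreated and 1.43% in treated TIGK, and 6.18% and 3.4% in HaCaT. The PO list holds 12 of the 13 protein genes, all but MT-ND4L, and the AO and PO lists share 1 gene, MPO.

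The overlap of AOs upregulated in HaCaT with those higher in untreated TIGK, and that of POs downregulated in HaCaT with those higher in untreated HaCaT, use the untreated HaCaT libraries on both sides. Noise in these libraries gives a correlation of the comparisons above 0 in the mean of simulated unchanged groups. The 5 AOs were fewer than the 8.53 expected by chance, so there was no excess that noise in the shared libraries would need to explain. In a test on log2 CPM, each untreated HaCaT library was used in 1 of the comparisons alone, in 6 arrangements. Across the 45 AOs the Pearson r then ran from -0.355 to -0.125, within the central 95% of randomly paired AOs, from -0.365 to 0.289. Across the 56 POs it ran from 0.259 to 0.382, against 0.352 with the libraries shared and an upper end of 0.266 for randomly paired POs. Spearman's rho ran from 0.399 to 0.519, against 0.516 and an upper end of 0.27. By these correlations, a link between the PO comparisons and noise in the shared untreated HaCaT libraries cannot be told apart. The lowest r lay at the edge of that of random pairs, while rho stayed above it. The overlap itself was not counted with 1 library on a side. In 20 simulations of unchanged groups the highest overlap of the POs was 0, against 15 here. These values argue against noise in the shared libraries as the whole cause of the overlap. The simulations hold no changed genes, so a smaller part played by it stays open. Of 840 splits of the 9 libraries 100 were drawn, and an overlap as large was found in 3 for the AOs and in 1, the real one, for the POs. The other splits mix cell types or treatments within a group, which widens the spread and can by itself leave few calls. These counts therefore cannot decide about the overlaps.

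Each comparison of 3 libraries with 3 has 10 splits, so no share under 0.1 can be reached, and these counts cannot decide. For 29 results, among them every count of genes, AOs and POs past the limit in a response or between the cell types, 1 of the 10 splits gave a result as large, the real one. It was 2 for the p53 targets in TIGK and 2 for the PO set, 4 for the p53 targets in HaCaT, 6 for the NRF2 targets in HaCaT and 8 for the AO set. Over 100 joint splits of both cell types, 1 gave as many genes, AOs or POs changed in both cell types in each direction, 33 as small a p for the difference of the NRF2 targets and 69 for that of the p53 targets.

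In the authors' deposited tables 2087 genes were upregulated and 2518 downregulated in TIGK, and 2123 and 2496 in HaCaT. The symbols upregulated in both numbered 1041 and those downregulated in both 1482 in the authors' deposited tables. A candidate explanation for the 53 genes that the paper describes as downregulated in both is that the list of genes upregulated in TIGK was set against the list of genes downregulated in HaCaT. In the authors' deposited tables that overlap held 53 symbols, and the paper gives the same number of genes upregulated and downregulated in TIGK, 2086, the number of upregulated symbols in the deposited table. By the counts analysed here this overlap was 38.

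The authors' deposited tables list 18 AOs upregulated in HaCaT and 9 in TIGK, and 19 POs downregulated in HaCaT and 15 in TIGK. They list 9 POs upregulated in HaCaT, 6 in TIGK and 5 in both, where the paper describes 2 in both. Over the genes of the authors' deposited tables, the log2 fold changes computed here had a Pearson r with theirs of at least 0.999 across genes. The value here minus the deposited one had a median of 0.0639 for the response of HaCaT and 0.0227 for that of TIGK, a shift shared by the genes listed. For the untreated cell types the authors' deposited table gives a log2 fold change of 0.65 for MT-ND4 and 0.94 for MT-ND4L, and the values here were 0.65 and 0.94, while Table S4 gives 0.94 for MT-ND4. Whether Table S4 holds the value of MT-ND4L in that place was not tested further.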
